# Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis

**DOI:** 10.1038/s42255-024-01134-4

**Published:** 2024-09-27

**Authors:** Sandeep Das, Alexandra C. Finney, Sumit Kumar Anand, Sumati Rohilla, Yuhao Liu, Nilesh Pandey, Alia Ghrayeb, Dhananjay Kumar, Kelley Nunez, Zhipeng Liu, Fabio Arias, Ying Zhao, Brenna H. Pearson-Gallion, M. Peyton McKinney, Koral S. E. Richard, Jose A. Gomez-Vidal, Chowdhury S. Abdullah, Elizabeth D. Cockerham, Joseph Eniafe, Andrew D. Yurochko, Tarek Magdy, Christopher B. Pattillo, Christopher G. Kevil, Babak Razani, Md. Shenuarin Bhuiyan, Erin H. Seeley, Gretchen E. Galliano, Bo Wei, Lin Tan, Iqbal Mahmud, Ida Surakka, Minerva T. Garcia-Barrio, Philip L. Lorenzi, Eyal Gottlieb, Eduardo Salido, Jifeng Zhang, A. Wayne Orr, Wanqing Liu, Monica Diaz-Gavilan, Y. Eugene Chen, Nirav Dhanesha, Paul T. Thevenot, Ari J. Cohen, Arif Yurdagul, Oren Rom

**Keywords:** Non-alcoholic steatohepatitis, Liver, Liver diseases, Metabolism

## Abstract

The incidence of metabolic dysfunction-associated steatohepatitis (MASH) is on the rise, and with limited pharmacological therapy available, identification of new metabolic targets is urgently needed. Oxalate is a terminal metabolite produced from glyoxylate by hepatic lactate dehydrogenase (LDHA). The liver-specific alanine-glyoxylate aminotransferase (AGXT) detoxifies glyoxylate, preventing oxalate accumulation. Here we show that AGXT is suppressed and LDHA is activated in livers from patients and mice with MASH, leading to oxalate overproduction. In turn, oxalate promotes steatosis in hepatocytes by inhibiting peroxisome proliferator-activated receptor-α (PPARα) transcription and fatty acid β-oxidation and induces monocyte chemotaxis via C–C motif chemokine ligand 2. In male mice with diet-induced MASH, targeting oxalate overproduction through hepatocyte-specific AGXT overexpression or pharmacological inhibition of LDHA potently lowers steatohepatitis and fibrosis by inducing PPARα-driven fatty acid β-oxidation and suppressing monocyte chemotaxis, nuclear factor-κB and transforming growth factor-β targets. These findings highlight hepatic oxalate overproduction as a target for the treatment of MASH.

## Abstract (web summary)

Genetic and pharmacological inhibition of the overproduction of oxalate in the liver alleviates metabolic dysfunction-associated steatohepatitis in male mice.

## Main

Metabolic dysfunction-associated steatotic liver disease (MASLD) has become the most common chronic liver disease worldwide, affecting an alarming one-third of the global population^1^. MASLD encompasses a spectrum of liver pathologies, ranging from simple hepatic steatosis, metabolic dysfunction-associated steatohepatitis (MASH) that may be accompanied by hepatic fibrosis, and ultimately cirrhosis, which is associated with late-stage liver disease and may lead to hepatocellular carcinoma and liver failure^2,3^. Central to the pathogenesis of MASH, hepatic lipid overload occurs with excessive uptake of fatty acids released from the adipose tissue, enhanced de novo lipogenesis from excessive carbohydrate intake or inhibition of fatty acid β-oxidation (FAO)^3–5^. These lead to the accumulation of reactive oxygen species, mitochondrial dysfunction and endoplasmic reticulum stress^4^, which culminate in lipotoxicity. Consequently, inflammasome activation leads to the release and accumulation of proinflammatory mediators, which facilitate leucocyte infiltration and hepatic stellate cell activation, promoting MASH and hepatic fibrosis^2–4^. Despite major advances in our understanding of the metabolic and molecular mechanisms driving MASH, and considerable efforts in the development of drugs targeting lipid and carbohydrate metabolism, there is limited pharmacological therapy available for the treatment of MASH^6,7^. Therefore, identifying alternative dysregulated metabolic pathways that can be targeted for MASH treatment is urgently needed.

While abnormal metabolism of lipids and carbohydrates are known features of MASLD^8^, accumulating evidence highlights impaired amino acid metabolism as a causative factor in the pathogenesis of MASH. Notably, lower circulating glycine is consistently reported in association with worsened MASH features in humans and mouse models and its deficiency accelerates the disease in mice^9–12^. The liver-specific enzyme, alanine-glyoxylate aminotransferase (AGXT), plays a central role in catalysing glycine formation from glyoxylate^12–14^ and recent transcriptomics studies from our group and others consistently reported suppression of *AGXT* in livers from patients and mice with MASH^12,15–17^. AGXT loss-of-function results in the accumulation of glyoxylate^18^, which can also be produced from glycolate via glycolate oxidase (GO) and is rapidly converted by hepatic lactate dehydrogenase (LDHA) to the terminal end product, oxalate^19^. While our recent studies demonstrated that the loss of AGXT exacerbates diet-induced MASH in mice^12^, the hepatic regulation of oxalate metabolism and its levels in humans and mice with MASH, the effects of oxalate accumulation in hepatocytes, the primary cells responsible for its formation and the therapeutic potential of targeting impaired oxalate metabolism in MASH, have not been systematically studied.

Considering the consistent reports of suppressed *AGXT* in MASH^12,15–17^, recent evidence linking AGXT dysfunction and primary hyperoxaluria with liver disease^12,15,20,21^, the known deleterious effects of oxalate in renal and cardiovascular diseases^22–26^, together with the rising prevalence of MASH and limited therapy available^1,6,7^, there is a strong rationale to better understand impaired oxalate metabolism in MASH and to evaluate the therapeutic potential of targeting this dysregulated metabolic pathway. In the current study, we systematically evaluated the metabolic regulation and levels of hepatic oxalate in multiple well-defined human cohorts, MASH mouse models, and hepatocellular in vitro systems. Furthermore, we determined the effects of oxalate on molecular drivers of MASH within hepatocytes regulating lipid metabolism, mitochondrial function and inflammatory responses. Finally, utilizing hepatocyte-specific overexpression of AGXT and pharmacological inhibition of LDHA and GO combined with transcriptomics, lipidomics and functional assays, we defined the protective effects of genetic and pharmacological targeting of oxalate overproduction in MASH and the underlying mechanisms behind this approach.

## Results

### Hepatic oxalate overproduction in human and mice with MASH

As the first step in exploring the dysregulated oxalate metabolism in MASH, we assessed the hepatic expression of key regulators of glyoxylate metabolism and oxalate formation in well-defined human cohorts. As illustrated in Fig. 1a, glycolate, glycine and 4-hydroxy-l-proline are the precursors for glyoxylate, which is readily oxidized to oxalate by LDHA^19^. Although humans have no enzymes capable of degrading oxalate, specific hepatic enzymes can prevent oxalate overproduction via glyoxylate detoxification^19,27^. Beyond its conversion to glycine by AGXT, glyoxylate can also be converted to glycolate via glycolate reductase/hydroxypyruvate reductase (GRHPR). In an opposite reaction, glycolate can be oxidized to glyoxylate by GO (encoded by *HAO1*). In addition, hydroxyproline dehydrogenase (HYPDH; encoded by *PRODH2*) converts 4-hydroxy-l-proline to 4-hydroxy-2-oxoglutarate, which is further catalysed into glyoxylate by 4-hydroxy-2-oxoglutarate aldolase 1 (HOGA1)^19^. We first determined the association between the expression of the above genes and hepatic steatosis in a cohort of 206 liver transplantation donors (GSE26106)^12,28,29^. This revealed an inverse association between the expression of *AGXT* and *PRODH2* with hepatic fat content, with the most significant negative correlation found for *AGXT* (*AGXT*: *r* = −0.1838, *P* = 0.0083; *PRODH2*: *r* = −0.1530, *P* = 0.0296; Fig. 1a). We further assessed the association between the expression of genes regulating glyoxylate metabolism or oxalate formation and MASH through regression models and a meta-analysis based on transcriptomics of livers from patients with or without MASH (GSE83452 and GSE61260)^30,31^. This meta-analysis revealed that among all the glyoxylate/oxalate metabolic genes, only *AGXT* expression was significantly and inversely associated with MASH (*β* = −0.141, *P* = 0.0089; Fig. 1a). We next assessed dysregulated oxalate metabolism in liver specimens obtained from a cohort of patients with histologically confirmed end-stage MASH compared with healthy donors (Fig. 1b) through quantitative PCR with reverse transcription (qRT–PCR), western blot and enzymatic activity analyses. There were no significant differences in race, age or sex between the patients with MASH and controls (Extended Data Fig. 1a). qRT–PCR analyses demonstrated a significant downregulation of *AGXT* in liver specimens from patients with MASH, without significant changes in other genes regulating glyoxylate metabolism or oxalate formation (*GRHPR*, *PRODH2*, *HOGA1*, *HAO1* and *LDHA*; Fig. 1c). Additionally, we found a significant decrease in AGXT protein abundance in livers from patients with MASH (Fig. 1d,e). Although the mRNA and protein levels of LDHA were not significantly altered (Fig. 1c and Extended Data Fig. 1b,c), LDHA activity was significantly enhanced in patients with MASH (Fig. 1f). Aligned with suppressed AGXT and enhanced LDHA activity, oxalate concentrations assessed using an enzymatic method were significantly increased in livers from patients with MASH compared with controls (Fig. 1g). Notably, a significant inverse correlation was found between AGXT protein abundance and liver oxalate levels (Extended Data Fig. 1d) as well as MASH severity as determined by blinded histopathological analysis of the NAFLD activity score (NAS; Extended Data Fig. 1e). In contrast, a significant positive correlation was found between hepatic oxalate concentrations and MASH severity (Extended Data Fig. 1f). We further assessed the levels of plasma oxalate in another cohort of patients diagnosed with MASH compared to healthy controls. Compared with controls, patients with MASH had significantly elevated levels of plasma transaminases and oxalate with no significant differences in race, age or sex (Extended Data Fig. 1g).

**Fig. 1:**
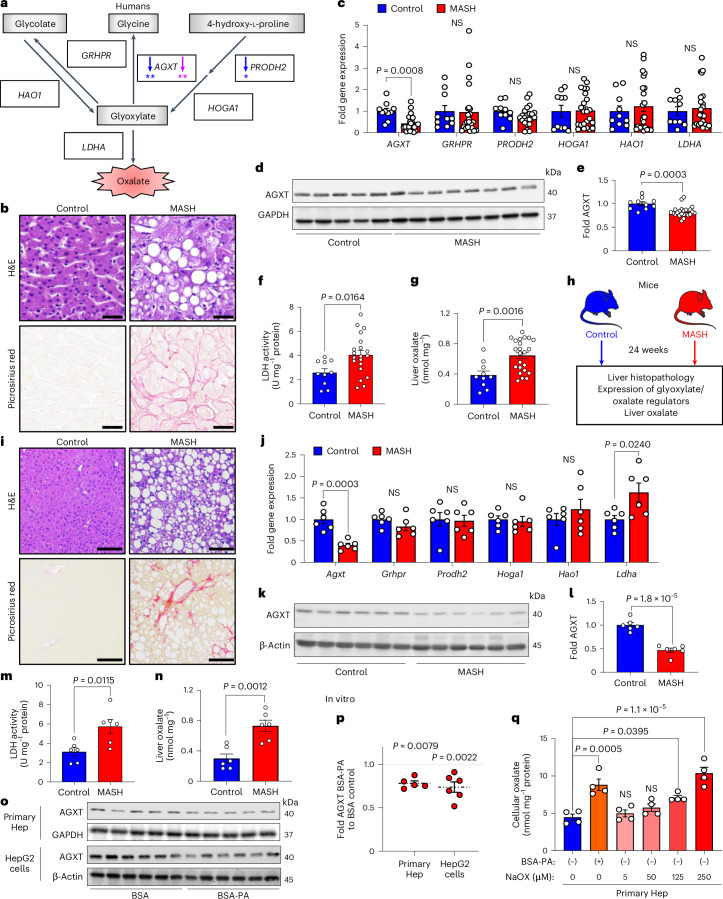
AGXT is suppressed and LDHA is activated leading to oxalate overproduction in livers from humans and mice with MASH. **a**, Schema of glyoxylate metabolism and oxalate formation. Spearman’s correlations were calculated between the expression of genes regulating glyoxylate metabolism or oxalate formation and hepatic fat in livers from transplantation donors (*n* = 206, GSE26106). A significant inverse correlation is denoted by blue arrows (*P < 0.05, **P < 0.01). The association between the expression of genes regulating glyoxylate metabolism or oxalate formation and MASH was assessed through regression models and a meta-analysis based on transcriptomics of livers from patients with or without MASH (MASH, *n* = 104; control, *n* = 44, GSE83452; MASH, *n* = 24; control, *n* = 24, GSE61260). A significant inverse association is denoted by purple arrows (**P < 0.01). **b**, H&E and Picrosirius red staining of liver samples obtained from patients with end-stage MASH (*n* = 22) compared with healthy donors as control (*n* = 10). **c**–**g**, Expression of *AGXT*, *GRHPR*, *PRODH2*, *HOGA1*, *HAO1* and *LDHA* relative to *GAPDH* (**c**), protein abundance (**d**) and quantification of AGXT relative to GAPDH (**e**), from liver samples of MASH patients (*n* = 23) and control (*n* = 10), LDH activity, from liver samples of patients with MASH (*n* = 20) and control (*n* = 10) (**f**) and oxalate concentrations normalized to tissue weight in liver samples from patients with end-stage MASH (*n* = 23) and controls (*n* = 10) (**g**). **h**,**i**, Liver samples were collected from C57BL/6J mice fed a standard chow diet (control, *n* = 6) or a high-fat, high-fructose, high-cholesterol diet (MASH diet, *n* = 6) for 24 weeks (**h**) and stained with H&E and Picrosirius red (**i**). **j**–**n**, Expression of *Agxt*, *Grhpr*, *Prodh2*, *Hoga1*, *Hao1* and *Ldha* relative to *Gapdh* (**j**), protein abundance (**k**) and quantification of AGXT relative to β-actin (**l**), LDH activity (**m**) and oxalate concentrations normalized to tissue weight in liver samples from mice (**n**) with (*n* = 6) or without MASH (*n* = 6). **o**, Primary hepatocytes (Hep) from mice fed a standard chow diet and HepG2 cells were treated with either BSA-conjugated PA (200 µM) or BSA control overnight. **p**, Protein abundance and quantification of AGXT relative to GAPDH (primary hepatocytes, *n* = 5) or β-actin (HepG2 cells, *n* = 6). **q**, Intracellular oxalate normalized to protein concentrations in primary hepatocytes treated with PA (200 µM) or increasing concentrations of sodium oxalate (NaOX; 0–250 µM, *n* = 4). For primary hepatocytes, each point represents an individual mouse. For HepG2 cells, each point represents an independent experiment that included at least two biological repetitions. The samples derived from the same experiment and blots were processed in parallel for **d**,**e**. All data are expressed as mean ± s.e.m. Statistical comparisons were made using two-tailed unpaired *t*-test (**c**,**f**,**j**,**l**,**m**), Mann–Whitney *U*-test (**c**,**e**,**g**,**j**,**n**,**p**) or one-way ANOVA with Tukey’s multiple comparisons test (**q**). All individual points and *P* values are shown. A *P* value < 0.05 was considered statistically significant; NS, not significant. Scale bars, 200 µm. Parts of **h** were drawn by using pictures from Servier Medical Art (licensed under a Creative Commons Attribution 3.0 Unported License at https://creativecommons.org/licenses/by/3.0). Source data

We next sought to determine whether suppressed AGXT, activated LDHA and the ensuing accumulation of oxalate are consistently observed in livers from mice with MASH. We fed male C57BL/6J mice a standard chow diet (control) or a high-fat, high-fructose, high-cholesterol diet (MASH diet) for 12 or 24 weeks (Fig. 1h and Extended Data Fig. 2a). This dietary model is known to induce early MASH featuring hepatic steatosis, but mild inflammation and fibrosis at week 12 and advanced steatohepatitis and fibrosis at week 24, which mimics the human disease^12,32–34^, as we confirmed using hematoxylin and eosin (H&E) and Picrosirius red staining (Fig. 1i and Extended Data Fig. 2b). The liver mRNA (Extended Data Fig. 2c) and protein abundance (Extended Data Fig. 2d,e) of AGXT were significantly decreased already in mice with early MASH. Notably, the mRNA (Extended Data Fig. 2c) and protein abundance (Extended Data Fig. 2f,g) of LDHA were significantly increased, together with enhanced lactate dehydrogenase (LDH) activity (Extended Data Fig. 2h), resulting in a significant increase in hepatic oxalate (Extended Data Fig. 2i). In livers from mice with advanced MASH, the suppression of AGXT (Fig. 1j–l), the upregulation of LDHA (Fig. 2j and Extended Data Fig. 2j,k), enhanced LDH activity (Fig. 1m) and the increased hepatic oxalate (Fig. 1n), were more significant. Moreover, we validated the significant increase in hepatic oxalate concentrations in MASH using ion chromatography coupled with mass spectrometry (IC–MS; Extended Data Fig. 2l). Similar to humans, AGXT protein abundance inversely correlated (Extended Data Fig. 2m), whereas hepatic oxalate positively correlated (Extended Data Fig. 2n), with MASH severity in mice. To confirm that the suppression of AGXT in mice with MASH is not diet- or sex-specific, we further assessed the protein abundance of AGXT in male and female mice fed the fructose-palmitate-cholesterol (FPC) diet for 16 weeks, another established model of MASH^35^, as we confirmed histologically (Extended Data Fig. 3a,b). A significant decrease in AGXT protein abundance was found in livers from both male (Extended Data Fig. 3c,d) and female (Extended Data Fig. 3e,f) mice with MASH induced by the FPC diet. It was recently reported that *AGXT* is downregulated due to hypermethylation in hepatic steatosis^15^, and we sought to determine whether hypermethylation mediates suppressed AGXT in advanced MASH. Applying unbiased genome-wide analysis of DNA methylation through reduced representation bisulfite sequencing (RRBS), we found a significant increase in methylation at the *Agxt* promoter and first exon in livers from mice with advanced MASH (Supplementary Fig. 1 and Extended Data Fig. 3g). Last, we sought to determine if lipid loading in hepatocytes is sufficient to suppress AGXT and enhance oxalate accumulation in vitro. We isolated primary hepatocytes from mice, treated them with 200 µM of BSA-conjugated palmitic acid (PA) or BSA (control) and confirmed the accumulation of lipids in the hepatocytes (Extended Data Fig. 3h,i). Following PA treatment, primary hepatocytes showed a significant reduction in mRNA (Extended Data Fig. 3j) and protein abundance (Fig. 1o,p) of AGXT. These observations were consistent in the HepG2 human hepatoma cell line, which largely retains the biochemical pathways of glyoxylate metabolism^36^ and also demonstrated a significant reduction in the mRNA (Extended Data Fig. 3j) and protein abundance of AGXT (Fig. 1o,p) in response to PA treatment. Accordingly, lipid loading induced a significant accumulation of intracellular oxalate in both primary hepatocytes (Fig. 1q) and HepG2 cells (Extended Data Fig. 3k), which was comparable to treatment with exogenous sodium oxalate (NaOX) at 250 µM and 500 µM, respectively. Notably, polarized light microscopy revealed that treatment of primary hepatocytes and HepG2 cells with 250 µM and 500 µM NaOX, respectively, did not result in the formation of oxalate crystals, which were clearly visible in cells treated with ≥5 mM of NaOX (Extended Data Fig. 3l,m). Taken together, these comprehensive studies in multiple human and mouse cohorts as well as in lipid-loaded hepatocytes uncover suppressed hepatic AGXT and enhanced LDHA activity leading to oxalate overproduction in both humans and mice with MASH.

**Fig. 2:**
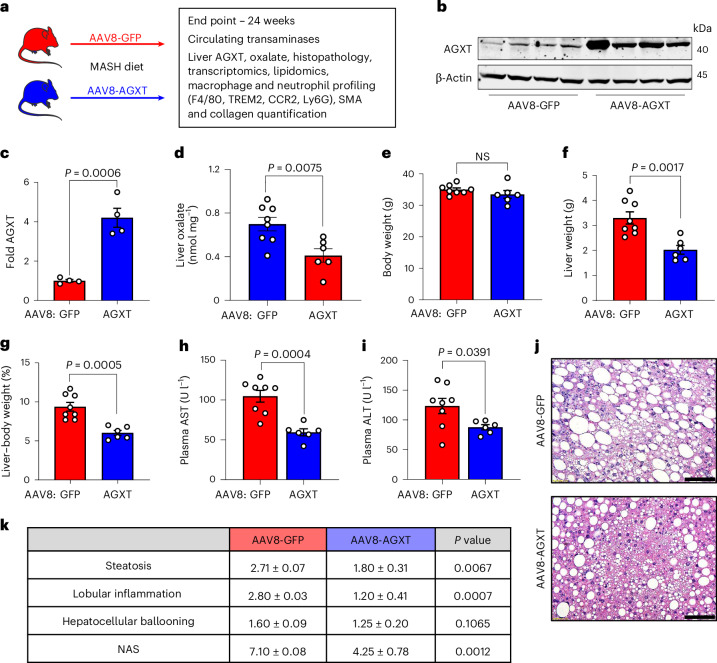
Oxalate lowering via hepatocyte-specific overexpression of AGXT ameliorates MASH. **a**, Male C57BL/6J mice were injected with AAV8-TBG-GFP or AAV8-TBG-AGXT (2 × 10^11^ viral genomes per mouse) and placed on the MASH diet for 24 weeks before end point analyses. **b**,**c**, Protein abundance (**b**) and quantification (**c**) of AGXT relative to β-actin in liver samples from mice treated with AAV8-GFP (*n* = 4) or AAV-AGXT (*n* = 4). **d**, Oxalate concentrations normalized to tissue weight in liver samples from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **e**–**g**, Body weight (**e**), liver weight (**f**) and liver-to-body weight ratios (**g**) in mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **h**,**i**, Plasma samples were analysed for AST (**h**) and ALT (**i**) in mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **j**,**k**, Liver samples were sectioned and stained with H&E (**j**) and scored for steatosis, lobular inflammation, hepatocellular ballooning and NAS (**k**) from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). All data are expressed as mean ± s.e.m. Statistical comparisons were made using two-tailed unpaired *t*-test (**c**,**e**–**i**,**k**), or Mann–Whitney *U*-test (**d**,**k**). A *P* value < 0.05 was considered statistically significant. Scale bars, 200 µm. Parts of **a** were drawn by using pictures from Servier Medical Art. Servier Medical Art by Servier is licensed under a Creative Commons Attribution 3.0 Unported License at https://creativecommons.org/licenses/by/3.0/. Source data

### Oxalate lowering via AGXT overexpression ameliorates MASH

Considering that AGXT is consistently downregulated in MASH leading to hepatic oxalate overproduction in association with disease severity, and that the loss of AGXT accelerates MASH progression in mice^12^, we next sought to determine whether overexpression of AGXT in hepatocytes would improve MASH outcomes by lowering oxalate production. To this end, we injected C57BL/6J mice with AAV8-AGXT or AAV8-GFP control driven by the hepatocyte-specific thyroxine binding globulin (TBG) promoter^24^ and placed the mice on the MASH diet for 24 weeks (Fig. 2a). At the end point, we confirmed that TBG-driven green fluorescent protein (GFP) expression was only observed in hepatocytes (Extended Data Fig. 4a) and that there was no overexpression of AGXT in extrahepatic tissues following AAV8-AGXT injection (Extended Data Fig. 4b). We further confirmed the overexpression of AGXT (Fig. 2b,c) aligned with a significant decrease in oxalate (Fig. 2d) in livers from mice treated with AAV8-AGXT. The mice were further assessed for alterations in body weight, liver weight and circulating transaminases. While mice overexpressing AGXT had no significant differences in body weight (Fig. 2e), they showed significantly reduced liver weights (Fig. 2f) and liver-to-body weight ratios (Fig. 2g) compared with mice treated with AAV8-GFP. Accordingly, plasma aspartate aminotransferase (AST; Fig. 2h) and alanine aminotransferase (ALT; Fig. 2i), established biomarkers of liver injury, were significantly decreased in mice overexpressing AGXT in hepatocytes. Despite no obvious differences in adiposity based on body weight (Fig. 2e) and gross morphology of the abdominal cavity (Extended Data Fig. 4c), livers from mice overexpressing AGXT were markedly smaller than livers from mice treated with AAV8-GFP (Extended Data Fig. 4c,d). Histopathological analyses based on H&E staining (Fig. 2j) demonstrated significant reductions in the scores of hepatic steatosis, lobular inflammation and the overall NAS (Fig. 2k). Notably, in mice fed the standard chow diet, hepatocyte-specific overexpression of AGXT (Extended Data Fig. 4e,f) led to a mild reduction in hepatic oxalate, albeit without statistical significance (Extended Data Fig. 4g). Accordingly, no significant differences in liver damage indices, including the liver-to-body weight ratio (Extended Data Fig. 4h–j), plasma AST (Extended Data Fig. 4k) and ALT (Extended Data Fig. 4l), as well as liver histology (Extended Data Fig. 4m) were noted between mice that were treated with AAV8-AGXT or AAV8-GFP on the standard chow diet. Altogether, these data indicate that lowering the overproduction of hepatic oxalate in MASH through hepatocyte-specific overexpression of AGXT potently lowers the disease severity.

### AGXT overexpression curbs hepatic steatosis by inducing FAO

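Livers of 8 male C57BL/6J mice were sequenced, 4 given AAV8-GFP and 4 given AAV8-AGXT. AAV8 is an adeno-associated virus that delivers genes to the liver, and here it carried GFP or human AGXT under the hepatocyte-specific TBG promoter. The mice were then fed the high-fat, high-fructose, high-cholesterol MASH diet for 24 weeks. They are named here by their animal numbers, 303, 311, 314 and 315 for AAV8-GFP and 308, 309, 316 and 319 for AAV8-AGXT. The authors prepared stranded mRNA libraries, trimmed the read pairs with Trimmomatic, mapped them with HISAT2 to GRCm38 and counted them on Ensembl genes with HTSeq, 1 library per mouse. The deposited values are raw counts for 52636 genes, without normalization, and whether the counting used strand is not stated. Genes that overlap another gene are therefore uncertain, as are genes with close paralogs, because read pairs aligned at several places were left uncounted. Between 19747909 and 28780140 read pairs were counted on genes in the AAV8-GFP mice, with a median of 22853957.5, and between 17095433 and 23940200 in the AAV8-AGXT mice, with a median of 18470606.5. This difference in depth was within the spread between mice (two-sided exact permutation test, p = 0.171). Mouse 308 had the smallest share of its tallied read pairs on genes, 56.3%, whereas the other AAV8-AGXT mice had at least 62.4% and the AAV8-GFP mice at least 63.3%. Starting from the counts, 15248 genes passed the low-count filter of edgeR, were normalized by the TMM method and were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes. Expression is given as normalized counts-per-million (CPM), as mean ± SD over the 4 mice of a group. Gene positions are those of GENCODE M21 on GRCm38.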

To explore potential mechanisms by which oxalate lowering via AGXT overexpression ameliorates MASH, we performed unbiased RNA sequencing of livers from mice treated with AAV8-GFP or AAV8-AGXT following 24 weeks on the MASH diet. 

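On the 500 most variable of the tested genes, as log2 CPM with a prior count of 2, the first principal component held 50.9% of the variance and the second held 12.5%. The AAV8-AGXT mice scored 17.3 ± 18.7 (SD, n = 4) on the first component and the AAV8-GFP mice scored -17.3 ± 10.5 (SD, n = 4). The lowest AAV8-AGXT score, 3.16 in mouse 316, lay above the highest AAV8-GFP score, -5.40 in mouse 315. The difference between the group means came to 2.28 within-group SDs (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). Within the AAV8-AGXT group the spread was wide, since mouse 308 scored 43.0, mouse 319 scored 19.4 and the other two scored under 4. With each mouse left out in turn, the difference was between 1.90 and 2.70 SDs, and the largest p came without mouse 314 (two-sided exact permutation test, p = 0.0857). The second component did not separate the groups (exact permutation test, p = 0.714).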

Principal-component analysis (PCA) revealed that the gene expression pattern of livers from mice treated with AAV8-AGXT was distinct from those treated with AAV8-GFP (Fig. 3a). Volcano plot representation showed over 700 differentially expressed genes (DEGs), with 508 significantly reduced and 199 significantly elevated in livers from mice overexpressing AGXT compared with mice treated with AAV8-GFP (Fig. 3b). 

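At an adjusted p under 0.05, 374 genes were higher and 290 were lower in AAV8-AGXT mice, of 15248 tested. Requiring in addition an absolute log2 fold change above 1 left 107 higher and 163 lower genes. Biological variation between mice of one group, as the common coefficient of variation, was 23.3%. The normalized values of the groups did not overlap for 2525 genes, or 16.6% of those tested. Chance gives 2.86% on average over all arrangements of the mice, but genes vary together, so a single arrangement can give more or less. The share was not computed for the other arrangements. Testing against a log2 fold change of 1, in place of selecting on it afterwards, moved these counts most, to 1 higher and 0 lower genes, with 312 genes at an unadjusted p under 0.05. The Wald test of DESeq2 gave 196 higher and 506 lower genes past both thresholds, and all 664 genes past the adjusted p in edgeR also passed it in DESeq2. The counts depended on single mice, because without AAV8-GFP mouse 311 only 2 genes passed the adjusted threshold, and without AAV8-AGXT mouse 319 only 14 did. Among genes past both thresholds whose groups did not overlap, the smallest p-value of the higher genes belonged to Gpcpd1 (ENSMUSG00000027346, chromosome 2, 132529082 to 132587729). Gpcpd1 had 155.6 ± 26.7 CPM (SD, n = 4) in AAV8-AGXT and 35.2 ± 4.17 CPM (SD, n = 4) in AAV8-GFP mice, a log2 fold change of 2.15 (standard error 0.15, adjusted p = 0.00067 from edgeR's quasi-likelihood test). Next came Gm4737, Abat, Abhd15 and Gfra1, with log2 fold changes from 1.13 to 1.26, where Abhd15 and Gfra1 overlap another gene and are uncertain. The smallest p-value of the lower genes belonged to Gm30692, a long intergenic non-coding RNA on chromosome 8 from 24412179 to 24416937, which fell from 10.95 ± 0.21 to 1.32 ± 0.65 CPM (SD, n = 4 each; log2 fold change -3.03, standard error 0.31, adjusted p = 0.00924 from edgeR). Cdk1, Ube2c and Mgst3 followed, with log2 fold changes of -1.72, -2.21 and -1.40, and Ube2c overlaps another gene.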

Among the genes that were most significantly upregulated by AGXT overexpression were members of the cytochrome P450 CYP2 family such as *Cyp2c37*, *Cyp2c50*, *Cyp2c54* and *Cyp2e1* that regulate FAO and polyunsaturated fatty acid (PUFA) metabolism^37,38^ and *Cd163*, a known marker of anti-inflammatory macrophages^39^. In contrast, among the genes that were most significantly downregulated by AGXT overexpression were regulators of fibrotic and inflammatory responses in MASH, including E74-like factor 3 (*Elf3*)^40^ and bone morphogenetic protein 8b (*Bmp8b*)^41^. 

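Cyp2e1 (ENSMUSG00000025479, chromosome 7, 140763739 to 140774987) was the most abundant of these genes, at 5450 ± 392 CPM (SD, n = 4) in AAV8-GFP and 12060 ± 1443 CPM (SD, n = 4) in AAV8-AGXT mice. Its log2 fold change was 1.15 (standard error 0.16, adjusted p = 0.0198 from edgeR's quasi-likelihood test). Cyp2c37, Cyp2c54 and Cyp2c50 lie side by side on chromosome 19 between 39992424 and 40113950. They had log2 fold changes of 2.28 (standard error 0.27, adjusted p = 0.0112), 2.20 (standard error 0.27, adjusted p = 0.0129) and 1.36 (standard error 0.16, adjusted p = 0.00992) by the same edgeR test. The Cyp2c genes are close paralogs, and their separate values are uncertain. With each mouse left out in turn, the adjusted p of Cyp2e1 exceeded 0.05 in 3 of the 8 fits, up to 0.108. For Cyp2c37, Cyp2c50 and Cyp2c54 it did so in 1 of the 8 fits each, up to 0.0775, 0.069 and 0.0935. Ranked by p-value among the genes with higher expression, Cyp2c50 was at place 6, Cyp2c37 at 8, Cyp2c54 at 9 and Cyp2e1 at 14. Cd163 (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527), at place 26, was scarce in AAV8-GFP mice at 1.10 ± 0.39 CPM (SD, n = 4) and reached 16.2 ± 12.6 CPM (SD, n = 4) in AAV8-AGXT mice. This was a log2 fold change of 3.88 (standard error 0.58, adjusted p = 0.0236 from edgeR), with a wide spread within the AAV8-AGXT group. Its adjusted p passed 0.05, from 1.48e-11 upward, under every alternative except the glmTreat test against a log2 fold change of 1, without mouse 311, where it was 0.115, and without mouse 314, where it was 0.0798. Every AAV8-AGXT mouse exceeded every AAV8-GFP mouse for all 5 genes (two-sided exact permutation test, p = 0.0286 for each).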

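Elf3 (ENSMUSG00000003051, chromosome 1, 135253575 to 135258568) fell from 7.45 ± 2.25 CPM (SD, n = 4) in AAV8-GFP mice to 1.29 ± 0.69 CPM (SD, n = 4) in AAV8-AGXT mice. The log2 fold change was -2.53 (standard error 0.36, adjusted p = 0.0207 from edgeR's quasi-likelihood test), and Elf3 was at place 5 among the genes with lower expression when ranked by p-value. Bmp8b (ENSMUSG00000002384, chromosome 4, 123105165 to 123132099) was at place 33, with 5.09 ± 0.93 CPM (SD, n = 4) in AAV8-GFP and 1.09 ± 0.66 CPM (SD, n = 4) in AAV8-AGXT mice, a log2 fold change of -2.21 (standard error 0.39, adjusted p = 0.0292 from edgeR's quasi-likelihood test). Both genes were lower in every AAV8-AGXT mouse than in every AAV8-GFP mouse. Both overlap another gene, and Bmp8b has a close paralog, Bmp8a, so their counts are uncertain. Over all alternatives but glmTreat the adjusted p of Elf3 lay between 1.02e-09 and 0.108 and that of Bmp8b between 1.39e-06 and 0.124, and for both it exceeded 0.05 without mouse 311, 314 or 319. The glmTreat test against a log2 fold change of 1 called neither.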

KEGG pathway analysis showed a most significant enrichment in the peroxisome pathway together with other key pathways related to FAO, including fatty acid degradation and peroxisome proliferator-activated receptor (PPAR) signalling pathways (Fig. 3c). 

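The gene sets of KEGG were not used here, and mouse Reactome sets fixed before the data were examined stand in for them. The paper ran Fisher's exact test on its called genes, which also differs from the tests used here. Of 879 sets with 10 to 500 tested genes, 97 were higher and 69 were lower in AAV8-AGXT mice by camera with a preset correlation of 0.01 between genes (adjusted p under 0.05). The rotation test fry passed 23 higher and 11 lower sets, and with the correlation estimated from the data no set passed, though 25 had an unadjusted p under 0.05. Mitochondrial fatty acid beta-oxidation, with 15 genes, had a median log2 fold change of 0.44 (camera adjusted p = 9.58e-06 in limma, n = 4 mice per group) and held under fry at 0.0468. Peroxisomal lipid metabolism, with 22 genes, had a median of 0.48 (camera adjusted p = 4.78e-05 in limma) and likewise held under fry at 0.0468. Lipid metabolism regulated by PPARα, with 19 genes, had a median of 0.14 and did not pass (camera adjusted p = 0.109 in limma). A separate list of 8 genes induced by PPARα on fasting, of which 6 were higher, had a median of 0.54 and passed by camera (adjusted p = 0.000532 in limma) and by fry (0.0428), but not at the estimated correlation (0.25). The counts of sets were not specific to the 2 treatments, since 8 of the 35 ways to split the 8 mice into 4 and 4 gave as many as 97 sets in 1 direction.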

RNA sequencing analysis (Fig. 3d), validated by qRT–PCR analyses (Fig. 3e), revealed that key genes driving hepatic FAO, including *Ppara*, the master regulator of FAO^42^, PPARγ coactivator-1α (*Ppargc1a*) and numerous PPARɑ target genes (carnitine palmitoyltransferase 1A, (*Cpt1a*), acyl-CoA dehydrogenase, medium chain (*Acadm*), acyl-CoA dehydrogenase, long chain (*Acadl*), acyl-CoA dehydrogenase very long chain (*Acadvl*), acyl-CoA oxidase 1 (*Acox1*), hydroxyacyl-CoA dehydrogenase subunit α (*Hadha*), *Hadhb*, acetyl-CoA acyltransferase 2 (*Acaa2*) and acyl-CoA synthetase long chain 1 (*Acsl1*))^42^ were significantly upregulated in livers from mice overexpressing AGXT. 

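For all 10 of these genes reported here, every AAV8-AGXT mouse exceeded every AAV8-GFP mouse (two-sided exact permutation test, p = 0.0286 for each gene). Adjusted over all tested genes, 7 of the 10 passed 0.05, and 10 passed when adjusted over the paper's list alone, which is not independent evidence because the study chose the list on these samples. Ppara (ENSMUSG00000022383, chromosome 15, 85734983 to 85802819) rose from 43.3 ± 5.06 to 80.1 ± 22.1 CPM (SD, n = 4 each), a log2 fold change of 0.89 (standard error 0.19, adjusted p = 0.0376 from edgeR's quasi-likelihood test). With each mouse left out in turn, its log2 fold change stayed between 0.75 and 1.01, but its adjusted p passed 0.05 in only 2 of the 8 fits and reached 0.143. Cpt1a (ENSMUSG00000024900, chromosome 19, 3322334 to 3385733) rose from 492.9 ± 74.6 to 818.3 ± 101.8 CPM (SD, n = 4 each), a log2 fold change of 0.73 (standard error 0.15, adjusted p = 0.0374 from edgeR). The log2 fold change was 0.63 for Acadm and 0.65 for Hadhb. Acsl1, Acadvl and Hadha, with log2 fold changes of 1.10, 0.83 and 0.61, also passed but overlap other genes and are uncertain. Of the 8 fits that each left out 1 mouse, the adjusted p exceeded 0.05 in 4 for Acadvl and 5 for Hadha. It did so in 6 for Cpt1a and Acsl1 and in 7 for Acadm and Hadhb. Without mouse 311 none of the 10 genes passed. Ppargc1a, at 5.93 ± 0.77 CPM in AAV8-GFP and 8.52 ± 1.64 CPM in AAV8-AGXT mice (SD, n = 4 each), did not pass (log2 fold change 0.52, standard error 0.18, adjusted p = 0.107 from edgeR). Nor did Acadl (log2 fold change 0.38, adjusted p = 0.0963) and Acaa2 (log2 fold change 0.53, adjusted p = 0.077) in the same edgeR fit. Over all alternatives but glmTreat the adjusted p of Acadl lay between 0.0184 and 0.365 and that of Acaa2 between 0.00848 and 0.211, and DESeq2 called both of them but not Ppargc1a (adjusted p = 0.0621).

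**Figure D1:**
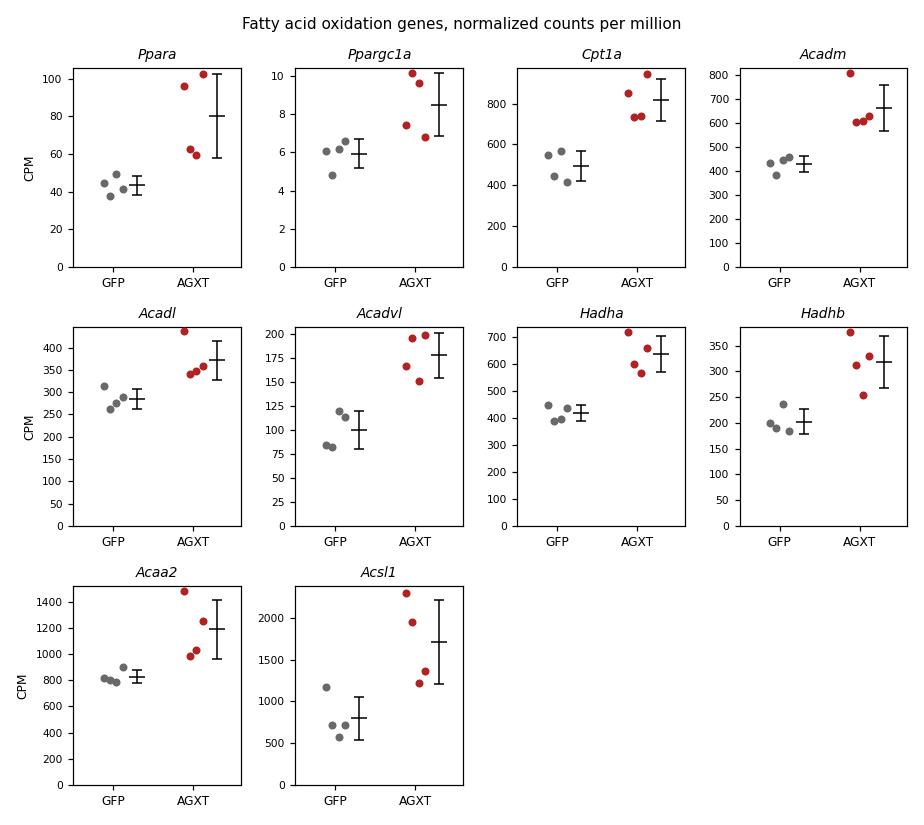
Normalized counts-per-million (CPM, linear axis from 0) of 10 fatty acid oxidation genes in each of the 4 AAV8-GFP (GFP) and 4 AAV8-AGXT (AGXT) mice. Points are mice and bars are mean ± SD, and for all 10 genes the AAV8-AGXT points lie above the AAV8-GFP points.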

Because enhanced utilization of fatty acids can reduce hepatic lipid accumulation, we next measured neutral lipids using Oil Red O staining of liver sections from mice treated with AAV8-AGXT or AAV8-GFP and fed the MASH diet. Consistent with the above transcriptional alterations, livers from mice overexpressing AGXT had significantly reduced neutral lipid accumulation (Fig. 3f,g). Furthermore, biochemical analysis of liver lysates confirmed a significant reduction in hepatic triglycerides with AGXT overexpression (Extended Data Fig. 5a). To thoroughly assess the effects of AGXT overexpression during MASH on lipid and fatty acid composition, we further employed untargeted lipidomics. PCA revealed that the global lipidome in livers from mice treated with AAV8-AGXT was distinct from those treated with AAV8-GFP (Fig. 3h). Out of 315 lipid metabolites detected and annotated, 132 were significantly different, with 71 significantly reduced and 61 significantly elevated in livers from mice overexpressing AGXT compared with mice treated with AAV8-GFP (Extended Data Fig. 5b). Notably, while saturated fatty acids were decreased, PUFAs were increased in livers from mice overexpressing AGXT (Fig. 3i). Moreover, proinflammatory and lipotoxic sphingolipid metabolites implicated in MASLD/MASH, including sphingomyelins, ceramides and hexosylceramides^3,43,44^, were significantly decreased in livers from mice overexpressing AGXT (Fig. 3i and Extended Data Fig. 5c–f). In addition, livers from mice overexpressing AGXT had significantly lower levels of the lipid peroxidation marker, malondialdehyde (MDA), assessed by the thiobarbituric acid reactive substances (TBARS) assay (Extended Data Fig. 5g). Notably, in mice fed the standard chow diet, hepatocyte-specific overexpression of AGXT did not significantly upregulate *Ppara* and its target genes regulating FAO (Extended Data Fig. 5h) or lowered hepatic triglycerides (Extended Data Fig. 5i). Taken together, these findings indicate that lowering oxalate overproduction in MASH via AGXT overexpression attenuates hepatic steatosis through induction of FAO.

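Of these findings, the RNA sequencing of livers from mice on the MASH diet was analysed here. The 11 fatty acid oxidation genes that the paper names were higher as a set by camera (median log2 fold change 0.65, adjusted p = 5.64e-09 over 34 gene lists, limma) and by fry (adjusted p = 0.00583, limma). With the correlation between genes estimated from the data, which moved the result most, the set did not pass (adjusted p = 0.189, limma). These set tests are not independent evidence, because the study chose the genes on these samples. With each mouse left out in turn, the median stayed between 0.57 and 0.75. The paper reasons that greater use of fatty acids can lower the accumulation of lipids in the liver. From the expression of these genes, taken together with its measurements of neutral lipid, triglyceride, the lipidome and lipid peroxidation and with mice on standard chow, it concludes that AGXT overexpression, by lowering the overproduction of oxalate in MASH, attenuates steatosis through induction of fatty acid oxidation.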

**Fig. 3:**
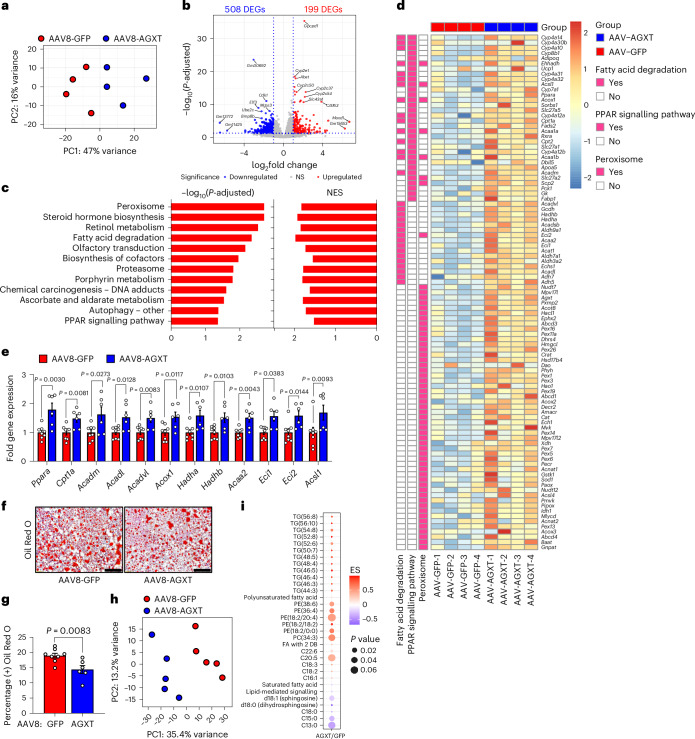
Oxalate lowering via hepatocyte-specific overexpression of AGXT curbs hepatic steatosis through induction of fatty acid β-oxidation pathways. Male C57BL/6J mice were injected with AAV8-TBG-GFP or AAV8-TBG-AGXT (2 × 10^11^ viral genomes per mouse) and placed on the MASH diet for 24 weeks before end point analyses. **a**, PCA was performed based on RNA sequencing of livers from mice treated with AAV8-GFP or AAV8-AGXT (*n* = 4). **b**, Volcano plot of DEGs significantly upregulated (red) or downregulated (blue) in livers from mice treated with AAV8-AGXT compared to AAV8-GFP based on RNA sequencing (*n* = 4). **c**, Pathways significantly enriched in the upregulated DEGs and normalized enrichment scores (NES), based on KEGG pathway analysis comparing livers from mice treated with AAV8-GFP or AAV8-AGXT (*n* = 4). **d**, Heatmap of DEGs related to FAO pathways comparing livers from mice treated with AAV8-GFP or AAV8-AGXT (*n* = 4; colour bar, log_2_ fold change in AAV8-AGXT versus AAV-GFP). **e**, qRT–PCR validation of selected FAO-related DEGs relative to *Gapdh* in livers from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **f**, Liver samples were collected from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6) and stained with Oil Red O (red) and Harris hematoxylin nuclear counterstain. **g**, Percent-positive Oil Red O area from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **h**, PCA was performed based on untargeted lipidomics of livers from mice treated with AAV8-GFP or AAV8-AGXT (*n* = 5). **i**, Representation of lipid species increased (red) or decreased (blue) in livers from mice treated with AAV8-AGXT compared with AAV8-GFP (*n* = 5; colour bar, enrichment score (ES)). All data are expressed as mean ± s.e.m. Statistical comparisons were made using a two-tailed unpaired *t*-test (**e**,**g**) or Mann–Whitney *U*-test (**e**). A two-sided Wald test was used to identify DEGs (**b**). The significance of the enriched pathways (**c**) was determined by a right-tailed Fisher’s exact test followed by Benjamini–Hochberg multiple testing adjustment. All individual points and *P* values are shown. *P* < 0.05 was considered statistically significant. Scale bars, 200 µm. Source data

### Oxalate induces steatosis via suppression of PPARα and FAO

Considering that lipid loading enhances oxalate in hepatocytes and that lowering hepatic oxalate by AGXT overexpression attenuates steatohepatitis through induction of FAO pathways, we next sought to determine the effects of oxalate on lipid metabolism in hepatocytes. Treatment of primary hepatocytes and HepG2 cells with NaOX at concentrations that caused intracellular oxalate accumulation comparable with lipid loading (250 µM and 500 µM, respectively; Fig. 1q and Extended Data Fig. 3k) induced lipid accumulation as assessed by Nile red staining (Fig. 4a,b). To determine the mechanisms by which oxalate promotes lipid accumulation in hepatocytes, we assessed the expression of key genes regulating fatty acid uptake and transport, fatty acid/lipid biosynthesis and FAO by qRT–PCR. In both primary hepatocytes (Extended Data Fig. 6a) and HepG2 cells (Extended Data Fig. 6b), NaOX did not significantly alter the expression of key genes regulating fatty acid uptake and transport, including *CD36*, solute carrier family 27 member 2 (*SLC27A2*), *SLC27A4* and *SLC27A5*. With regards to fatty acid/lipid biosynthesis, primary hepatocytes treated with NaOX showed a significant increase in the key lipogenic genes, fatty acid synthase (*Fasn*) and acetyl-CoA carboxylase α (*Acaca*), with no significant differences in the expression of stearoyl-Coenzyme A desaturase 1 (*Scd1*) or sterol regulatory element binding transcription factor 1 (*Srebf1*), the master regulator of fatty acid/lipid biosynthesis^45^ (Extended Data Fig. 6c). Furthermore, HepG2 cells treated with NaOX showed no significant alterations in genes regulating fatty acid/lipid biosynthesis (Extended Data Fig. 6d). In contrast, and consistent with the changes in hepatic oxalate and the transcriptional alterations in livers from mice treated with AAV8-AGXT or AAV8-GFP, *PPARA* (Fig. 4c) and its target genes regulating FAO, *PPARGC1A*, *CPT1A* and *ACADM* (Fig. 4d), were significantly downregulated in both primary hepatocytes and HepG2 cells treated with NaOX. In line with the qRT–PCR results, NaOX significantly reduced the protein abundance of CPT1α (Fig. 4e), which is regulated by PPARα and catalyses the rate-limiting step of FAO by converting acyl-CoAs into acylcarnitines allowing their subsequent mitochondrial β-oxidation^42^. To further assess whether oxalate overproduction induces lipid accumulation in hepatocytes, we treated primary hepatocytes and HepG2 cells with increasing concentrations of the oxalate precursors, hydroxyproline and glycolate^15,19^. Treatment with oxalate precursors caused a dose-dependent increase in lipid accumulation in primary hepatocytes (Extended Data Fig. 6e–g) and HepG2 cells (Extended Data Fig. 6h–j), with a most significant effect found in cells treated with 10 mM of hydroxyproline and glycolate. Accordingly, *PPARA* and its target gene, *CPT1A*, were significantly downregulated in both primary hepatocytes (Extended Data Fig. 6k) and HepG2 cells (Extended Data Fig. 6l) that were treated with 10 mM hydroxyproline or glycolate, concomitant with a significant increase in intracellular oxalate (Extended Data Fig. 6m–o). Taken together, these studies suggest that overproduction and accumulation of oxalate in hepatocytes induce lipid accumulation by suppressing PPARα.

**Fig. 4:**
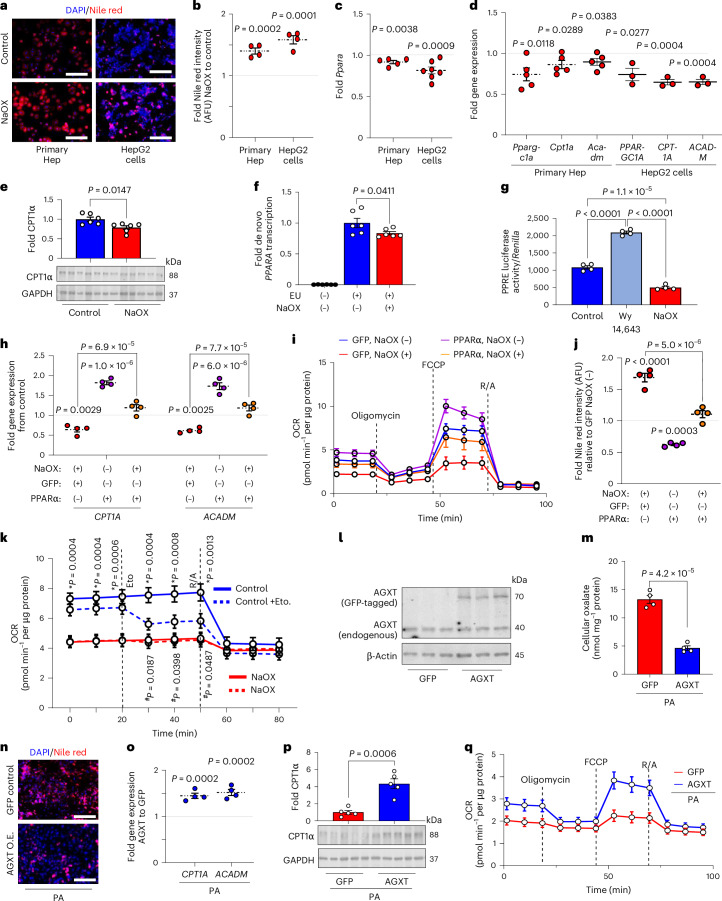
Oxalate induces lipid accumulation in hepatocytes by suppressing PPARα-regulated FAO. Primary hepatocytes (Hep) isolated from mice fed a standard chow diet (*n* = 4) and HepG2 cells (*n* = 4) were treated with or without sodium oxalate (NaOX; 250 μM, primary mouse hepatocytes; 500 μM, HepG2 cells). **a**, Neutral lipids were visualized with Nile red stain (red) and nuclei were labelled with DAPI (blue). **b**, Intensity of Nile red staining was normalized to number of nuclei (DAPI) and expressed as fold change. AFU, arbitrary fluorescence units. **c**,**d**, Expression of *PPARA* (*n* = 5–7) (**c**) and its target genes regulating fatty acid β-oxidation (**d**) in primary hepatocytes (relative to *Gapdh*, *n* = 5) and in HepG2 cells (relative to *GAPDH*, *n* = 3) treated with or without NaOX. **e**, Protein abundance and quantification of CPT1α relative to GAPDH in HepG2 cells treated with and without NaOX overnight and expressed as fold change from control (without NaOX) (*n* = 6). **f**, De novo *PPARA* transcription assessed by the Click-iT Nascent RNA Capture assay in HepG2 cells incubated in the presence or absence of NaOX and the alkyne-modified nucleoside EU overnight. The EU-containing newly synthesized mRNAs were captured and precipitated with streptavidin magnetic beads and analysed by qRT–PCR for de novo synthesis of *PPARA* transcripts (*n* = 6). **g**, PPRE luciferase activity relative to *Renilla* luminescence in HepG2 cells transfected with PPREx3-TK-luciferase, human PPARα and *Renilla* constructs, and treated with vehicle (control), Wy 14,643 or NaOX for 24 h (*n* = 4). HepG2 cells were transfected with either GFP control (GFP) or PPARα plasmids. **h**–**j**, After 24 h, the cells were treated overnight with or without NaOX followed by analyses of *CPT1A* and *ACADM* expression relative to *GAPDH* (*n* = 4) (**h**), OCRs determined by Seahorse and normalized to protein concentrations (*n* = 4) (**i**) and neutral lipids visualized with Nile red stain and normalized to number of nuclei (*n* = 4) (**j**). **k**, HepG2 cells were treated with or without NaOX overnight followed by Seahorse analysis of OCR in the absence or presence of etomoxir (Eto; *, control versus NaOX; ^#^, control versus Control +Eto, *n* = 6). **l**, HepG2 cells were transfected with either GFP control (GFP) or GFP-tagged AGXT (AGXT) plasmids. Western blot analysis for AGXT protein abundance 48 h post-transfection (*n* = 3). **m**–**q**, After 24 h, the cells were treated with BSA-conjugated PA (200 µM) overnight followed by analysis of intracellular oxalate normalized to protein concentrations (*n* = 4) (**m**), neutral lipids visualized with Nile red stain (red) with nuclei labelled with DAPI (blue) (*n* = 3) (**n**), expression of *CPT1A* and *ACADM* relative to *GAPDH* (*n* = 4) (**o**), protein abundance of CPT1α relative to GAPDH (*n* = 5–6) (**p**) and OCR determined by Seahorse analysis and normalized to protein concentrations (*n* = 3) (**q**). For primary hepatocytes, each point represents an individual mouse. For HepG2 cells, each point represents an independent experiment that included at least two biological repetitions. All data are expressed as mean ± s.e.m. Statistical comparisons were made using two-tailed unpaired *t*-test (**b**–**e**,**m**,**o**,**p**), Mann–Whitney *U*-test (**f**), or one-way ANOVA with Tukey’s multiple comparisons test (**g**–**k**). Seahorse analysis and statistical comparisons for **i** and **q** are shown in Extended Data Fig. 7f and Extended Data Fig. 7k, respectively. All individual points and *P* values are shown. *P* < 0.05 was considered statistically significant. Scale bars, 200 µm. O.E., overexpression. Source data

We next sought to determine how oxalate suppresses the expression of *PPARA* and its target genes promoting FAO. To test whether the effect of oxalate on *PPARA* expression is at the transcriptional level, we treated HepG2 cells with NaOX in the absence or presence of the RNA Pol II inhibitor actinomycin D for 24 h. While NaOX significantly reduced the expression of *PPARA* in the absence of actinomycin D, RNA Pol II inhibition abolished this effect, suggesting that oxalate inhibits *PPARA* transcription (Extended Data Fig. 7a). To directly assess de novo *PPARA* transcription, we further employed a bio-orthogonal ‘click’ chemistry approach. We used the Click-iT Nascent RNA Capture assay in HepG2 cells incubated in the presence or absence of NaOX, with or without the alkyne-modified nucleoside 5-ethynyl uridine (EU), which has a tenfold higher affinity for mRNA incorporation over endogenous uridine and, thus, possesses high sensitivity via bio-orthogonal approaches. The EU-containing newly synthesized mRNAs were captured and precipitated with streptavidin magnetic beads and analysed by qRT–PCR for de novo synthesis of *PPARA* transcripts. A significant reduction in de novo *PPARA* transcription was noted in the presence of NaOX (Fig. 4f). To assess whether oxalate directly regulates PPARα transcriptional activity, we used a dual-luciferase reporter system. HepG2 cells were transfected with a PPAR response element (PPRE) reporter (PPREx3-TK-luciferase), human PPARα and *Renilla* constructs and treated with or without NaOX or with the PPARα agonist Wy 14,643 as a positive control^46^. Treatment with NaOX significantly decreased PPARα transcriptional activity (Fig. 4g), consistent with the downregulation of *PPARA* and its target genes. To determine whether the effects of oxalate are mediated by PPARα, we next restored its expression (Extended Data Fig. 7b) and activity (Wy 14,643) in NaOX-treated cells. We found that a transient overexpression of PPARα in HepG2 cells treated with NaOX reversed the suppression of the PPARα target genes, *CPT1A* and *ACADM*, compared with GFP control (Fig. 4h). Treatment with Wy 14,643 similarly reversed the downregulation of *CPT1A* and *ACADM* in NaOX-treated cells (Extended Data Fig. 7c). As PPARα induces the expression of genes regulating mitochondrial FAO that were suppressed by oxalate treatment, we next assessed the effects of oxalate on mitochondrial bioenergetics using Seahorse assays. HepG2 cells treated with NaOX showed significant reductions in basal respiration, maximal respiration and ATP production (Extended Data Fig. 7d,e). These effects were reversed by restoring PPARα (Fig. 4i and Extended Data Fig. 7f), which also abolished the lipid accumulation induced by NaOX (Fig. 4j and Extended Data Fig. 7g). We then hypothesized that these effects were due to the loss of CPT1α and the subsequent inability of fatty acids to translocate into the mitochondria for FAO. Thus, we treated HepG2 cells with or without NaOX and the CPT1α inhibitor, etomoxir^12,47^ and measured mitochondrial respiration by Seahorse. While HepG2 cells treated with NaOX were unaffected by etomoxir, inhibition of CPT1α in control cells significantly reduced the oxygen consumption rates to a level comparable with cells treated with oxalate (Fig. 4k), indicating that oxalate suppresses mitochondrial respiration in hepatocytes mainly through inhibition of FAO. Furthermore, aligned with impaired mitochondrial function, NaOX significantly enhanced mitochondrial superoxide generation (Extended Data Fig. 7h,i). Together, these findings indicate that oxalate stimulates lipid accumulation in hepatocytes by suppressing PPARα and attenuating the translocation and utilization of fatty acids in mitochondrial respiration.

Considering that overexpression of AGXT ameliorates MASH in mice through induction of FAO pathways, we next sought to determine whether these effects are mediated through the reduction of oxalate overproduction in hepatocytes. We found that a transient overexpression of AGXT (Fig. 4l) was sufficient to significantly lower PA-induced intracellular oxalate in HepG2 cells compared with GFP control (Fig. 4m), concomitant with a significant reduction in lipid accumulation assessed by Nile red (Fig. 4n and Extended Data Fig. 7j). Moreover, HepG2 cells treated with PA and overexpressing AGXT showed enhanced expression of the PPARα-target genes, *CPT1A* and *ACADM* (Fig. 4o), as well as increased CPT1α protein abundance (Fig. 4p). Furthermore, Seahorse experiments demonstrated that overexpression of AGXT in HepG2 cells treated with PA significantly enhanced basal respiration, maximal respiration and ATP production compared with GFP control (Fig. 4q and Extended Data Fig. 7k), with a suppression of mitochondrial superoxide formation (Extended Data Fig. 7l,m). Altogether, these data indicate that inhibiting the overproduction of oxalate reduces lipid accumulation in hepatocytes by inducing genes regulating FAO and mitochondrial respiration.

### AGXT overexpression blunts inflammation and fibrosis in MASH

Hepatic lipotoxicity promotes a proinflammatory response that facilitates leucocyte infiltration during the progression of MASH^2–4^. Mice fed the MASH diet and treated with AAV8-AGXT demonstrated a significant reduction in lobular inflammation compared with mice treated with AAV8-GFP (Fig. 2j,k). Accordingly, KEGG pathway analysis based on liver RNA sequencing revealed a significant downregulation of multiple pathways involved in inflammation including chemokine signalling, cytokine–cytokine receptor interaction, as well as nuclear factor (NF)-κB and tumour necrosis factor (TNF) signalling pathways (Fig. 5a). 

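Among the Reactome sets fixed for this topic, chemokine receptors and their ligands, with 30 genes, had a median log2 fold change of -0.95 in AAV8-AGXT mice (camera adjusted p = 6.53e-06 in limma, n = 4 mice per group). This set did not pass under fry (adjusted p = 0.0652 in limma). Cytokine signalling in the immune system, with 201 genes, had a median of -0.033 and did not pass (camera adjusted p = 0.187 in limma). Activation of NF-κB through TAK1 and the IKK complex, with 22 genes, had a median of 0.045 and did not pass either (camera adjusted p = 0.904 in limma). A set for TNF signalling was not among those fixed. As many sets as the 69 lower ones were found in 1 direction for 16 of the 35 ways to split the 8 mice into 4 and 4.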

RNA sequencing analysis (Fig. 5b), validated by qRT–PCR analyses (Fig. 5c), indicated significant reductions in key genes of the NF-κB and TNF signalling pathways in livers from mice overexpressing AGXT, including *Nfkb2*, *Relb* and *Tnf* as well as chemokine (C–C motif) ligand 2 (*Ccl2*) and *Ccl5* that are known as drivers and therapeutic targets in MASH together with *Ccr2* that regulate the recruitment of monocyte-derived cells in MASH^48^. Accordingly, immunofluorescence for F4/80 revealed a significant reduction in total hepatic macrophages in livers from mice overexpressing AGXT (Extended Data Fig. 8a,b). 

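All 6 genes had lower means in AAV8-AGXT mice, with a median log2 fold change of -1.32. Adjusted over all tested genes, 2 of the 6 passed 0.05, and 5 passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. As a set, with the same limit, they were lower by camera (adjusted p = 5.47e-06, limma) and by fry (adjusted p = 0.034), and not with an estimated correlation between genes (adjusted p = 0.216, limma). Nfkb2 (ENSMUSG00000025225, chromosome 19, 46304320 to 46312385), which overlaps another gene and is uncertain, fell from 37.6 ± 5.50 to 21.3 ± 3.58 CPM (SD, n = 4 each). Its log2 fold change was -0.82 (standard error 0.15, adjusted p = 0.0334 from edgeR's quasi-likelihood test). Relb (ENSMUSG00000002983, chromosome 7, 19606217 to 19629438) fell from 18.2 ± 3.64 to 8.04 ± 3.08 CPM (SD, n = 4 each), a log2 fold change of -1.18 (standard error 0.26, adjusted p = 0.041 from edgeR). Ccl2 was lower in every AAV8-AGXT mouse, at 2.70 ± 1.65 against 7.60 ± 1.49 CPM (SD, n = 4 each), but its adjusted p was 0.0601 from edgeR (log2 fold change -1.49, standard error 0.39). The groups overlapped for Ccl5 (log2 fold change -1.49, adjusted p = 0.072 from edgeR), Tnf (log2 fold change -1.47, adjusted p = 0.0864) and Ccr2 (log2 fold change -0.94, adjusted p = 0.201). Tnf was scarce, at 1.65 ± 0.86 CPM in AAV8-GFP and 0.58 ± 0.25 CPM in AAV8-AGXT mice (SD, n = 4 each). The adjusted p of Nfkb2 lay between 0.0002 and 0.126 over all alternatives but glmTreat, and that of Relb between 0.000722 and 0.146, and both were largest without AAV8-GFP mouse 311. DESeq2 called Ccl2, Ccl5 and Tnf as well, and over all alternatives but glmTreat their adjusted p lay between 0.00315 and 0.178, between 0.00685 and 0.198, and between 0.0311 and 0.257. No alternative called Ccr2, whose smallest adjusted p was 0.128.

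**Figure D2:**
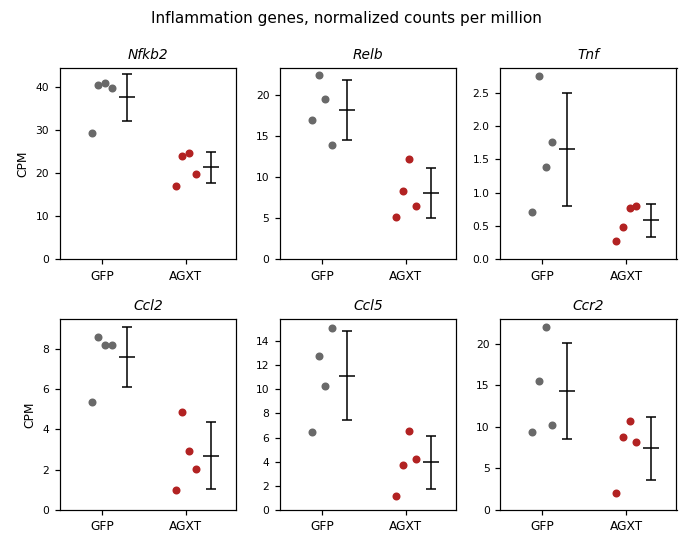
Normalized counts-per-million (CPM, linear axis from 0) of the 6 inflammation genes in each of the 4 AAV8-GFP (GFP) and 4 AAV8-AGXT (AGXT) mice. Points are mice and bars are mean ± SD, and the groups are apart for Nfkb2, Relb and Ccl2 and overlap for Tnf, Ccl5 and Ccr2.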

Utilizing immunofluorescence analyses, we further assessed alterations in immune cell subsets in livers from mice treated with AAV8-AGXT or AAV8-GFP. While no significant changes in Ly6G^+^ neutrophils were noted (Extended Data Fig. 8c,d), livers from mice treated with AAV8-AGXT had significantly lower levels of F4/80^+^CCR2^+^ macrophages (Fig. 5d,e), and F4/80^+^ TREM2^+^ macrophages (Fig. 5f,g), distinct subsets of recruited monocyte-derived macrophages that infiltrate the liver and form crown-like structures surrounding hepatocytes with large lipid droplets^49^. As these results indicate that lowering oxalate blunts monocyte recruitment to the liver, we next assessed a potential chemotactic effect of oxalate. To this end, HepG2 cells were plated in the lower well of a Transwell, and the transmigration of fluorescently labelled human primary blood monocytes (hPBMs) was measured in cells treated with or without NaOX. Consistent with our in vivo findings, and with a PPARɑ dependent upregulation of *CCL2* in HepG2 cells treated with NaOX (Fig. 5h and Extended Data Fig. 8e), there was a significant elevation of monocytes transmigrating toward the bottom well containing HepG2 cells treated with NaOX compared with control cells (Extended Data Fig. 8f–h). To test whether CCL2 is mediating the chemotactic effects of oxalate, we knocked down *CCL2* in HepG2 cells using siRNA (siCCL2) as confirmed by qRT–PCR (Extended Data Fig. 8i). HepG2 cells treated with siCCL2 or scrambled siRNA control (siCTL) were plated in the lower well of the Transwell, and the transmigration of fluorescently labelled hPBMs was measured in cells treated with or without NaOX (Fig. 5i). In HepG2 cells treated with siCTL, NaOX caused a significant increase in monocyte transmigration and this effect was significantly attenuated by *CCL2* knockdown (Fig. 5j and Extended Data Fig. 8j). Together, these data indicate that oxalate promotes monocyte chemotaxis by upregulating hepatocyte CCL2 and that lowering oxalate overproduction in MASH through AGXT overexpression blunts monocyte infiltration and hepatic inflammation.

**Fig. 5:**
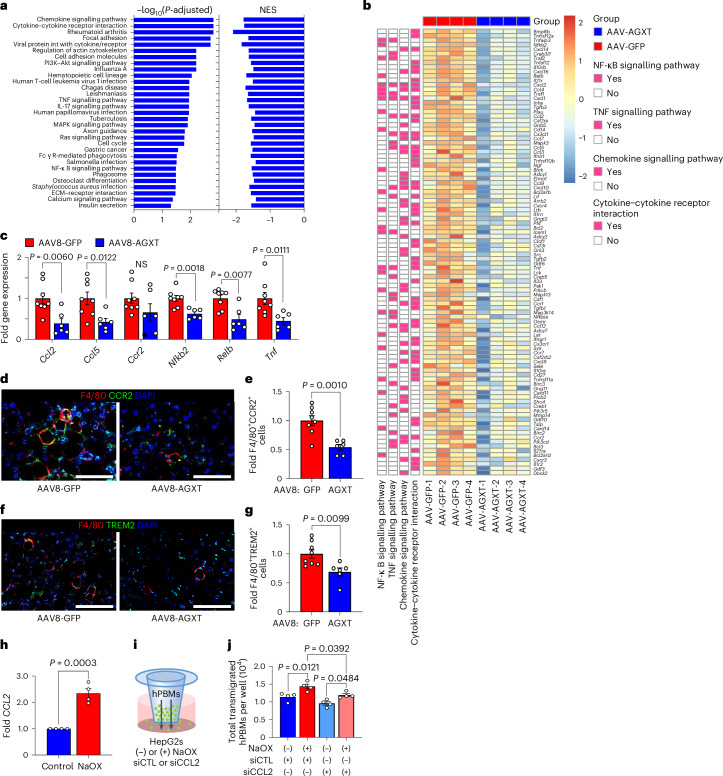
Oxalate lowering via AGXT overexpression blunts monocyte infiltration and hepatic inflammation and fibrosis in MASH. Mice were injected with AAV8-GFP or AAV8-AGXT (2 × 10^11^ viral genomes per mouse) and placed on the MASH diet for 24 weeks before end point analyses. **a**, Pathways significantly enriched in the downregulated DEGs and NES, based on KEGG pathway analysis comparing livers from mice treated with AAV8-GFP or AAV8-AGXT (*n* = 4). **b**, Heatmap of DEGs related to inflammatory pathways comparing livers from mice treated with AAV8-GFP or AAV8-AGXT (colour bar, log_2_ fold change in AAV8-AGXT versus AAV-GFP, *n* = 4). **c**, qRT–PCR validation of selected inflammation-related DEGs relative to *Gapdh* in livers from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **d**,**e**, Liver samples were collected from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6), stained for F4/80 (red), CCR2 (green) and DAPI (blue) to visualize nuclei (**d**), analysed for F4/80^+^ and CCR2^+^ cells and expressed as fold change from AAV8-GFP (**e**), from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **f**,**g**, Liver samples were collected from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6), stained for F4/80 (red), TREM2 (green) and DAPI (blue) to visualize nuclei (**f**), analysed for F4/80^+^ and TREM2^+^ cells (**g**) and expressed as fold change from AAV8-GFP, from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **h**, Expression of *CCL2* relative to *GAPDH* in HepG2 cells treated with or without NaOX overnight and expressed as fold change from control (*n* = 4). **i**, HepG2 cells were plated into the bottom chamber of a Transwell and transfected with siRNA against *CCL2* (siCCL2) or scrambled siRNA control (siCTL). After 24 h, cells were treated with or without NaOX overnight. Fluorescently labelled hPBMs (green) were loaded into the top chamber of the Transwell and allowed to pass through a membrane overnight. **j**, Number of transmigrated hPBMs per well (*n* = 4). All data are expressed as mean ± s.e.m. Statistical comparisons were made using two-tailed unpaired *t*-test (**c**,**e**,**g**,**h**), Mann–Whitney *U*-test (**c**) or one-way ANOVA with Tukey’s multiple comparisons test (**j**). The significance of the enriched pathways (**a**) was determined by right-tailed Fisher’s exact test followed by Benjamini–Hochberg multiple testing adjustment. All individual points and *P* values are shown. *P* < 0.05 was considered statistically significant. Scale bars, 200 µm. Source data

Hepatic fibrosis is the main determinant of liver-related events and mortality in MASH^50^. In addition to the suppression of proinflammatory pathways in mice overexpressing AGXT in hepatocytes during MASH, the KEGG pathway analysis revealed a significant downregulation of pathways associated with hepatic fibrosis including focal adhesion signalling, regulation of actin cytoskeleton and extracellular matrix (ECM)–receptor interactions (Fig. 5a). 

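In the Reactome sets fixed for this topic, organization of the extracellular matrix, with 193 genes, had a median log2 fold change of -0.45 in AAV8-AGXT mice (camera adjusted p = 2.25e-08 in limma, n = 4 mice per group). Integrin interactions at the cell surface, with 71 genes, had a median of -0.49 (camera adjusted p = 2.60e-06 in limma), and collagen formation, with 52 genes, had a median of -0.58 (camera adjusted p = 8.64e-05 in limma). These 3 sets did not pass under fry, with adjusted p between 0.115 and 0.125. Signalling by the TGFβ receptor complex, with 68 genes, had a median of 0.046, which was -0.0082 without mouse 309, and did not pass (camera adjusted p = 0.747 in limma). A set for the regulation of the actin cytoskeleton was not among those fixed.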

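Of the genes for TGFβ ligands and receptors and for collagens, Tgfb1, Tgfb2, Tgfbr1, Tgfbr2, Col1a1, Col1a2 and Col4a1 all had lower means in AAV8-AGXT mice, with a median log2 fold change of -0.60. None of the 7 passed 0.05 when adjusted over all tested genes, although 5 had an unadjusted p under 0.05. Adjusted over the list alone, 4 passed, which is not independent evidence because the study chose the list on these samples. As a set, with the same limit, they were lower by camera (adjusted p = 0.00135, limma), but not by fry (adjusted p = 0.0685), and 7 of the 35 ways to split the 8 mice into 4 and 4 gave as small a camera p-value. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) was lower in every AAV8-AGXT mouse, at 41.7 ± 28.6 against 142.9 ± 48.0 CPM (SD, n = 4 each). Its log2 fold change was -1.77 (standard error 0.52, adjusted p = 0.0769 from edgeR's quasi-likelihood test). Col1a2 was lower in every AAV8-AGXT mouse as well, at 40.3 ± 25.3 against 102.1 ± 32.5 CPM (SD, n = 4 each), with a log2 fold change of -1.34 (standard error 0.46, adjusted p = 0.107 from edgeR). So was Tgfb1 (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077), at 14.6 ± 2.92 against 21.3 ± 4.13 CPM (SD, n = 4 each; log2 fold change -0.54, standard error 0.18, adjusted p = 0.0976 from edgeR). Tgfb2, which was scarce and overlaps another gene, had a log2 fold change of -0.99 (adjusted p = 0.0843 from edgeR) with overlapping groups. Col4a1, which overlaps Col4a2, had a log2 fold change of -0.60 (adjusted p = 0.19 from edgeR). The differences in Tgfbr1 (log2 fold change -0.30, standard error 0.20, adjusted p = 0.369 from edgeR) and Tgfbr2 (log2 fold change -0.15, standard error 0.22, adjusted p = 0.711 from edgeR) were within the spread between mice, and without mouse 308 the log2 fold change of Tgfbr2 was 0.034. DESeq2 called Col1a1 and Tgfb2, whose adjusted p lay between 0.0311 and 0.204 and between 0.0269 and 0.238 over all alternatives but glmTreat. No alternative called the other 5 genes.

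**Figure D3:**
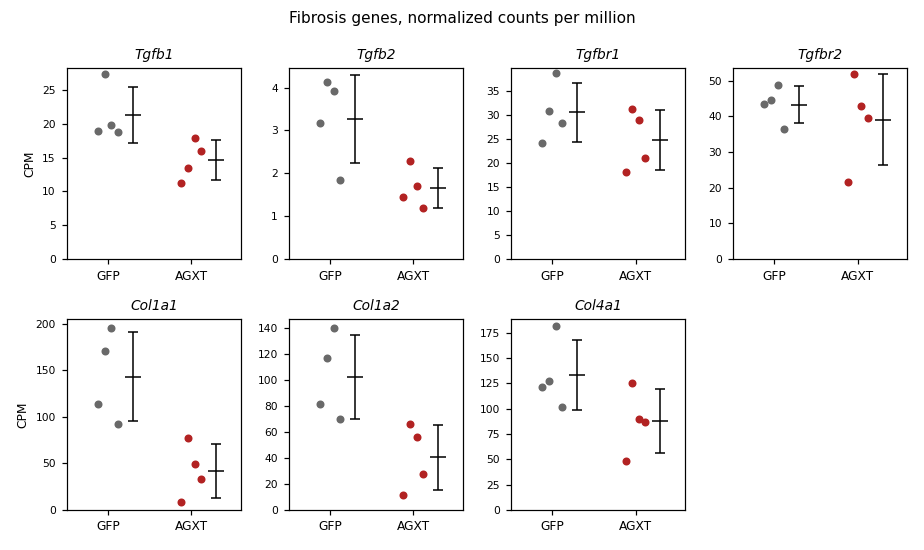
Normalized counts-per-million (CPM, linear axis from 0) of the 7 fibrosis genes in each of the 4 AAV8-GFP (GFP) and 4 AAV8-AGXT (AGXT) mice. Points are mice and bars are mean ± SD, and the groups are apart for Col1a1, Col1a2 and Tgfb1 and overlap for the other 4 genes.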

RNA sequencing analysis (Fig. 6a), validated by qRT–PCR analyses (Fig. 6b), indicated a significant downregulation of genes within the transforming growth factor (TGF)β signalling pathway, a main regulator of hepatic fibrosis^51^ (*Tgfb1*, *Tgfb2*, *Tgfbr1* and *Tgfbr2*) as well as key genes related to ECM remodelling (*collagen*, *type I*, *α-1* (*Col1a1*), *Col1a2* and *Col4a1*) in mice overexpressing AGXT. As these transcriptional alterations suggest a reduction in hepatic fibrosis in response to lowering oxalate via AGXT overexpression, we next evaluated hepatic fibrosis through histopathological and immunofluorescence analyses coupled with biochemical verification. Histopathological analysis based on Picrosirius red staining revealed a significant reduction in collagen accumulation (Fig. 6c,d) and decreased fibrosis scores (Fig. 6e) in mice overexpressing AGXT compared with GFP control. These findings were confirmed biochemically through the measurement of liver hydroxyproline content, which was significantly lower in mice overexpressing AGXT compared with GFP control (Fig. 6f). Concomitant with these results, immunofluorescence for α-smooth muscle actin (SMA) indicated reduced presence of hepatic stellate cells, the main cells driving fibrogenesis^3,51^, in livers from mice treated with AAV8-AGXT (Fig. 6g,h). Last, we sought to determine the link between altered lipid metabolism due to AGXT overexpression, hepatic inflammation and fibrosis in MASH. To this end, we integrated the untargeted lipidomics with RNA sequencing of livers from the same mice that were treated with AAV8-AGXT or AAV8-GFP. PCA revealed that the integrated lipidome and transcriptome of livers from mice treated with AAV8-GFP was distinct from those treated with AAV8-AGXT (Extended Data Fig. 9a). Of note, the reduced hepatic expression of known proinflammatory and profibrotic genes (for example, *Nfkb2*, *Relb*, *Ccl2*, *Ccl5*, *Tgfb3* and *Bmp8b*) in livers from mice overexpressing AGXT aligned with lower abundance of the proinflammatory and lipotoxic sphingolipid metabolites (sphingomyelins, ceramides and hexosylceramides; Extended Data Fig. 9b). Accordingly, the expression of proinflammatory/fibrotic genes significantly and positively correlated with the abundance of sphingolipid metabolites (Extended Data Fig. 9c), but negatively correlated with the abundance of PUFAs (Extended Data Fig. 9d). 

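Tgfb3 (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041) had 4.89 ± 1.14 CPM (SD, n = 4) in AAV8-GFP and 2.02 ± 0.79 CPM (SD, n = 4) in AAV8-AGXT mice. It was lower in every AAV8-AGXT mouse, with a log2 fold change of -1.27 (standard error 0.31, adjusted p = 0.0495 from edgeR's quasi-likelihood test), just under 0.05. Over all alternatives but glmTreat its adjusted p lay between 0.00203 and 0.164, and it exceeded 0.05 with DESeq2's size factors, at 0.0519, with upper-quartile normalization, at 0.0527, with at least 10 counts required in every mouse, at 0.0508, and in 6 of the 8 fits that each left out 1 mouse. Tgfb3 overlaps another gene and is uncertain. Nfkb2, Relb and Bmp8b also passed 0.05 in this fit, whereas Ccl2 and Ccl5 did not. The lipid measurements that the paper set beside these genes were not analysed here.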

Taken together, these data demonstrate that lowering oxalate via AGXT overexpression in MASH protects against hepatic inflammation and fibrosis in association with reduced lipotoxicity.

**Fig. 6:**
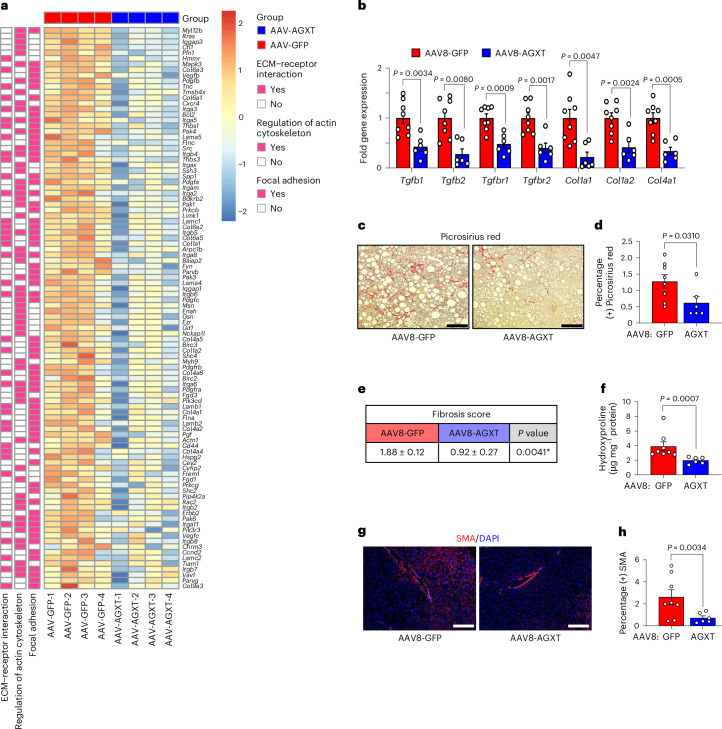
Oxalate lowering via AGXT overexpression decreases hepatic fibrosis in MASH. Mice were injected with AAV8-GFP or AAV8-AGXT (2 × 10^11^ viral genomes per mouse) and placed on the MASH diet for 24 weeks before end point analyses. **a**, Heatmap of DEGs related to fibrosis pathways comparing livers from mice treated with AAV8-GFP or AAV8-AGXT (colour bar, log_2_ fold change in AAV8-AGXT versus AAV-GFP, *n* = 4). **b**, qRT–PCR validation of selected fibrosis-related DEGs relative to *Gapdh* in livers from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **c**, Liver samples were collected from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6) and stained with Picrosirius red (red). **d**, Percent-positive Picrosirius red area from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **e**, Liver sections from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6) were scored for fibrosis. **f**, Hydroxyproline contents normalized to protein concentrations in liver samples from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). **g**, Liver samples were collected from mice treated with AAV8-GFP (n = 8) or AAV8-AGXT (*n* = 6) and stained with α-SMA (red) and DAPI (blue). **h**, Percent-positive α-SMA area from mice treated with AAV8-GFP (*n* = 8) or AAV8-AGXT (*n* = 6). All data are expressed as mean ± s.e.m. Statistical comparisons were made using two-tailed unpaired *t*-test (**b**,**e**,**h**) or Mann–Whitney *U*-test (**b**,**d**,**f**). All individual points and *P* values are shown. *P* < 0.05 was considered statistically significant. Scale bars, 200 µm. Source data

### Pharmacological inhibition of oxalate production lowers MASH

Given that AGXT overexpression lowers hepatic oxalate overproduction and prevents MASH, we next sought to determine (1) whether these protective effects are mediated by AGXT or through an oxalate-lowering effect; and (2) to assess the therapeutic value of pharmacologically targeting hepatic oxalate overproduction in established MASH. While GO converts glycolate to glyoxylate, which is cleared by AGXT, LDHA catalyses the oxidation of glyoxylate to form oxalate^19^ (Fig. 1a). Considering the enhanced activity of LDHA found in livers from patients and mice with MASH (Fig. 1f,m), together with the recent advances in targeting GO or LDHA for the treatment of primary hyperoxaluria^52,53^, we utilized our recently developed salicylic acid derivative, MDMG-935P (Fig. 7a), which potently decreases oxalate production by inhibiting GO and LDHA^54^. To assess the therapeutic potential of oxalate lowering, we devised an experimental approach to test MDMG-935P in mice with established MASH. Mice were fed the MASH diet for 12 weeks, then orally administered either vehicle, 5 mg kg^−1^ or 10 mg kg^−1^ of MDMG-935P daily for an additional 12 weeks on the MASH diet (Fig. 7b). As previous studies demonstrated that a daily dose of 20 mg kg^−1^ of MDMG-935P for only 5 days effectively reduced oxalate in primary hyperoxaluric mice^54^, we chose to administer up to 10 mg kg^−1^ d^−1^ to account for the long duration of the treatments. At the end point, we found that 10 mg kg^−1^ d^−1^ of MDMG-935P significantly reduced hepatic LDH activity (Fig. 7c), and oxalate levels (Fig. 7d) compared with vehicle, while 5 mg kg^−1^ d^−1^ had no significant effect. The mRNA (Extended Data Fig. 10a,b) and protein (Extended Data Fig. 10c–f) levels of GO and LDHA in the liver were unaltered by MDMG-P35P treatment. While the mice showed no significant alterations in body weight (Fig. 7e), treatment with 10 mg kg^−1^ d^−1^ of MDMG-935P significantly reduced the liver weight (Extended Data Fig. 10g) and liver-to-body weight ratio (Fig. 7f) compared to mice treated with vehicle. Furthermore, circulating markers of liver injury, AST (Fig. 7g) and ALT (Fig. 7h), were significantly decreased in mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P. While gross morphology of the abdominal cavity showed no obvious differences in adiposity in all groups (Extended Data Fig. 10h), histopathological analysis of the livers (Fig. 7i) revealed significant reductions in steatosis, lobular inflammation, hepatocellular ballooning and overall NAS in mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P (Fig. 7j). Consistent with the reduction in steatosis scoring, biochemical analysis of liver lysates confirmed a significant reduction in hepatic triglycerides in mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P (Fig. 7k). In line with the findings in mice and cells overexpressing AGXT, and the inhibitory effects of oxalate on PPARα-mediated FAO, genes regulating FAO were significantly upregulated in livers from mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P including *Cpt1a*, *Acadl*, *Acadvl*, *Hadha*, *Hadhb* and *Acaa2* (Fig. 7l). Notably, in mice fed the standard chow diet, treatment with 10 mg kg^−1^ d^−1^ MDMG-935P for 12 weeks had no significant effects on body (Extended Data Fig. 10i) and liver (Extended Data Fig. 10j) weights, liver oxalate (Extended Data Fig. 10k), circulating transaminases (Extended Data Fig. 10l,m), hepatic steatosis (Extended Data Fig. 10n,o) or the expression of genes regulating FAO (Extended Data Fig. 10p). Altogether, these data indicate that targeting hepatic oxalate overproduction in MASH by inhibiting GO and LDHA can be therapeutically utilized to enhance FAO and lower hepatic steatosis.

**Fig. 7:**
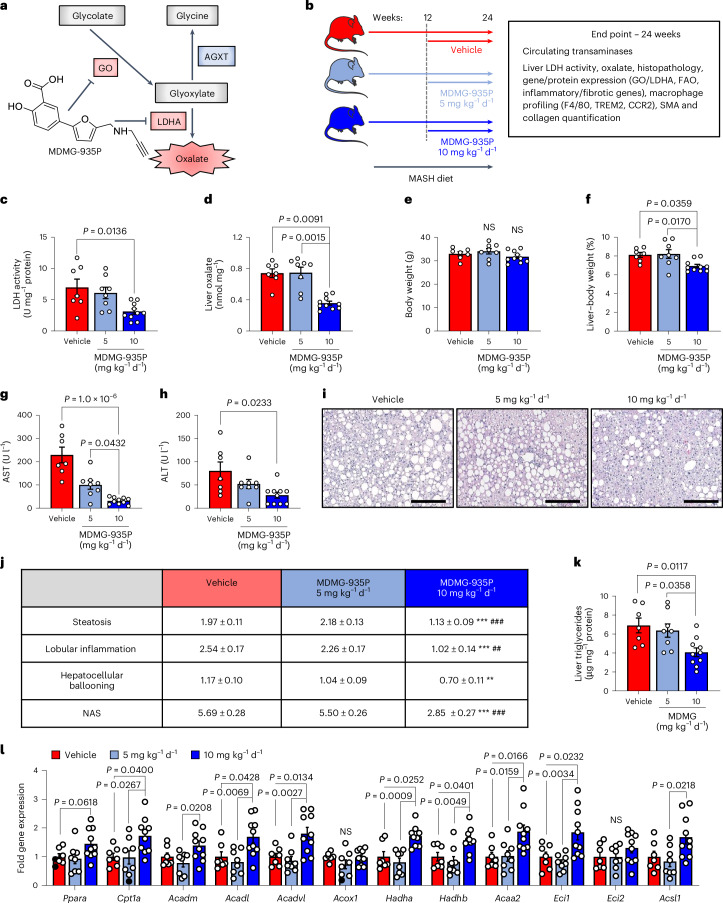
Pharmacological targeting of hepatic oxalate overproduction ameliorates established MASH. **a**, Schema of glyoxylate/oxalate metabolism, including the chemical structure of MDMG-935P and its inhibitory effects. **b**, Male C57BL/6J mice were fed the MASH diet for 12 weeks, then orally administered vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P for an additional 12 weeks on the MASH diet before end point analyses. **c**,**d**, Liver LDH activity (**c**) and oxalate concentrations normalized to tissue weight (**d**) in liver samples from mice administered vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P. **e**–**j**, Body weight (**e**) and liver-to-body weight ratios (**f**) in mice administered vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P. Plasma samples were analysed for AST (**g**) and ALT (**h**) in mice administered vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P. Liver samples were collected from mice administered vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P, stained with H&E (**i**) and scored for steatosis, lobular inflammation, hepatocellular ballooning and NAS (**j**). **P < 0.01, ***P < 0.001 versus vehicle; ^##^*P* < 0.01, ^###^*P* < 0.001 versus 5 mg kg^−1^ d^−1^ of MDMG-935P. **k**, Liver triglycerides normalized to protein concentrations from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P. **l**, Liver samples were collected from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P and FAO-related genes relative to *Gapdh* were assessed by qRT–PCR. All data are expressed as mean ± s.e.m. Statistical comparisons were made using one-way ANOVA with Tukey’s multiple comparisons test (**c**–**g**,**j**–**l**) or Kruskal–Wallis with Dunn’s multiple comparisons test (**h**,**j**,**l**). *P* < 0.05 was considered statistically significant. Scale bars, 200 µm. Parts of **b** were drawn by using pictures from Servier Medical Art. Servier Medical Art by Servier is licensed under a Creative Commons Attribution 3.0 Unported License at https://creativecommons.org/licenses/by/3.0/. Source data

### Inhibiting oxalate formation curbs inflammation and fibrosis

Considering that AGXT overexpression attenuated hepatic inflammation and fibrosis in MASH, we next sought to determine whether the pharmacological targeting of hepatic oxalate overproduction in mice with established MASH is sufficient to suppress proinflammatory and profibrotic responses. Consistent with the findings from mice overexpressing AGXT, mice administered 10 mg kg^−1^ d^−1^, but not 5 mg kg^−1^ d^−1^ of MDMG-935P, exhibited significant reductions in the expression of key chemokines and cytokines driving the proinflammatory response in MASH including *Ccl2*, *Ccl5* and *Tnf* (Fig. 8a). Accordingly, immunofluorescence for F4/80 revealed a significant reduction in hepatic macrophages in livers from mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P compared with vehicle (Fig. 8b,c). Immunofluorescence analyses of macrophage subsets revealed a significant reduction in recruited monocyte-derived F4/80^+^CCR2^+^ macrophages (Fig. 8d,e) and F4/80^+^TREM2^+^ macrophages (Extended Data Fig. 10q,r) in livers from mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P. Furthermore, treatment with MDMG-935P at 10 mg kg^−1^ d^−1^ had potent anti-fibrotic effects and significantly lowered the expression of key genes within the TGFβ signalling and ECM remodelling pathways, including *Tgfb1*, *Tgfb2* and *Col1a2* (Fig. 8f). These findings were aligned with histopathological analyses coupled with biochemical assessment of fibrosis, which revealed significant reductions in Picrosirius red staining (Fig. 8g,i), SMA immunofluorescence (Fig. 8h,j) and hepatic hydroxyproline content (Fig. 8k) in mice treated with 10 mg kg^−1^ d^−1^ of MDMG-935P. Finally, assessment of fibrosis scores showed similar levels between vehicle and 5 mg kg^−1^ d^−1^ and a downward trend with 10 mg kg^−1^ d^−1^ of MDMG-935P, although not reaching statistical significance (*P* = 0.0798; Fig. 8l). Overall, these data indicate that pharmacologically inhibiting oxalate overproduction in mice with established MASH suppresses oxalate-induced proinflammatory responses and hepatic fibrosis.

**Fig. 8:**
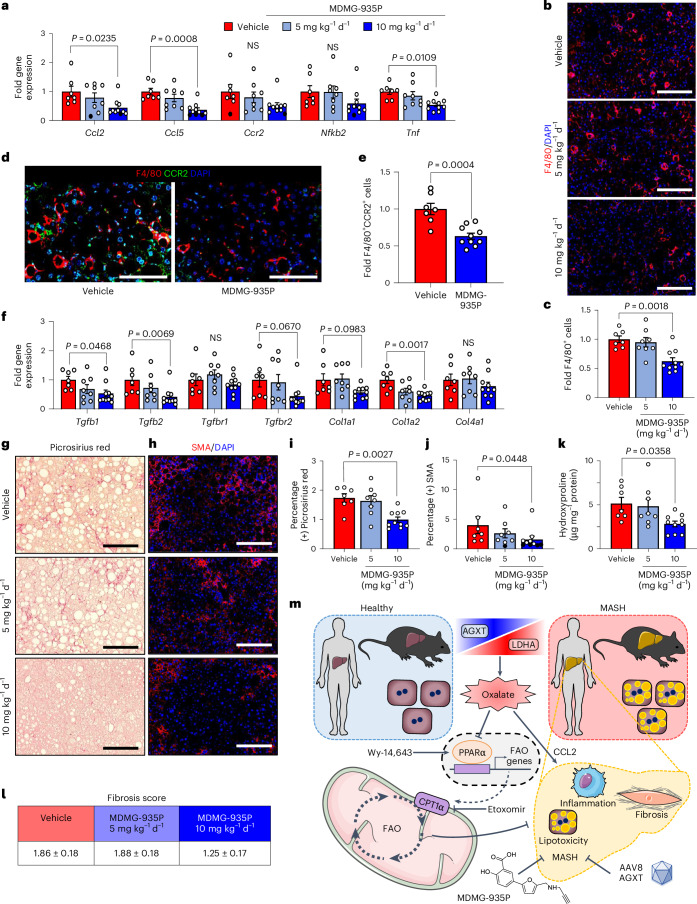
Pharmacological targeting of hepatic oxalate overproduction reduces hepatic inflammation and fibrosis. Male C57BL/6J mice were fed the MASH diet for 12 weeks, then orally administered vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P for an additional 12 weeks on the MASH diet before end point analyses. **a**, Liver samples were collected from the treated mice, and inflammation-related genes were assessed by qRT–PCR relative to *Gapdh* from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) MDMG-935P. **b**,**c**, Liver samples were collected from the mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) MDMG-935P, stained with F4/80 (red) and DAPI (blue) to visualize nuclei (**b**), analysed for F4/80^+^ cells and expressed (**c**) as fold change from vehicle. **d**,**e**, Liver samples were collected from mice treated with vehicle (*n* = 7) or 10 mg kg^−1^ d^−1^ (*n* = 10) of MDMG-935P, stained for F4/80 (red), CCR2 (green) and DAPI (blue) (**d**), analysed for F4/80^+^ and CCR2^+^ cells (**e**) and expressed as fold change from vehicle. **f**, Liver samples were collected from the treated mice and fibrosis-related genes were assessed by qRT–PCR relative to *Gapdh* from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) MDMG-935P. **g**,**i**, Liver sections were stained with Picrosirius red (red) (**g**) and quantified for percent-positive Picrosirius red area (**i**) from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) MDMG-935P. **h**,**j**, Liver sections were stained with α-SMA and DAPI (blue) (**h**) and analysed for percent-positive α-SMA area (**j**) from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) MDMG-935P. **k**, Hydroxyproline contents normalized to protein concentration in liver samples from mice treated with vehicle (*n* = 7), 5 mg kg^−1^ d^−1^ (*n* = 8) or 10 mg kg^−1^ d^−1^ (*n* = 10) MDMG-935P. **l**, Liver sections were scored for fibrosis based on Picrosirius red staining. **m**, Schematic summary of oxalate overproduction in MASH, the effects of oxalate on MASH, and inhibition of oxalate production by either AAV-AGXT overexpression or pharmacological targeting using MDMG-935P. All data are expressed as mean ± s.e.m. Statistical comparisons were made using one-way ANOVA with Tukey’s multiple comparisons test (**a**,**c**,**i**,**k**,**l**), Kruskal–Wallis with Dunn’s multiple comparisons test (**a**,**f**,**j**), or two-tailed unpaired *t*-test (**e**). All individual points and *P* values are shown. *P* < 0.05 was considered statistically significant. Scale bars, 200 μm. Parts of **m** were drawn by using pictures from Servier Medical Art. Servier Medical Art by Servier is licensed under a Creative Commons Attribution 3.0 Unported License at https://creativecommons.org/licenses/by/3.0/. Source data

## Discussion

The findings herein were obtained from studies in multiple human cohorts, MASH mouse models and hepatocellular systems combined with genetic and pharmacological manipulation of glyoxylate/oxalate metabolism together with transcriptomics, lipidomics, as well as molecular and functional analyses. Through this comprehensive approach, we uncovered molecular and metabolic mechanisms by which (1) oxalate is overproduced in hepatocytes during MASH; (2) oxalate overload promotes MASH; and (3) lowering oxalate ameliorates MASH across all aspects of the disease. Our findings unveil the overproduction of oxalate due to suppressed AGXT and activated LDHA, both in humans and mice with MASH. In turn, oxalate overload suppresses PPARα transcription and the expression of its target genes controlling FAO (CPT1α), leading to impaired mitochondrial fatty acid utilization and lipotoxicity, as well as the upregulation of MASH-promoting chemokines (CCL2), monocyte chemotaxis, hepatic inflammation and fibrosis. Notably, lowering hepatic oxalate in MASH by genetic (hepatocyte-specific AGXT overexpression by AAV8-AGXT) and pharmacological (GO and LDHA inhibition by MDMG-935P) targeting of oxalate overproduction ameliorates hepatic steatosis, inflammation and fibrosis through induction of PPARα-driven FAO and suppression of monocyte chemotaxis, NF-κB and TGFβ targets (Fig. 8m).

Because dysregulated oxalate metabolism is known to cause renal and cardiovascular diseases^22–26^, previous studies have focused on the deleterious effects of oxalate on the kidneys and renal cells as well as monocytes and macrophages^22–25,55^. However, primary hyperoxaluria and AGXT dysfunction have recently been associated with liver disease and MASLD^12,15,20,21^. A recent study comparing clinical characteristics of patients with or without primary hyperoxaluria reported significantly higher rates of liver disease in those with primary hyperoxaluria^20^. Moreover, a systematic analysis of liver tissues from patients with primary hyperoxaluria revealed high rates of chronic liver disease, hepatic inflammation and fibrosis in patients with AGXT dysfunction^21^. Previous studies also reported that *AGXT* transcript is downregulated in livers from patients and mice with obesity, MASLD or MASH^12,15–17^. Nevertheless, the hepatic regulation of oxalate metabolism, the levels of oxalate in patients and mice with MASH and the effects of oxalate on the liver and hepatocytes, the primary cells responsible for its formation^19^, have not been systematically studied in the context of MASH yet. Herein, we thoroughly assessed the expression of the major regulators of glyoxylate metabolism and oxalate formation in multiple cohorts, including liver samples from transplantation donors, patients with or without histologically confirmed MASH and different mouse models of MASH. Our studies revealed that AGXT was significantly downregulated in all the human and mouse MASH cohorts tested, supporting previous reports from our group and others^12,15–17^. The expression of *AGXT* significantly and inversely correlated with the severity of hepatic steatosis in our cohort of liver transplantation donors. Moreover, our meta-analysis based on transcriptomics of livers from patients with or without MASH revealed that among all the glyoxylate metabolic genes, only lower expression of *AGXT* is significantly associated with MASH. Similarly, in our cohort of liver specimens from patients with histologically confirmed end-stage MASH, among all the regulators of glyoxylate metabolism or oxalate formation, only AGXT was significantly suppressed as compared to healthy donors. Although altered expression of LDHA was not associated with MASH in any of the human cohorts, hepatic LDH activity was significantly enhanced in patients with MASH. Taken together, the current comprehensive studies, together with previous reports^12,15–17^, establish the suppression of AGXT and enhanced activity of LDHA as the underlying mechanisms for the overproduction of oxalate in MASH.

In line with the human findings above, suppressed AGXT and increased hepatic oxalate were also found in our MASH mouse model that closely mimics the human disease, including the presence of hepatic fibrosis^12,32–34^. Using transcriptomics, histopathological and western blot analyses, the liver fibrosis markers previously found after 24 weeks on this diet include a significant upregulation of pathways/genes related to fibrogenesis and ECM remodelling (*Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, *Col4a2*, *Timp1* and *Serpine1*), TGFβ (*Tgfb1*, *Tgfb2*, *Tgfb3*, *Tgfbr1* and *Tgfbr2*) and SMAD signalling (SMAD2 Ser^465/467^ phosphorylation), as well as perisinusoidal and portal fibrosis^12,32–34^. Similar markers of liver fibrosis were also found in the current study where hypermethylation at the *Agxt* promoter and first exon accounted for the suppression of AGXT in support of a recent study reporting hypermethylation in similar regions in steatotic hepatocytes^15^. Notably, we found that AGXT was downregulated in both female and male mice with MASH induced by another dietary model^35^, indicating that this effect is independent of diet or sex. Notably, the suppression of AGXT and increased hepatic oxalate found in our cohort of liver specimens from patients with end-stage MASH were also independent of potential confounding factors, including race, age or sex. Both in humans and mice, AGXT expression was inversely associated, whereas hepatic oxalate levels were positively associated, with histopathological indices of MASH severity. These correlations were more significant in the mouse model compared with the human cohort, likely due to the advanced disease stage of the human liver specimens and the hepatic fat loss commonly seen in advanced fibrotic MASH^56^. While hepatic LDH activity was significantly enhanced in both humans and mice with MASH, the mRNA and protein levels of LDHA were increased in livers from mice, but not humans, with MASH. These findings are consistent with a recent study reporting enhanced LDHA expression in steatotic livers from mice, but not in human steatotic hepatocytes^15^. While the species differences in LDHA expression in MASH warrant further investigation, the findings of the current and previous studies^12,15–17^ provide a rationale for the therapeutic targeting of glyoxylate detoxification or oxalate formation in MASH by overexpressing AGXT or inhibiting LDHA.

In addition to the accumulating evidence above establishing AGXT suppression in MASH, our recent studies uncovered a causative role for the loss of AGXT in MASH. As we reported^12^, mice deficient in AGXT demonstrate accelerated diet-induced MASH. Yet, whether these effects are mediated by increased liver oxalate and the therapeutic value of lowering hepatic oxalate overproduction in MASH were unknown. Here, we addressed those questions using a multidisciplinary approach combining genetic and pharmacological manipulation of glyoxylate metabolism and oxalate formation with molecular and metabolic in vivo and in vitro studies. Our genetic approach was based on overexpressing AGXT specifically in hepatocytes using AAV8 driven by the TBG promoter^24,57^, followed by 24 weeks on the MASH diet. Hepatic gene overexpression using AAV vectors is commonly used for prolonged studies, even longer than 24 weeks^58,59^. Indeed, using western blot and immunofluorescence, we confirmed that treatment with AAV8-AGXT or AAV8-GFP resulted in efficient and hepatic-specific overexpression after 24 weeks on the MASH diet. These studies revealed that AGXT overexpression in hepatocytes significantly lowers hepatic oxalate and prevents diet-induced MASH and liver injury, independent of changes in body weight or adiposity. To address the therapeutic potential of targeting hepatic oxalate overproduction for the treatment of established MASH, we utilized our approach for inhibiting GO and LDHA using the salicylic acid derivative MDMG-935P^54^. Notably, we found that oral administration of MDMG-935P to mice with established MASH significantly reduced hepatic oxalate overproduction, leading to a marked reduction in steatohepatitis, hepatic injury and fibrosis. Unlike the mice with diet-induced MASH that demonstrated hepatic oxalate overproduction due to suppressed AGXT and enhanced LDHA activity, overexpression of AGXT or treatment with MDMG-935P in mice fed the standard chow diet had no significant effects on liver oxalate, indices of liver damage or lipid metabolism. These extensive, long-term studies not only indicate a causative role of hepatic oxalate overproduction in MASH, but also highlight the therapeutic potential of targeting AGXT, GO and LDHA to lower hepatic oxalate overproduction for the treatment of MASH.

Previous proteomics studies on livers from mice deficient in AGXT revealed alterations in fatty acid metabolic pathways, independent of MASH^60^. Utilizing transcriptomics, we recently reported that the loss of AGXT suppresses FAO pathways and accelerates diet-induced MASH in mice^12^. Considering the emerging reports of suppressed AGXT and impaired glyoxylate/oxalate metabolism in MASLD^12,15–17^, and to address the mechanisms by which oxalate promotes MASH, we studied the effects of oxalate on molecular and metabolic drivers of MASH in hepatocytes. While previous studies in renal cells, monocytes and macrophages used sodium oxalate (NaOX) at doses up to 2 mM (refs. ^22,24,55^), here, we carefully selected the NaOX doses for in vitro studies by treating primary hepatocytes and HepG2 cells with increasing concentrations of NaOX or with PA, which significantly downregulated AGXT and enhanced intracellular oxalate accumulation as found in MASH. Of note, cells treated with NaOX at concentrations lower than 250 µM (primary hepatocytes) or 500 µM (HepG2 cells) did not show intracellular accumulation of oxalate as observed in cells treated with PA or in liver tissues from patients and mice with MASH. At these doses, NaOX significantly enhanced lipid accumulation in both primary hepatocytes and HepG2 cells. In line with our transcriptomics results in livers from *Agxt*^*−*/*−*^ mice^12^, oxalate potently inhibited PPARα-mediated FAO, an established driver of MASH^3,12,61^, with negligible effects on regulators of fatty acid uptake, transport and biosynthesis. Mechanistically, using RNA Pol II inhibition, a bio-orthogonal ‘click’ chemistry approach to measure de novo *PPARA* transcription, PPARα agonism and luciferase assays, we found that oxalate suppresses PPARα transcription and activity, and the expression of PPARα target genes that promote FAO. Notably, restoring PPARα expression or activity abolished oxalate-induced suppression of PPARα target genes and lipid accumulation. Moreover, livers from mice overexpressing AGXT specifically in hepatocytes or treated with MDMG-935P demonstrated lower liver oxalate and steatohepatitis aligned with an upregulation of PPARα target genes. These in vitro and in vivo studies, based on complementary genetic and pharmacological approaches, indicate that suppressed PPARα is a key mediator of oxalate toxicity in the liver.

Previous studies in renal cells, monocytes and macrophages demonstrated that oxalate causes mitochondrial dysfunction leading to enhanced generation of reactive oxygen species and lipid peroxidation^22,24,55^. Consistent with those previous reports, we found that oxalate suppresses mitochondrial respiration in HepG2 cells and enhances mitochondrial superoxide formation. In addition, our studies in primary mouse hepatocytes and human hepatic cell lines uncovered suppressed CPT1α through the inhibition of PPARα activity in response to oxalate. CPT1α critically regulates fatty acid transport into the mitochondria^62^ and FAO is a main pathway for energy production by the mitochondria. Indeed, PPARα overexpression and CPT1α inhibition demonstrated that oxalate impairs mitochondrial respiration mainly through the suppression of FAO. Accordingly, transient overexpression of AGXT not only lowered intracellular oxalate and lipid accumulation, but also significantly upregulated CPT1α and augmented mitochondrial respiration in lipid-loaded HepG2 cells. These findings are supported by our in vivo studies in which *Cpt1a* was significantly upregulated both in livers from mice overexpressing AGXT and in livers from mice treated with MDMG-935P, which not only demonstrated decreased hepatic oxalate, but also reduced steatohepatitis. Thus, while previous reports indicated that oxalate causes mitochondrial dysfunction in various cell types^22,24,55^, our current studies reveal that oxalate impairs mitochondrial respiration in hepatocytes by inhibiting PPARα-regulated FAO leading to intracellular lipid accumulation. These effects are rescued by restoring PPARα expression or activity in vitro and by genetic and pharmacological approaches to lower oxalate overproduction in MASH in vivo.

During the progression of MASH, the accumulation of lipotoxic and reactive oxygen species induce hepatocellular injury, inflammasome activation, release of proinflammatory chemokines with subsequent monocyte infiltration and activation of macrophages and hepatic stellate cells that drive steatohepatitis and hepatic fibrosis^2–4^. While our recent studies in mice deficient in AGXT demonstrated enhanced steatohepatitis and hepatic fibrosis with significant enrichment of proinflammatory and profibrotic pathways^12,24^, the current RNA sequencing findings reveal that proinflammatory (chemokine signalling, cytokine–cytokine receptor interaction, NF-κB and TNF signalling) and profibrotic (focal adhesion signalling, regulation of actin cytoskeleton and ECM–receptor interactions) pathways are significantly suppressed in livers from mice overexpressing AGXT in hepatocytes during MASH. Similar anti-inflammatory and anti-fibrotic effects were found in livers from mice with established MASH that were treated with MDMG-935P. Of note, through histopathological and immunofluorescence analyses of immune cell subsets, we confirmed that lowering oxalate via AGXT overexpression or pharmacological inhibition of LDHA and GO reduces steatohepatitis aligned with the decrease in distinct subsets of recruited monocyte-derived macrophages (CCR2^+^ and TREM2^+^ macrophages) that are known to infiltrate the liver in MASH and form crown-like structures surrounding hepatocytes with large lipid droplets^49^. While these findings can be explained by reduced lipotoxicity secondary to activation of PPARα and improved FAO through lowering of hepatic oxalate, our in vitro studies indicate that upregulated CCL2 due to oxalate overload mediates monocyte chemotaxis. These findings are supported by the downregulation of *Ccl2* and lower monocyte-derived macrophages in livers from mice treated with AAV8-AGXT or MDMG-935P that showed lower liver oxalate, and by previous studies demonstrating that oxalate directly enhances proinflammatory gene expression and stimulates the release of chemoattractant proteins in other cell types^24,63^. Notably, aligned with reduced steatohepatitis, our histopathological and immunofluorescence analyses coupled with biochemical verification revealed that lowering oxalate overproduction in MASH via AGXT overexpression or pharmacological inhibition of LDHA and GO potently reduces hepatic stellate cells and fibrosis, a main determinant of liver-related events and mortality in MASH^50^.

Given that the predominant cause of mortality in patients with MASH is complications due to cardiovascular disease^64^, identifying pathways that can be targeted for simultaneous treatment of MASH and cardiovascular disease is challenging and urgently needed. Emerging studies from our group and others uncovered oxalate metabolism commonly dysregulated in MASLD and cardiovascular disease^12,15,24–26,65^. Notably, increased circulating oxalate was recently identified as a risk factor for cardiovascular events in patients on dialysis^26,65^. Exogenous oxalate not only induces chronic kidney disease, but also causes cardiac fibrosis in C57BL/6 mice^23^, and accelerates atherosclerosis development in apolipoprotein E-deficient (*Apoe*^*−*/*−*^) mice^24^. Similarly, hepatic oxalate overproduction due to the loss of AGXT enhances atherosclerosis, while overexpression of AGXT in hepatocytes lowers oxalate and ameliorates atherosclerosis in *Apoe*^*−*/*−*^ mice^24^. Taken together, the current and previous studies suggest that hepatic oxalate overproduction in the steatotic liver concurrently accelerates the progression of MASH and atherosclerotic cardiovascular disease, highlighting the potential of strategies aimed at lowering oxalate overproduction for dual-targeting of these two prominent diseases. As MDMG-935P potently lowered hepatic oxalate, steatosis, inflammation and fibrosis in mice with established MASH, further evaluation of GO and LDHA inhibition for concurrent treatment of MASH and associated cardiovascular disease is warranted.

Our study has some limitations that may serve as avenues for future research. While we uncovered suppression of AGXT and induction of LDHA as the underlying mechanisms for oxalate overproduction in MASH, the possibility of altered ratios of cofactors for these and other enzymatic reactions (for example, GRHPR) that regulate glyoxylate/oxalate metabolism in MASH warrants further investigation. In addition, we found that plasma oxalate levels were significantly increased in patients with MASH, albeit with high variability. The variability in plasma oxalate measurements may be explained by pre-analytical factors related to sample collection and preparation^66^. While our repository plasma samples were acidified to prevent an excessive formation of oxalate from ascorbate degradation post-collection^67,68^, they were, however, collected in sodium citrate tubes. In contrast, previous studies have reported the use of plasma collected exclusively in sodium heparin tubes^67,68^, which is acceptable for determining oxalate in most clinical laboratories. Given that citrate and heparin inhibit coagulation through distinct mechanisms (citrate binds reversibly to calcium ions, whereas heparin activates anti-thrombin to inhibit coagulation factors), this pre-analytical difference may explain the high variability in plasma oxalate levels observed in the current study.

In summary, combining data from multiple well-defined human cohorts, MASH mouse models and hepatocellular systems, the current study uncovers overproduction of hepatic oxalate due to suppression of AGXT and enhanced LDHA activity that further accelerates MASH through inhibition of PPARα-regulated FAO, enhanced monocyte chemotaxis and ensuing proinflammatory/fibrotic responses. Genetic and pharmacological targeting of hepatic oxalate overproduction lowers hepatic steatosis, inflammation and fibrosis and may have translational potential for the treatment of MASH, currently with limited treatment available. Considering the recent development and approval of therapeutic agents that reduce hepatic oxalate production^52,53^, the safety and efficacy of this strategy as a treatment for MASH warrants further clinical evaluation.

## Methods

### Human studies

The collection of deidentified human plasma and liver specimens was approved by the Institutional Review Board of Ochsner Clinic Foundation (protocols 2010.179, 2016.131.B, and 2020.039). The studies were conducted through the Ochsner Multi-Organ Transplant Institute with specimens collected following informed consent. Liver specimens were obtained during orthotopic liver transplantation due to end-stage liver disease with histologically confirmed stage F4 fibrosis (*n* = 23, 2010.179, 2020.039). Liver specimens were placed into formalin and further processed to formalin-fixed, paraffin-embedded tissue blocks or flash-frozen in liquid nitrogen and stored at −80 °C until analysis. Liver specimens from histologically confirmed (NAS < 1, average steatosis score = 0.3, lobular inflammation score = 0, hepatocellular ballooning score = 0 and fibrosis score = 0) healthy donors (control, *n* = 10) were obtained from BioIVT. Liver specimens from donors with or without MASH were sectioned and stained with H&E. Blinded assessment of NAS was performed by a gastrointestinal pathologist. Steatosis was scored from 0–3 (0, <5% steatosis; 1, 5–33%; 2, 34–66%; and 3, >67%). Hepatocyte ballooning was scored from 0–2 (0, normal hepatocytes; 1, normal-sized with pale cytoplasm; and 2, pale and enlarged hepatocytes, at least twofold). Lobular inflammation was scored from 0–3 based on foci of inflammation counted at 20× (0, none; 1, <2 foci; 2, 2–4 foci; and 3, ≥4 foci). NAS was calculated as the sum of steatosis, hepatocyte ballooning and lobular inflammation scores^69^. Spearman’s correlations between NAS indices and AGXT protein abundance or hepatic oxalate concentrations were evaluated. Peripheral blood specimens from patients with no history of liver disease were obtained before a routine screening colonoscopy or mammogram (2015.101.C). Peripheral blood specimens from patients with MASH, as confirmed by biopsy, magnetic resonance elastography or ultrasonic transient elastography, were obtained during routine hepatology surveillance laboratory visits (2016.131.B). Plasma samples were obtained from peripheral blood specimens in BD Vacutainer CPT mononuclear cell preparation sodium citrate tubes (BD Biosciences, 362761). Plasma was obtained following centrifugation and separation according to the manufacturer’s protocol and stored at −80 °C until analysis. Patient demographics and laboratory values were exported from the electronic medical record and are described in Extended Data Fig. 1.

### Hepatic expression of glyoxylate metabolic genes and MASH

The relationship between the expression of genes regulating glyoxylate metabolism/oxalate formation and hepatic fat content were tested using our previously published microarray data from liver transplantation donors (*n* = 206; GSE26106)^12,28,29^. The tissue dissection, microarray data, and determination of hepatic fat content using hexane/isopropanol extraction were previously described^12,28,29^. Spearman’s correlation was used to determine the significance of the hepatic fat normalized to total protein concentration and transformed to log_10_ scale correlated with the expression of genes regulating glyoxylate metabolism/oxalate formation. The association between the hepatic expression of genes regulating glyoxylate metabolism/oxalate formation and MASH was assessed in patients with or without MASH using two public datasets: (1) liver microarray data (GSE83452) obtained from patients with MASH (*n* = 104) and normal controls (*n* = 44)^30^ and (2) liver microarray data (GSE61260) obtained from patients with MASH (*n* = 24) and healthy obese controls (*n* = 24)^31^. A linear regression model was applied with age, sex and body mass index (BMI) as covariates to identify significant genes regulating glyoxylate metabolism/oxalate formation that are associated with MASH: gene expression = β_MASH × MASH status + β_Age × Age + β_Sex × Sex + β_BMI × BMI + *ε*, where MASH status was coded as 1 for MASH and 0 for healthy controls. A meta-analysis of the two studies with a fixed effect model using the metafor R package was used to increase the statistical power and compare the results. Genes with Benjamini–Hochberg-adjusted *P* < 0.05 and Cochran’s *Q* heterogeneity test *P* > 0.05 were considered as significant.

### Animal studies

All animal procedures were approved by the Institutional Animal Care & Use Committees of Louisiana State University Health Sciences Center-Shreveport (P-21-043, P22-035, and P-24-025) and the University of Michigan (PRO00008239). All studies were performed in accordance with the institutional guidelines. Mice were randomly allocated to treatment groups followed by confirmation of equal body weights before treatment. C57BL/6J (stock 000664) were purchased from The Jackson Laboratories. Eight-week-old C57BL/6J male and female mice were housed under controlled temperature (22 ± 2 °C) and humidity conditions (40–60%) on a 12-h light–dark cycle and fed ad libitum either a standard chow diet (LabDiet, 5053, 13% of calories from fat) or established^12,32–35^ MASH-inducing diets (Research Diets, D17010103, 40% of calories from fat or Envigo, TD.160785, 52.6% of calories from fat) for 12, 16 or 24 weeks before killing and tissue collection. Primary hepatocytes were isolated from 8–10-week-old male C57BL/6J mice fed a standard chow diet as described below. AAV8-AGXT expressing human AGXT and AAV8-GFP control driven by the hepatocyte-specific TBG promoter were administered by intraperitoneal injection into 7-week-old male C57BL/6J mice at 2 × 10^11^ viral genomes and a final volume of 200 µl per mouse, as we previously described^24^. Starting from 8 weeks of age, mice were fed the MASH diet (Research Diets, D17010103) ad libitum for 24 weeks. AAV8-AGXT and AAV8-TBG-GFP were similarly administered to 11-week-old male C57BL/6J mice that were kept on the standard chow (LabDiet, 5053) ad libitum for an additional 12 weeks of age. MDMG-935P is a salicylic acid derivative that we recently developed that potently decreases oxalate production by inhibiting GO and LDHA^54^. The therapeutic potential of MDMG-935P was evaluated in mice with MASH using established protocols^12,32,33,54^. Eight-week-old C57BL/6J male mice were fed the MASH diet (Research Diets, D17010103) ad libitum for 12 weeks. Mice were then randomized to receive MDMG-935P solubilized in 0.5% methylcellulose by oral gavage at a concentration of 0 mg kg^−1^ d^−1^ (vehicle), 5 mg kg^−1^ d^−1^ or 10 mg kg^−1^ d^−1^ for an additional 12 weeks on the MASH diet until killing and tissue collection. Similar studies were performed in mice fed the standard chow diet. Eight-week-old C57BL/6J male mice were fed the standard chow diet (LabDiet, 5053) ad libitum for 12 weeks. Mice were then randomized to receive MDMG-935P solubilized in 0.5% methylcellulose by oral gavage at a concentration of 0 mg kg^−1^ d^−1^ (vehicle) or 10 mg kg^−1^ d^−1^ for an additional 12 weeks on standard chow diet until killing and tissue collection.

### Histology, immunohistochemistry and immunofluorescence

Histological procedures were performed by technicians blinded to experimental groups at the University of Michigan IVAC Histology Laboratory or at Louisiana State University Health Sciences Center-Shreveport as previously described^12,32–34^. In brief, formalin-fixed tissues were sectioned on a M355S rotary microtome (Thermo Fisher Scientific) at 4-μm thickness and mounted on glass slides. Slides were stained for H&E (Thermo Fisher Scientific). For Picrosirius red staining, slides were treated with 0.2 N phosphomolybdic acid for 3 min and transferred to 0.1% Sirius red saturated in picric acid (Rowley Biochemical) for 90 min, then transferred to 0.01 N hydrochloric acid for 3 min. Picrosirius red staining was used to score hepatic fibrosis from 0–4 (0, no fibrosis; 1, perisinusoidal or portal fibrosis; 2, perisinusoidal and portal fibrosis; 3, bridging fibrosis; 4, cirrhosis)^69^. Frozen section processing was used for Oil Red O staining. Formalin-fixed liver samples were cryoprotected in 20% sucrose at 4 °C overnight, blotted, then liquid-nitrogen snap frozen in OCT compound (Tissue-Tek) and stored at −80 °C. Before sectioning, frozen blocks were brought up to about −20 °C, then sectioned at 5 μm on a Cryotome SME (Thermo-Shandon). Before staining, slides were thawed to room temperature for 30 min and then fixed in 10% neutral buffered formalin for 20 min, rinsed in double-distilled water, followed by rinsing in 60% isopropanol before being placed in working ORO-isopropanol stain (Rowley Biochemical, H-503-1B) for 5 min. Slides were then rinsed in 60% isopropanol followed by three changes of double-distilled water and nuclear counterstained with Harris hematoxylin. Immunofluorescence was performed using rat anti-F4/80 (Bio-Rad ABD Serotec, MCA497R, 1:400 dilution), rabbit anti-CCR2 (Abcam, ab273050, 1:250 dilution), rabbit anti-TREM2 (Proteintech, 27599-1-AP, 1:200 dilution), rat anti-Ly6g FITC conjugated (Thermo Scientific, 11-9668-82, 1:150 dilution), mouse anti-smooth muscle actin-Cy3 (1:400 dilution, Sigma, C6198) or rabbit anti-arginase1 (Arg1, Sigma, HPA024006, 1:200 dilution) and nuclei were visualized with 4,6-diamidino-2-phenylindole (DAPI). To visualize F4/80, goat-anti-rat secondary antibody was used (Invitrogen, A-21247, 1:200 dilution). To visualize CCR2 and TREM2, donkey anti-rabbit secondary antibody was used (1:200 dilution, Invitrogen, A-21206). For Nile red in hepatocytes, cells were fixed with 3.7% neutral buffered formalin and stained with Nile red (TCI Chemicals, N0659, 1:2,000 dilution) and DAPI (MP Biometicals, 0215757410, 1:50,000 dilution) for 30 min. For mitochondrial superoxide analysis, cells were treated with MitoSOX superoxide fluorescent dye (Invitrogen, M36008, 4 µM) and Hoechst nuclear stain (Thermo Scientific, 62249) for 30 min. Liver sections and cells were imaged on a Keyence BZ-X810 all-in-one fluorescence microscope. Images were analysed using the Keyence BZ-X800 analyser software.

### RNA isolation and quantitative real-time PCR

For liver tissue samples, RNA was isolated from approximately 50 mg liver tissue. Tissue was lysed using TRIzol (Invitrogen, 15596018) and Precellys soft tissue homogenizing ceramic beads (Cayman Chemical Company, 10011152) in a Precellys Evolution homogenizer (Bertin Technologies). Following isolation of the aqueous layer by chloroform extraction, RNA was isolated using the RNeasy Mini kit (QIAGEN, 74106) as per manufacturer’s instructions. Cells were lysed using the RNeasy Mini kit (QIAGEN, 74106) as per manufacturer’s instructions. Complementary DNA was synthesized using the SuperScript III First-Strand Synthesis System (Invitrogen, 18080-051) as per manufacturer’s instructions. cDNA synthesis was performed in a Mastercycler nexus gradient thermocycler (Eppendorf). Primers were purchased from Integrated DNA Technologies (Supplementary Tables 1 and 2) and qRT–PCR was performed using SSoAdvanced Uniersal SYBR Green Supermix (Bio-Rad, 175271) with a CFX96 Touch Real-Time PCR Detection System (Bio-Rad) according to manufacturer’s instructions. Results were normalized to housekeeping genes (*GAPDH*) and expressed as a fold change from control treatments using the ΔΔCt threshold cycle method of normalization.

### Protein isolation and immunoblotting

For liver tissue samples, protein was isolated from approximately 50 mg liver tissue. Tissue was lysed in RIPA lysis and extraction buffer (G Biosciences, 786-489) supplemented with 1% Halt protease inhibitor cocktail (Thermo Scientific, 78429) and 1% phosphatase inhibitor cocktail A (Alfa Aesar, J65354.LQ) and Precellys soft tissue homogenizing ceramic beads (Cayman Chemical Company, 10011152) in a Precellys Evolution homogenizer (Bertin Technologies). Cells were lysed in either RIPA lysis and extraction buffer (G Biosciences, 786-489) supplemented with 1% Halt protease inhibitor cocktail (Thermo Scientific, 78429) and 1% phosphatase inhibitor cocktail A (Alfa Aesar, J65354.LQ) or 2× Laemmli Sample buffer (Bio-Rad, 1610737). Protein concentrations were adjusted using Quick Start Bradford 1× Dye Reagent (Bio-Rad, 5000205). Membranes were labelled with rabbit anti-AGXT (Sigma, HPA035370, 1:1,000 dilution), mouse anti-AGXT (Santa Cruz Biotechnology, SC-517388, 1:500 dilution), rabbit anti-LDHA (Cell Signalling Technology, 2012, 1:1,000 dilution), rabbit anti-CPT1α (Abcam, ab234111, 1:1,000 dilution), rabbit anti-PPARA (Proteintech, 15540-1-AP, 1:1,000 dilution), rabbit anti-HAO1 (Abcam, 194790, 1:1,000 dilution), mouse anti-β-actin (Cell Signalling Technology, 3700S, 1:1,000 dilution) and mouse anti-GAPDH (Santa Cruz Biotechnology, sc365062, 1:5,000 dilution). Primary antibodies were visualized by fluorescent secondary donkey anti-rabbit antibody (Li-Cor, 926-68073, 1:20,000 dilution) or donkey anti-mouse antibody (Li-Cor, 926-32212, 1:20,000 dilution) on a Li-Cor Odyssey XF Imager. Densitometry was performed using Image Studio Lite v.5.2 software and normalized to GAPDH or β-actin.

### Biochemical analyses of plasma, livers and hepatocytes

Immediately following mouse euthanasia, plasma was separated from whole blood by centrifugation in PST Tubes with lithium heparin (BD Microtainer, 365985). AST and ALT were measured in mouse plasma using the EnzyChrom Aspartate Transaminase or Alanine Transaminase Assay kits (BioAssay Systems, EASTR-100 and EALT-100, respectively) per the manufacturer’s instructions. Human plasma samples were acidified with 10 μl concentrated (12 M) hydrochloric acid per 1.0 ml plasma^67,68^ and assessed for oxalate concentrations using the Oxalate Assay kit (Abcam, ab196990) per the manufacturer’s instructions. For liver oxalate measurements, approximately 50 mg of liver tissue was lysed in ice-cold PBS by sonication. Liver LDH activity was measured using the LDH Assay kit (Abcam, ab102526) according to the manufacturer’s instructions. Primary mouse hepatocytes or HepG2 cells (approximately 5 × 10^5^ cells) were trypsinized, pelleted by centrifugation and lysed in 150 µl ice-cold PBS by sonication. Liver oxalate was measured using the Oxalate Assay kit (Abcam, ab196990) and normalized to tissue weight. For triglyceride analysis, approximately 50 mg frozen liver samples were homogenized in PBS and the soluble fraction was removed by centrifugation. Lipids were extracted as described previously^12,32^. In brief, lipids were extracted using 3:2 hexane:isopropanol. Aqueous components were separated out with the addition of PBS, and the remaining hexane fraction was permitted to evaporate for 48 h. Triglycerides were determined using the LabAssay Triglyceride measurement kit (Fuji Film, 632-50991) as per the manufacturer’s instructions. Liver hydroxyproline was measured using a hydroxyproline assay kit (Abcam, ab222941) as per the manufacturer’s instructions. MDA was measured using the TBARS assay kit (Cayman Chemical Company, 10009055) according to the manufacturer’s instructions.

### Oxalate analysis using IC–MS

Approximately 20–30 mg liver tissue was snap frozen in liquid nitrogen, then homogenized with Precellys Tissue Homogenizer. Oxalate was extracted using ice-cold 80:20 (*v*/*v*) methanol:water with 0.1% ammonium hydroxide. Extracts were vortexed vigorously for 2 min, centrifuged at 17,000*g* for 10 min at 4 °C and supernatants were transferred to clean tubes, followed by evaporation to dryness under nitrogen. Dried extracts were reconstituted in 100 μl 1 mM potassium hydroxide (KOH) in deionized water and 10 μl were injected for analysis by IC–MS. The IC mobile phase A (MPA; weak) was water and the mobile phase B (MPB; strong) was water containing 100 mM KOH. A Thermo Scientific Dionex ICS-6000+ system, including a Thermo IonPac AS11 column (4-µm particle size, 250 × 2 mm), with the column compartment kept at 35 °C, was used for separating metabolites. The autosampler tray was chilled to 4 °C. The mobile phase flow rate was 360 µl min^−1^ and the gradient elution programme was 0–5 min, 1% MPB; 5–25 min, 1–35% MPB; 25–39 min, 35–99% MPB; 39–49 min, 99% MPB; 49–50 min and 99–1% MPB. The total run time was 55 min. To enhance sensitivity, methanol was delivered by an external pump and combined with the eluent via a low dead volume mixing tee. Data were acquired using a Thermo Orbitrap IQ-X Tribrid Mass Spectrometer under negative electrospray ionization.

### Reduced representation bisulfite sequencing

Unbiased genome-wide DNA methylation analysis was carried out by Active Motif. Genomic DNA was extracted from livers of mice fed the MASH-inducing diet (Research Diets, D17010103) or standard chow diet (LabDiet, 5053) for 24 weeks using the Quick-gDNA MiniPrep kit (Zymo Research, D3024) following the manufacturer’s instructions. Samples were first Proteinase K digested (0.5% SDS, 0.5 mg ml^−1^ PK, 100 mM EDTA, in TE pH 8) rotating at 55 °C overnight. For library preparation and sequencing, 100 ng of genomic DNA was digested with TaqaI (New England Biolabs, R0149) at 65 °C for 2 h followed by MspI (New England Biolabs, R0106) at 37 °C overnight. Following enzymatic digestion, samples were used for library generation using the Ovation RRBS Methyl-Seq System (Tecan, 0353-32) following the manufacturer’s instructions. In brief, digested DNA was randomly ligated and, following fragment end repair, bisulfite was converted using the EpiTect Fast DNA Bisulfite kit (QIAGEN, 59824) following the manufacturer’s protocol. After conversion and cleanup, samples were amplified resuming the Ovation RRBS Methyl-Seq System protocol for library amplification and purification. Libraries were measured using Agilent 2200 TapeStation System and quantified using the KAPA Library Quant kit ABI Prism qPCR Mix (Roche, KK4835). Libraries were sequenced on a NovaSeq 6000 at SE75. Reads were mapped to the genome using Bismark (v.0.23.0) and Bowtie2 (v.2.4.2) allowing for no mismatches (-N 0) and a seed substring length of 20 (-L 20). Following alignment, PCR duplicates were removed using a custom analysis script. Each read had a randomized 6-mer barcode and if more than one read had the same start and end coordinates and the same barcode, all but one of the reads were discarded. CpG reports from the Bismark alignment were processed with the methylKit R package (v.1.28.0) and only CpG sites covered with at least ten reads were retained for the downstream analyses. MethylKit was used to perform Fisher’s exact test pairwise comparisons between the samples from mice with or without MASH. The raw RRBS data have been deposited in NCBI’s Gene Expression Omnibus (GEO) database under accession no. GSE265985.

### Cloning and production of AAV8-GFP and AAV8-AGXT

AAV8-AGXT expressing the human AGXT and AAV8-GFP control were prepared as we previously described^24^. In brief, plasmids for AAV8 package (pAdDeltaF6, pAAV2/8, pAAV-TBG-GFP, pAAV-TBG-MCS) were kindly provided by J. Lin (University of Michigan). The human *AGXT* was cloned from plasmid #RG212899 (Origene) into the backbone plasmid pAAV-TBG-MCS using the Gibson assembly kit (New England Biolabs). The *AGXT* sequence and proper insertion were confirmed by Sanger sequencing. pAAV-TBG-GFP, with the same backbone but expressing GFP, was used as a control. Seventy micrograms of AAV shuttle vector, 200 µg Delta F6 helper plasmid and 70 µg AAV2/8 Rep/Cap plasmid were prepared with EndoFree Plasmid Maxi kit (QIAGEN) and transfected into 15-cm plates of HEK293T cells using PEI transfection reagent (Sigma-Aldrich). After 96 h, the cells were lysed (20 mM Tris, pH 8.0, 150 mM NaCl) and 1 M MgCl_2_ and 25 kU ml^−1^ Benzonase were added after three freeze–thaw cycles between liquid nitrogen and 37 °C. Cell lysates were incubated at 37 °C for 15 min and then centrifuged at 1,500*g* and 4 °C for 30 min. AAVs in the supernatant were purified by ultracentrifugation in a density gradient iodixanol solution with a T865 rotor for 160 min at 367,000*g* and 14 °C. AAVs were concentrated in PBS with 0.01% Poloxamer 188 (Sigma-Aldrich) using a 100-kDa filter tube (Millipore, 910096) and the titre was quantified by qPCR.

### RNA sequencing and data analysis

As described above, RNA was isolated from liver samples of mice treated with AAV8-GFP or AAV8-AGXT (*n* = 4 per group, randomly selected). Samples were quantitated with a Qubit RNA assay (Thermo Fisher Scientific) and RNA quality was determined with the Agilent TapeStation RNA assay (Agilent Technologies). All samples had RNA integrity numbers of at least 8.3. Libraries were prepared with the Stranded mRNA Prep, Ligation kit (Illumina). One µg of RNA was processed for each sample and mRNA was purified and fragmented. cDNA was synthesized, and 3′ ends were adenylated. Anchor sequences were ligated to each sample and a limited-cycle PCR was performed to amplify and index the libraries. The average library size was determined using an Agilent TapeStation D1000 assay (Agilent Technologies) and libraries were quantitated with qPCR (Bio-Rad CFX96 Touch Real-Time PCR, NEB Library Quant kit for Illumina). Libraries were normalized to 0.5 nM and pooled. The library pool was denatured and diluted to approximately 100 pM. A 1% library of 2.5 pM PhiX was spiked in as an internal control. Paired end 76 × 76-bp sequencing was performed on an Illumina NovaSeq 6000. Primary analysis, including base calling and quality scoring, was performed onboard the Illumina NovaSeq 6000 (NovaSeq Control Software v.1.8.0; RTA v.3). Samples were de-multiplexed, the adaptor sequences were removed (the first nine cycles of sequencing were trimmed) and FASTQ files were generated. Data analysis was performed as we previously described^12,24,32,34^. The quality of the raw FASTQ files was checked through FastQC v.0.11.8 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmomatic v.0.35 was used to trim the low-quality reads with the parameters: SLIDINGWINDOW:4:20 MINLEN:25. The resulted high-quality reads were then mapped to the mouse reference genome (GRCm38.90) using HISAT2 v.2.1.0.13. Gene level quantification was performed using HTSeq-counts v.0.6.0 based on the GRCm38.90 genome annotations. The R package DESeq2 v.1.42.1 was then used to identify significant DEGs. Genes with an adjusted *P* value < 0.05 were considered significant. The upregulated and downregulated DEGs were analysed for significantly enriched KEGG pathways using the clusterProfiler v.4.10.1 package. The significance of the enrichment was determined by a right-tailed Fisher’s exact test followed by Benjamini–Hochberg multiple testing adjustment. The raw RNA sequencing data have been deposited in NCBI’s GEO database under accession no. GSE224097.

### Untargeted lipidomics and data analysis

Approximately 30 mg liver tissue from mice treated with AAV8-AGXT or AAV8-GFP was used for untargeted lipidomics. Hepatic lipids were extracted by adding 150 µl ice-cold ethanol containing 1% 10 mM butylated hydroxytoluene and 2% Avanti SPLASH LIPIDOMIX MS Standards to each liver sample. The liver samples were then homogenized with Precellys Tissue Homogenizer. Next, the samples were vortexed for 5 min, placed on ice for 10 min and centrifuged at 17,000*g* for 10 min at 4 °C. The supernatants were then collected for LC–MS analysis. Mobile phase A (MPA) was 40:60 acetonitrile: water with 0.1% formic acid and 10 mM ammonium formate. MPB was 90:9:1 isopropanol:acetonitrile: water with 0.1% formic acid and 10 mM ammonium formate. The chromatographic method included a Thermo Fisher Scientific Accucore C30 column (2.6 µm, 150 × 2.1 mm) maintained at 40 °C, a mobile phase flow rate of 0.200 ml min^−1^, an autosampler tray chilling at 8 °C and a gradient elution programme as follows: 0–3 min, 30% MPB; 3–13 min, 30–43% MPB; 13.1–33 min, 50–70% MPB; 33–48 min, 70–99% MPB; 48–55 min, 99% MPB; and 55.1–60 min, 30% MPB. The injection volume was 10 µl. A Thermo Fisher Scientific Orbitrap Fusion Lumos Tribrid mass spectrometer with heated electrospray ionization source was operated in data dependent acquisition mode, in both positive and negative ionization modes, with scan ranges of 150–1,500 *m/z*. An Orbitrap resolution of 240,000 (full width at half maximum) was used for MS^1^ acquisition and spray voltages of 3,600 and −2,900 V were used for positive and negative ionization modes, respectively. Vaporizer and ion transfer tube temperatures were set at 275 °C and 300 °C, respectively. The sheath, auxiliary and sweep gas pressures were 35, 10 and 0 (arbitrary units), respectively. For MS^2^ and MS^3^ fragmentation a hybridized HCD/CID approach was used. Data were analysed using Thermo Scientific LipidSearch software (v.5.1) and R scripts written in house. The raw untargeted lipidomics data have been deposited in MassIVE (accession no. MSV000094587).

### Primary hepatocyte isolation

Primary hepatocytes were isolated from 8–10-week-old male C57BL/6J mice fed a standard diet. Following euthanasia by isoflurane, the portal vein was cannulated using a 24G IV catheter (Terumo, SR-OX2419CA). The catheter was held within the portal vein by applying a surgical knot. The inferior vena cava was cut and 50 mL of warm liver perfusion medium (Gibco, 17701038 supplemented with 1% penicillin/streptomycin (GenClone, 25-512)) was perfused through the liver at 5 ml min^−1^. Pressure was applied to the inferior vena cava using a sterile cotton swab every 10 ml for approximately 15 s to allow backflow and thorough perfusion. Liver digest medium (Gibco, 17703034; warmed to 40 °C) was perfused through the mouse at 5 ml min^−1^. Pressure was applied to the inferior vena cava using a sterile cotton swab every 10 ml for approximately 15 s to allow backflow and thorough digestion. The liver was removed from the body and the gallbladder was removed. Cells were dissociated from the liver by gentle mechanical separation using forceps in ice-cold plating and thawing medium (William’s E Medium (Gibco, A1217601) supplemented with thawing and plating supplements (Gibco, CM3000)) and passed through a 100-µm filter. Cells were rinsed twice by centrifugation at 50*g* for 3 min and purified by Percoll gradient (20% Percoll (Cytiva, 45-001-748), 80% thawing and plating medium). Percoll was removed by centrifugation at 150*g* for 3 min, and cells were rinsed twice by centrifugation at 50 g for 3 min. Cells were resuspended in warm thawing and plating medium and plated at approximately 80% confluence into collagen-coated plates (0.01% *w*/*v*, Advanced Biomatrix NC0476635). Cells were allowed to adhere for approximately 3–4 h and non-adhered cells and debris were rinsed with warm PBS. Hepatocyte maintenance medium (William’s E Medium (Gibco, A1217601) with maintenance supplements (Gibco, CM4000)) was added for experiments.

### Cell culture, treatments and polarized microscopy

Mouse primary hepatocytes were maintained in maintenance medium and utilized for experiments no longer than 24 h post-isolation. Hepatocytes were plated at approximately 80% confluence and allowed to adhere for approximately 6 h before treatment. HepG2 cells were maintained in DMEM (Gibco, 1059-010) supplemented with 10% FBS (Gibco, 10438-026) and 1% penicillin/streptomycin (GenClone, 25-512) and plated at approximately 5 × 10^4^ cells per cm^2^. Cells were treated with sodium oxalate (NaOX, 0–500 µM, Sigma, 223433), BSA-conjugated PA (200 µM, Cayman Chemical Company, 29558), BSA control (200 µM, Cayman Chemical Company, 29556) or Wy 14,643 (10 µM, Cayman Chemical Company, 70730). For inhibition of transcription, HepG2 cells were treated with actinomycin D (5 μg ml^−1^, Sigma-Aldrich, A1410) for 24 h and lysed for qRT–PCR analysis as described above. Assessment of calcium-oxalate deposition as birefringent crystals in HepG2 cells and primary hepatocytes treated with increasing concentrations of NaOX (0–10 mM) was performed using a Nikon Eclipse TS2R-FL microscope equipped with a polarized light filter.

### Click-iT nascent RNA capture assay

The assessment of *PPARA* mRNA turnover utilized the Click-iT Nascent RNA Capture kit (Life Technologies, C10365) following the manufacturer’s instructions. HepG2 cells were cultured in the presence or absence of NaOX (500 µM) with or without the alkyne-modified nucleoside EU at a concentration of 0.25 mM. Next, the cell culture medium was aspirated and cells were rinsed to eliminate the uridine analogue. Cell lysis ensued, and mRNA was extracted. Click-iT reactions were executed to conjugate biotinylated azide to EU-labelled mRNA, utilizing 0.5 mM of biotinylated azide per 1 mg of mRNA. EU-labelled mRNAs were then captured and precipitated via streptavidin T1 magnetic beads, which underwent meticulous washing before proceeding to cDNA synthesis for subsequent quantification of *PPARA* gene expression via qRT–PCR.

### Transfections and luciferase assays

For in vitro PPARα overexpression, HepG2 cells were seeded at a density of 2.5 × 10^5^ cells per well in a 12-well plate and treated with Lipofectamine 3000 following the manufacturer’s protocol. Cells were transfected with either pcDNA3.1-GFP control (1 µg DNA per 1.5 × 10^5^ cells) or pcDNA3.1/hPPARα (1 µg DNA per 1.5 × 105 cells, OriGene, NM_000030). After 24 h of transfection period, cells were subjected to treatment with or without NaOX (500 µM) overnight. Subsequently, cells were lysed to extract RNA and protein for the assessment of gene and protein expression levels or Seahorse analyses. For in vitro AGXT overexpression, HepG2 cells were plated at 2.5 × 10^5^ cells per well in a 12-well plate with Lipofectamine 3000 according to manufacturer’s instructions with pcDNA3.1-GFP control (1 µg DNA per 2 × 10^5^ cells) or pcDNA3.1-AGXT-GFP (1 µg DNA per 2 × 10^5^ cells, OriGene, NM_000030). For luciferase reporter assays, 1 × 10^4^ HepG2 cells per well were plated in a 96-well plate and transfected with 80 ng per well of PPREx3-TK-luciferase (pGL3/PPREx3, Addgene), 10 ng per well recombinant human PPARα (pcDNA3.1/hPPARα, NM_001001930) and 10 ng per well *Renilla* (pRL-TK, Promega) constructs using Lipofectamine 3000 (Invitrogen, L3000-015). Approximately 18 h following transfection, cells were treated with or without NaOX (500 µM) or Wy 14,643 (10 µM) for 24 h. Cells were lysed and luminescence was measured (Promega, E1980) as per manufacturer’s instructions on a CLARIOstar Plus High-Performance Multimode Microplate Reader.

### Seahorse analysis

Oxygen consumption rates (OCRs) and dependency on FAO were assessed using an Agilent Seahorse XFe24 Analyser at the Cellular Metabolism Core, Louisiana State University Health Sciences Center-Shreveport. As we previously described^12^, HepG2 cells were seeded at 2.5 × 10^4^ per well in XF24 cell culture microplates (Agilent, 103015-100). The next day, cells were treated with or without 500 µM NaOX for approximately 18 h. For the overexpression of AGXT or PPARα, HepG2 cells were seeded at a density of 1 × 10^4^ cells per well in a XF24 cell culture microplate. Using Lipofectamine 3000, cells were transfected with either pcDNA3.1-GFP control, pcDNA3.1-AGXT-GFP or pcDNA3.1/hPPARα. After 24 h, cells were subjected to treatment with PA (200 µM) or NaOX (500 µM) overnight. XFe24 sensor cartridges were hydrated in accordance with the manufacturer’s protocol. Oligomycin, FCCP, rotenone + antimycin A (R/A) (Agilent, 103015-100) and etomoxir (Cayman Chemical Company, 11969) were used at final concentrations of 2.5 µM, 1 µM, 0.5 µM, and 20 µM, respectively.

### Human peripheral blood monocyte isolation

hPBMs were isolated according to the Institutional Review Board and Health Insurance Portability and Accountability Act guidelines (approval no. H99-064) as described previously^70^. In brief, blood was drawn by median cubital vein venipuncture from healthy volunteers and centrifuged through a Ficoll Histopaque 1077 gradient (Sigma) to isolate mononuclear cells. Cells were then washed with saline and monocytes were isolated by centrifugation through a Percoll (Pharmacia) gradient. Cells were washed once in serum-free RPMI medium and resuspended in serum-free RPMI medium. hPBMs were used within 24 h. To label monocytes with green fluorescence, hPBMs were suspended in warm HBSS (Gibco, 14025-076) at a concentration of approximately 1 × 10^6^ cells per ml and 5 µl ml^−1^ of Vybrant DiO cell-labelling solution (Invitrogen, V22886) was added as per manufacturer’s instructions. Cells were incubated at 37 °C for 20 min, then rinsed twice with fresh HBSS before a final resuspension of 5 × 10^6^ cells per ml before Transwell experiments. HepG2 cells were plated at 1 × 10^5^ cells per well of a 24-well plate and allowed to adhere overnight in 500 µl DMEM supplemented with 10% FBS and 1% penicillin/streptomycin.

### Transwell chemotaxis assay

HepG2 cells were then treated with or without 500 µM NaOX for approximately 18 h. For *CCL2* knockdown experiments, HepG2 cells were plated at 1 × 10^5^ cells per well of a 24-well plate and transfected with 20 nM of siRNA against *CCL2* (siCCL2, CCL2 Human ON-TARGETplus siRNA, Dharmacon, L-007831-00-000) using Lipofectamine RNAiMAX (Invitrogen, 13778150) in Opti-MEM reduced-serum medium (Gibco) in accordance with the manufacturer’s protocol. Scrambled siRNA was used as a negative control (ON-TARGETplus non-targeting pool, Dharmacon, CO, D-001810-10-05). After 24 h, cells were treated with or without 500 µM NaOX for 18 h. hPBMs were labelled with Vybrant DiO cell-labelling solution and suspended at approximately 5 × 10^6^ cells per ml of warmed HBSS. Millicell cell culture hanging inserts with 8-µm pores (Millipore, PTEP24H48) were inserted into each well and 100 µl hPBMs were added to the top well of each insert. hPBMs were permitted to incubate for approximately 18 h in the insert and pass through the pores into the bottom well. Following hPBM transmigration, inserts were carefully removed and the bottom well containing both HepG2 cells and hPBMs were fixed in 3.7% neutral buffered formalin for at least 20 min. Cells were visualized on a Keyence BZ-X810 all-in-one fluorescence microscope and the total number of hPBMs that passed into the bottom well were quantified using Keyence BZ-X800 analyser software. Representative images of the fluorescent hPBMs (shown in green) were taken with a brightfield overlay to visualize equal numbers of HepG2 cells for each treatment.

### Statistical analyses

All statistical analyses were performed using GraphPad Prism v.10 software. No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications^11,12,15,24,34^. The following analyses were conducted by technicians or investigators blinded to the experimental groups: histopathology, RNA sequencing, lipidomics, IC–MS and RRBS. All other data collection and analyses were not performed blind to the conditions of the experiment. All data were expressed as mean ± s.e.m. and repeated with at least three independent experiments. Biological replications were performed as indicated and averaged for each individual experiment. Each data point presented represents an independent experiment or an individual subject. Due to insufficient human liver tissue, one MASH sample was excluded from the histopathological analysis and three MASH samples were excluded from the LDH activity assay. Before statistical comparisons, data were tested for equal variance and normality using Shapiro–Wilk and Kolmogorov–Smirnov tests. If data passed, an unpaired *t*-test was used to compare two groups and a one-way ANOVA followed by Tukey’s post hoc test for comparisons among more than two groups. Otherwise, nonparametric tests (Mann–Whitney *U*-test or Kruskal–Wallis test followed by Dunn’s post hoc test) were used. Data comparing multiple groups utilized two-way analysis of variance (ANOVA) with Bonferroni multiple comparisons test. Differences between categorical variables (sex and race) were tested using chi-squared analysis. *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Fig. 1 and Tables 1 and 2.

Reporting Summary

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 1 Unprocessed western blots/gels.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 2 Unprocessed western blots/gels.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 4 Unprocessed western blots/gels.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 1 Unprocessed western blots/gels.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 2 Unprocessed western blots/gels.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 3 Unprocessed western blots/gels.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 4 Unprocessed western blots/gels.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 7 Unprocessed western blots/gels.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

Source Data Extended Data Fig. 10 Unprocessed western blots/gels.

## Data Availability

All data are available within the paper, extended data, source data files and supplementary files. Raw RNA sequencing and RRBS data have been deposited in NCBI’s GEO database under accession nos. GSE224097 and GSE265985, respectively. Raw lipidomics data have been deposited in MassIVE under accession no. MSV000094587. Source data are provided with this paper.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4
**Supplement:** Supplementary file 1 — Supplementary Fig. 1 and Tables 1 and 2.

# **Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis**

---

In the format provided by the  
authors and unedited

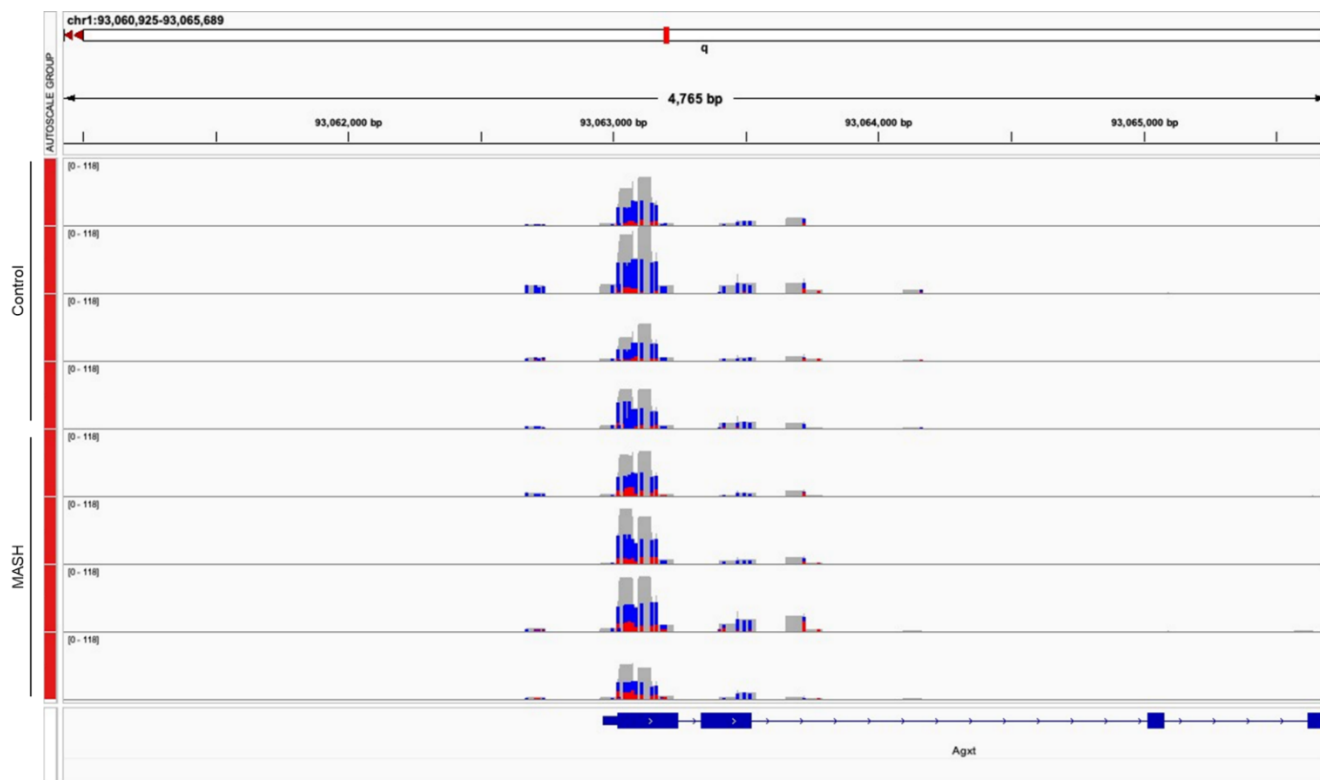

**Supplementary Fig. 1:** Hypermethylation of AGXT in MASH: Integrative Genomics Viewer (IGV) screenshot showing methylation rates (red) at the promoter and first exon region of *Agxt* in livers from mice with advanced MASH (24 weeks on the MASH diet) or controls (n=4).

**Supplementary Table 1: Human primers used for qRT-PCR analyses**

| Gene name (Human)                                                        | Forward primer          | Reverse primer          |
|--------------------------------------------------------------------------|-------------------------|-------------------------|
| Alanine-glyoxylate aminotransferase ( <i>AGXT</i> )                      | AGAGACATCGTCAGCTACGTCA  | CAGGTCACAGCTTCTTCTTGG   |
| Glycolate reductase/hydroxypyruvate reductase ( <i>GRHPR</i> )           | GATGTCCTGACAGATAACCACCG | TCTGCGTGAGTCCATAGCCACA  |
| Hydroxyproline dehydrogenase ( <i>PROD2</i> )                            | GGACCTGTTACGTGCTCTGTT   | AGACGGATGCTCGGAGAAATG   |
| 4-Hydroxy-2-oxoglutarate aldolase 1 ( <i>HOGA1</i> )                     | GGTCCCCAAGTCTGGTCTTCT   | GATACCCGCAATGTCCACCTT   |
| Hydroxyacid oxidase 1 ( <i>HAO1</i> )                                    | GTCCTGAGGCACTTCGTTGG    | CCCAGGTAAGGTGTGTCCA     |
| Lactate dehydrogenase ( <i>LDHA</i> )                                    | TATGGAGTGGAATGAATGTTGC  | CCCTTAATCATGGTGGAAGACTC |
| Glyceraldehyde-3-phosphate dehydrogenase ( <i>GAPDH</i> )                | ACAACTTTGGTATCGTGGAAGG  | GCCATCACGCCACAGTTTC     |
| Peroxisome proliferator activated receptor alpha ( <i>PPARA</i> )        | CGGTGACTTATCCTGTGGTCC   | CCGCAGATTCTACATTCGATGTT |
| PPARG coactivator 1 alpha ( <i>PPARGC1A</i> )                            | GCTTTCTGGGTGGACTCAAGT   | GAGGGCAATCCGTCTTCATCC   |
| Carnitine palmitoyltransferase 1A ( <i>CPT1A</i> )                       | TCCAGTTGGCTTATCGTGGTG   | TCCAGAGTCCGATTGATTTTTGC |
| Sterol regulatory element binding transcription factor ( <i>SREBF1</i> ) | GGCTCCTGCCTACAGCTTCT    | CAGCCAGTGGATCACCACA     |
| Fatty acid synthase ( <i>FASN</i> )                                      | TATGCTTCTTCGTGCAGCAGTT  | GCTGCCACACGCTCCTCTAG    |
| Acetyl-CoA carboxylase alpha ( <i>ACACA</i> )                            | CAGAAGTGACAGACTACAGG    | ATCCATGGCTTCCAGGAGTA    |
| Steroyl-Coenzyme A desaturase ( <i>SCD1</i> )                            | CACCACATTCTTCATTGATTGCA | ATGGCGGCCTTGGAGACT      |
| Cluster of differentiation 36, fatty acid translocase ( <i>CD36</i> )    | AAGCCAGGTATTGCAGTTCTTT  | GCATTTGCTGATGTCTAGCACA  |

|                                                                                   |                       |                        |
|-----------------------------------------------------------------------------------|-----------------------|------------------------|
| Solute carrier family 27A1-2, fatty acid transporter protein 2 ( <i>SLC27A2</i> ) | GGAGATACATTCCGGTGGAA  | TGATCTCAATGGTGTCTGT    |
| Solute carrier family 27A1-2, fatty acid transporter protein 4 ( <i>SLC27A4</i> ) | GTGAAGGCAAAGGTGCGAC   | CGGAAGGTCCAGTGGGTATC   |
| Solute carrier family 27A1-2, fatty acid transporter protein 5 ( <i>SLC27A5</i> ) | TGGAGGAGATCCTTCCCAAGC | TGGTCCCCGAGGTATAGATGAA |
| C-C motif chemokine ligand 2 ( <i>CCL2</i> )                                      | GCTCAGCCAGATGCAATCA   | AGATCTCCTTGGCCACAATG   |

**Supplementary Table 2: Mouse primers used for qRT-PCR analyses**

| Gene Name (Mouse)                                                    | Forward Primer           | Reverse Primer          |
|----------------------------------------------------------------------|--------------------------|-------------------------|
| Alanine-glyoxylate aminotransferase ( <i>Agxt</i> )                  | AAGGCATCCAGTATGTGTTCCA   | TTCCGGTTAGAAAGGAGTCCC   |
| Glycolate reductase/hydroxypyruvate reductase ( <i>Grhpr</i> )       | GTGTCCTGACAGATGCCACTG    | CACATCCATAATGGGCTCCAG   |
| Hydroxyproline dehydrogenase ( <i>Prodh2</i> )                       | GCCTTCCATGTCAAGGGAACC    | CCTGAAACGCTAGTCCATGAGT  |
| 4-Hydroxy-2-oxoglutarate aldolase 1 ( <i>Hoga1</i> )                 | GCAGGGGCTTGTCTAGGAATG    | TCAGGAACGGAACTCTCCAG    |
| Hydroxyacid oxidase 1 ( <i>Hao1</i> )                                | TTGGGCTACCTCCTCAATAGAA   | TCTGTCTGCTGATCTCACGGT   |
| Lactate dehydrogenase ( <i>Ldha</i> )                                | CAAAGACTACTGTGTAAGTCCGA  | TGGACTGTACTTGACAATGTTGG |
| Glyceraldehyde-3-phosphate dehydrogenase ( <i>Gapdh</i> )            | CTGCGACTTCAACAGCAACT     | GAGTTGGGATAGGGCCTCTC    |
| Peroxisome proliferator activated receptor alpha ( <i>Ppara</i> )    | AACATCGAGTGTCTGAATATGTGG | CCGAATAGTTCGCCGAAAGAA   |
| Peroxisome proliferator activated receptor alpha ( <i>Ppargc1a</i> ) | ATCACGTTCAAGGTCACCCTAC   | TTCTGCTTCTGCCTCTCTCTCT  |
| Carnitine palmitoyltransferase 1A ( <i>Cpt1a</i> )                   | AGATCAATCGGACCCTAGACAC   | CAGCGAGTAGCGCATAGTCA    |
| Acyl-CoA Dehydrogenase, Medium Chain ( <i>Acadm</i> )                | CTGTGATTCTTGCTGGAAATGA   | GCCGTTGATAACATACTCGTCA  |
| Acyl-CoA Dehydrogenase, long Chain ( <i>Acadl</i> )                  | CTATATTGCGAATTACGGCACA   | ACACCTTGCTTCCATTGAGAAT  |
| Acyl-CoA Dehydrogenase very long Chain ( <i>Acadvl</i> )             | GCAGATGAGTGCATCCAAATAA   | TGAGTTCCTTTCCTTTGTCCAT  |

|                                                                                   |                         |                          |
|-----------------------------------------------------------------------------------|-------------------------|--------------------------|
| Acyl-Coenzyme A oxidase 1 ( <i>Acox1</i> )                                        | CCGCCACCTTCAATCCAGAG    | CAAGTTCTCGATTTCTCGACGG   |
| Hydroxyacyl-Coenzyme A dehydrogenase $\alpha$ ( <i>Hadha</i> )                    | ACCTCGGTGTAAAGCACAAAGT  | GAGGTTTTGTCAGTGGTGATGA   |
| Hydroxyacyl-Coenzyme A dehydrogenase $\beta$ ( <i>Hadhb</i> )                     | AAACAAGCAATGTGGCTAGAGAG | CAGACATTA ACTCAACACCACCA |
| Acetyl-Coenzyme A acyltransferase 2 ( <i>Acaa2</i> )                              | AGTCCCCCTACTGTGTCAGAAA  | CCATCTCCTCATTGAAGTAGCC   |
| Enoyl-Coenzyme A $\Delta$ isomerase 1 ( <i>Eci1</i> )                             | TGCTGTGACTACAGGGTTATGG  | GATCCTCAGGTACCACCTCATC   |
| Enoyl-Coenzyme A $\Delta$ isomerase 2 ( <i>Eci2</i> )                             | ACTACTGCAGTGGGAATGACCT  | ATAGTCCCAGAAGGGTGACAGA   |
| Acyl-CoA Synthetase Long Chain 1 ( <i>Acs1</i> )                                  | GAGCAATGATCACTCACCAAAA  | TCTTAGCTCCATGACACAGCAT   |
| Fatty acid translocase or Cluster of differentiation 36 ( <i>Cd36</i> )           | GAGCCATCTTTGAGCCTTCA    | TCAGATCCGAACACAGCGTA     |
| Solute carrier family 27A1-2, fatty acid transporter protein 5 ( <i>Slc27a5</i> ) | CACCCCCAGGGCTACGCT      | CAGTGCTTGCCGCTCTAAA      |
| Solute carrier family 27A1-2, fatty acid transporter protein 2 ( <i>Slc27a2</i> ) | CTGTTCCGAGACGAGACGC     | TGGCACGAATGTTGTAGTTGAG   |
| Solute carrier family 27A1-2, fatty acid transporter protein 4 ( <i>Slc27a4</i> ) | TGAAATCACCGCAGACGACAGG  | GCTTGTCACCATCTCGTTTTCTC  |
| Sterol regulatory element binding transcription factor ( <i>Srebp1</i> )          | TAGAGCATATCCCCCAGGTG    | GGTACGGGCCACAAGAAGTA     |
| Fatty acid synthase ( <i>Fasn</i> )                                               | CTCATCCACTCAGGTTGAG     | AGGTATGCTCGCTTCTCT       |

|                                                                                                 |                         |                         |
|-------------------------------------------------------------------------------------------------|-------------------------|-------------------------|
| Acetyl-CoA carboxylase alpha ( <i>Acaca</i> )                                                   | AATGAACGTGCAATCCGATTTG  | ACTCCACATTTGCGTAATTGTTG |
| Steroyl-Coenzyme A desaturase ( <i>Scd1</i> )                                                   | CGAGGGTTGGTTGTTGATCT    | GCCCATGTCTCTGGTGTTTT    |
| C-C motif chemokine ligand 2 ( <i>Ccl2</i> )                                                    | TTAAAAACCTGGATCGGAACCAA | GCATTAGCTTCAGATTTACGGGT |
| C-C motif chemokine ligand 5 ( <i>Ccl5</i> )                                                    | ATATGGCTCGGACACCACTC    | CCACTTCTTCTCTGGGTTGG    |
| C-C motif chemokine receptor 2 ( <i>Ccr2</i> )                                                  | GATGATGGTGAGCCTTGTCATA  | AGTGAGCCCAGAATGGTAATGT  |
| Nuclear factor of kappa light polypeptide gene enhancer in B cells 2, p49/p100 ( <i>Nfkb2</i> ) | GAGGTTGCGTTCTATGAGGATG  | CTCTGCACTTCCTCCTTGCTT   |
| Avian reticuloendotheliosis viral (v-rel) oncogene related B ( <i>Relb</i> )                    | ATCCTCTCTGAGCCTGTCTACG  | CACATCAGCTTGAGAGAAGTCG  |
| Tumor necrosis factor ( <i>Tnf</i> )                                                            | CTGTGAAGGGAATGGGTGTT    | GGTCACTGTCCCAGCATCTT    |
| Transforming growth factor $\beta$ -1 ( <i>Tgfb1</i> )                                          | TGCGCTTG CAGAGATTAAAA   | CTGCCGTACAACCTCCAGTGA   |
| Transforming growth factor $\beta$ -2 ( <i>Tgfb2</i> )                                          | CTAATGTTGTTGCCCTCCTACAG | GCACAGAAGTTAGCATTGTACCC |
| Transforming growth factor $\beta$ receptor type 1 ( <i>Tgfb1r1</i> )                           | GGACCATTGTGTTACAAGAAAGC | CATGGCGTAACATTACAGTCTGA |
| Transforming growth factor $\beta$ receptor type 2 ( <i>Tgfb1r2</i> )                           | TCCTAGTGAAGAACGACTTGACC | TACCAGAGCCATGGAGTAGACAT |
| Collagen 1A1 ( <i>Col1a1</i> )                                                                  | TGAACGTGACCAAAAACCAA    | GCAGAAAAGGCAGCATTAGG    |
| Collagen 1A2 ( <i>Col1a2</i> )                                                                  | AGGCAGGTCTGGGCTTTATT    | CGTATCCACAAAGCTGAGCA    |
| Collagen 4A1 ( <i>Col4a1</i> )                                                                  | CAGGCATAGTCAGACAACAGATG | TGGACAGCCAGTAAGAGTAGTCG |

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Reduced representation bisulfite sequencing (RRBS): methylKit R package (Bismark-0.23.0, bowtie2-2.4.2, methylKit_1.28.0), RNA sequencing: NovaSeq Control Software v1.8.0; RTA v3 (primary analysis), FastQC v0.11.8 (quality analysis of raw FASTQ files), Trimmomatic v0.35 (trimming of low-quality reads), HISAT2 v.2.1.0.13 (mapping to the mouse reference genome, GRCm38.90), R package DESeq2_1.42.1 (identification of significant differentially expressed genes), clusterProfiler_4.10.1 (KEGG pathway analysis). Lipidomics: Thermo Scientific LipidSearch software (version 5.1). Immunohistochemical and immunofluorescence analyses: Keyence BZ-X800 analyzer software. Western blot: Li-Cor Odyssey XF Imager and Image Studio Lite v5.2 software. |
| Data analysis   | GraphPad Prism v10 software                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available within the manuscript, extended data, source data files and supplementary files. Raw RNA-sequencing and RRBS data have been deposited in NCBI's GEO database under accession numbers GSE224097 and GSE265985, respectively. Raw lipidomics data have been deposited in MassIVE under accession number MSV000094587.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

The term sex was carefully used as a biological attribute. The findings apply to both males and females. Sex was determined based on self-report, demographics and clinical information obtained at the Multi-Organ Transplant Institute, Ochsner Clinic Foundation (New Orleans, LA, USA) and BioIVT, LLC (Kansas City, United States). The collection of deidentified human liver and plasma specimens was approved by the Institutional Review Board of Ochsner Clinic Foundation (protocols 2010.179, 2016.131.B, and 2020.039). The studies were conducted through the Ochsner Multi-Organ Transplant Institute with specimens collected following informed consent. Liver and plasma oxalate concentrations as well as hepatic expression of genes regulating glyoxylate metabolism or oxalate formation among patients with or without MASH were not analyzed based on sex due to 1) the low sample size, and 2) no significant differences in sex (or other potential confounders such as age and race) between the patients with or without MASH.

### Reporting on race, ethnicity, or other socially relevant groupings

Race and age were determined based on self-report, demographics and clinical information obtained at the Multi-Organ Transplant Institute, Ochsner Clinic Foundation (New Orleans, LA, USA) and BioIVT, LLC (Kansas City, United States). The collection of deidentified human liver and plasma specimens was approved by the Institutional Review Board of Ochsner Clinic Foundation (protocols 2010.179, 2016.131.B, and 2020.039). The studies were conducted through the Ochsner Multi-Organ Transplant Institute with specimens collected following informed consent. Liver and plasma oxalate concentrations as well as hepatic expression of genes regulating glyoxylate metabolism or oxalate formation among patients with or without MASH were not analyzed based on race and ethnicity due to 1) the low sample size, and 2) no significant differences in race between the patients with or without MASH.

### Population characteristics

For liver specimens, the sex distribution (M/F), age (mean  $\pm$  SEM), and race distribution (Caucasian/African American/Asian/Latino-Hispanic) among the patients with MASH were 14/9, 62.13  $\pm$  1.75, and 22/1/0/0, respectively. The sex distribution (M/F), age (mean  $\pm$  SEM), and race distribution (Caucasian/African American/Asian/Latino-Hispanic) among the patients without MASH were 4/6, 60.60  $\pm$  2.01, and 6/2/1/1, respectively. There were no significant differences in sex, age, or race between the patients with or without MASH. For plasma specimens, the sex distribution (M/F), age (mean  $\pm$  SEM), and race distribution (Caucasian/African American/Latino-Hispanic/Asian) among the patients with MASH were 10/17, 59.81  $\pm$  1.42, and 25/1/1/0. The sex distribution (M/F), age (mean  $\pm$  SEM), and race distribution (Caucasian/African American/Latino-Hispanic/Asian) among the patients without MASH were 6/26, 62.44  $\pm$  1.85, and 22/6/2/2, respectively. There were no significant differences in sex, age, or race between the patients with or without MASH.

### Recruitment

All available samples were analyzed. No potential self-selection bias or any other biases to report.

### Ethics oversight

The studies of deidentified human liver and plasma specimens were approved by the Institutional Review Board of Ochsner Clinic Foundation (protocols 2010.179, 2016.131.B, and 2020.039).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The sample size for the mouse and in vitro studies was determined based on power analysis (WINPEPI software) with a 5% significance level and 80% power using data from our previous studies on MASH and AGXT (Sci Transl Med. 2020, PMID: 33268508; Cell Rep. 2021, PMID: 33268508).

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
|                 | 34320345; Cell Metab. 2023. PMID: 37040763). The sample size for the human study was not predetermined. All available human samples were analyzed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Replication     | The reproducibility of the findings was verified in liver samples from patients with MASH, multiple mouse models of MASH, mouse primary hepatocytes and the HepG2 human hepatoma cell line. Findings from humans, mice, mouse primary hepatocytes and HepG2 cells were replicated using at least 3 independent and biologically distinct samples.                                                                                                                                                                                                                                                                                                                 |
| Randomization   | Randomization was not relevant to the human data due to the observational study design. C57BL/6J mice ordered from the Jackson Laboratories were randomly selected to receive either AAV8-TBG-AGXT expressing human AGXT or AAV8-TNG-GFP control driven by the hepatocyte-specific TBG promoter. There were no significant differences in body weight between the groups before or after AAV8 injection. C57BL/6J ordered from the Jackson Laboratories were randomly selected to receive vehicle, 5 mg/kg/day MDMG-935P, or 10 mg/kg/day MDMG-935P. There were no significant differences in body weight between the groups before or after MDMG-935P treatment. |
| Blinding        | The following analyses were conducted by technicians or investigators blinded to experimental groups: histopathology, RNA-sequencing, lipidomics, IC-MS, and RRBS. Other data collection and analyses were not performed blindly due to the complexity of the experiments or because they were conducted by a single investigator. However, the use of software and machine-based analysis minimized potential investigator bias.                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-AGXT (Sigma; #HPA035370, lot: B119109; and Santa Cruz, #SC-517388, lot: #G3021), anti-CPT1 $\alpha$ (Abcam, #ab234111, lot: GR3351270-28), anti- $\beta$ -actin (Cell Signaling Technology, #3700S, lot: 13), anti-GAPDH (Santa Cruz Biotechnology, #sc365062, lot: #K0321), anti-F4/80 (Bio-Rad ABD Serotec, #MCA497R, lot: 159786), anti-CCR2 (Abcam, #ab273050, lot: 1003175-20), anti-TREM2 (Proteintech, #27599-1-AP, lot: 00055044), anti-Ly6g (Thermo scientific, #11-9668-82, lot: 2750881), anti-PPARA (Proteintech, #15540-1-AP, lot: 00110519), anti-HAO1 (Abcam, #194790, lot: 1090660-1), anti-LDHA (Cell signaling technology, #2012, lot: 2), anti-smooth muscle actin-Cy3 (Sigma, #C6198, lot: 0000214427), anti-arginase1 (Arg1, Sigma #HPA024006), and goat-anti-rat secondary antibody conjugated to Cy5 fluorophore (Invitrogen, #A-21247).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Validation      | <p>We validated the anti-AGXT antibodies (Sigma #HPA035370, and Santa Cruz #SC-517388) using liver samples from mice that are either deficient in AGXT (described in Sci Transl Med. 2020, PMID: 33268508) or overexpressing the human AGXT in hepatocytes (described in Cell Rep. 2021, PMID: 34320345, and in the current manuscript).</p> <p>The anti-CPT1<math>\alpha</math> antibody (Abcam #ab234111) was validated in human and mouse tissues using WB and IHC. Loss of signal was observed when knockout cell line ab266319 (knockout cell lysate ab256880) was used. This antibody was referenced in 29 publications. <a href="https://www.abcam.com/en-us/products/primary-antibodies/cpt1a-antibody-epr21843-71-2f-ab234111#">https://www.abcam.com/en-us/products/primary-antibodies/cpt1a-antibody-epr21843-71-2f-ab234111#</a>.</p> <p>The anti-<math>\beta</math>-actin antibody (Cell Signaling Technology #3700S) was validated in human and mouse tissues and cells using WB, IHC, IF and flow cytometry. This antibody was referenced in 4458 publications. <a href="https://www.cellsignal.com/products/primary-antibodies/b-actin-8h10d10-mouse-mab/3700">https://www.cellsignal.com/products/primary-antibodies/b-actin-8h10d10-mouse-mab/3700</a></p> <p>The anti-GAPDH antibody (Santa Cruz Biotechnology #sc365062) was validated in human and mouse tissues and cells using WB and IHC. This antibody was referenced in 1,534 publications. <a href="https://www.scbt.com/p/gapdh-antibody-g-9?gad_source=1&amp;gclid=CjwKCAjw_Na1BhAlEiwAM-dm7LckvoSxfvfUqJrK37Ud-vChzBKHZqf4-VY6oDrS-h00-ktrg6e4xoCsFMQAvD_BwE">https://www.scbt.com/p/gapdh-antibody-g-9?gad_source=1&amp;gclid=CjwKCAjw_Na1BhAlEiwAM-dm7LckvoSxfvfUqJrK37Ud-vChzBKHZqf4-VY6oDrS-h00-ktrg6e4xoCsFMQAvD_BwE</a></p> <p>The anti-F4/80 antibody (Bio-Rad ABD Serotec #MCA497R) was validated in mouse tissue using WB, IHC, IF and flow cytometry. This antibody was referenced in 298 publications. <a href="https://www.bio-rad-antibodies.com/monoclonal/mouse-f4-80-antibody-cl-a3-1-mca497.html?f=purified">https://www.bio-rad-antibodies.com/monoclonal/mouse-f4-80-antibody-cl-a3-1-mca497.html?f=purified</a></p> <p>The anti-smooth muscle actin-Cy3 antibody (Sigma #C6198) was validated in human and mouse tissues using IF. This antibody was referenced in 47 publications. <a href="https://www.sigmaaldrich.com/US/en/product/sigma/c6198?utm_source=google&amp;utm_medium=cpc&amp;utm_campaign=21466469979&amp;utm_content=165394577192&amp;gclid=CjwKCAjw_Na1BhAlEi">https://www.sigmaaldrich.com/US/en/product/sigma/c6198?utm_source=google&amp;utm_medium=cpc&amp;utm_campaign=21466469979&amp;utm_content=165394577192&amp;gclid=CjwKCAjw_Na1BhAlEi</a></p> |

wAM-dm7APCkDkfKelvoeEVcnD1siRQ7a2a9xR\_NzcO9q6IAEIUDCfeAaXOSxoCFFwQAvD\_BwE

The anti-PPARA antibody (Proteintech #15540-1-AP) was validated in human and mouse cells using WB and IP. This antibody was referenced in 200 publications. <https://www.ptglab.com/products/PPARA-Antibody-15540-1-AP.htm>

The anti-HAO1 (Abcam# 194790) was validated in mouse tissue using WB. <https://www.abcam.com/en-us/products/primary-antibodies/hao1-gox-antibody-ab194790#>

The anti-LDHA antibody (Cell signaling technology #2012) was validated in human and mouse cells using WB. This antibody was referenced in 200 publications. <https://www.cellsignal.com/products/primary-antibodies/ldha-antibody/2012>

The anti-arginase1 antibody (Arg1, Sigma #HPA024006) was validated in human tissues by WB and IHC. This antibody was referenced in 16 publications. [https://www.sigmaaldrich.com/US/en/product/sigma/hpa003595?utm\\_source=google&utm\\_medium=cpc&utm\\_campaign=21466469979&utm\\_content=165394639632&gclid=CjwKCAjw\\_Na1BhAlEi wAM-dm7O5epwdz2dmTcZTDMKgTbr2C0liWr9XNVFMYmVXD7gsyQSOvcC0iyhoCkmcQAvD\\_BwE](https://www.sigmaaldrich.com/US/en/product/sigma/hpa003595?utm_source=google&utm_medium=cpc&utm_campaign=21466469979&utm_content=165394639632&gclid=CjwKCAjw_Na1BhAlEi wAM-dm7O5epwdz2dmTcZTDMKgTbr2C0liWr9XNVFMYmVXD7gsyQSOvcC0iyhoCkmcQAvD_BwE)

The anti-CCR2 antibody (Abcam #ab273050) was validated in mouse tissues, including CCR2 KO mice, using WB. This antibody was referenced in 16 publications. <https://www.abcam.com/en-us/products/primary-antibodies/ccr2-antibody-epr20844-15-ab273050#application=wb>

The anti-TREM2 antibody (Proteintech # 27599-1-AP) was validated in human activated and non-activated macrophages using WB. This antibody was referenced in 18 publications. <https://www.ptglab.com/products/TREM2-Antibody-27599-1-AP.htm>

The anti-Ly6g antibody (Thermo scientific #11-9668-82) was validated in mouse cells using flow cytometry. This antibody was referenced in 61 publications. <https://www.thermofisher.com/antibody/product/Ly-6G-Antibody-clone-1A8-Ly6g-Monoclonal/11-9668-82>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                            |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The HepG2 human hepatoma cell line was obtained from the American Type Culture Collection (ATCC, HB-8065). The HEK293T cell line that was obtained from American Type Culture Collection (ATCC, CRL-3216). |
| Authentication                                                    | HepG2 cells express known hepatocyte markers, including albumin, and also express AGXT. The HEK293T was authenticated by ATCC.                                                                             |
| Mycoplasma contamination                                          | Cells were not tested for Mycoplasma contamination                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                              |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J (stock: 000664) were purchased from the Jackson Laboratories. Eight-week-old C57BL/6J male and female mice were housed under controlled temperature (22±2°C) and humidity conditions (40-60%) on a 12-hour light/dark cycle and fed ad libitum either a standard chow diet (LabDiet #5053, 13% of calories from fat) or established 12,32-35 MASH-inducing diets (Research Diets #D17010103, 40% of calories from fat or Envigo, #TD.160785, 52.6% of calories from fat) for 12, 16, or 24 weeks prior to euthanasia and tissue harvest. Primary hepatocytes were isolated from 8-10-week-old male C57BL/6J mice fed a standard chow diet as described below. AAV8-AGXT expressing human AGXT and AAV8-GFP control driven by the hepatocyte-specific TBG promoter were administered by intraperitoneal injection into 7-week-old male C57BL/6J mice at 2x10 <sup>11</sup> viral genomes and a final volume of 200 µL per mouse, as we previously described <sup>24</sup> . Starting from 8 weeks of age, mice were fed the MASH diet (Research Diets #D17010103) ad libitum for 24 weeks. AAV8-AGXT and AAV8-TBG-GFP were similarly administered to 11-week-old male C57BL/6J mice that were kept on the standard chow (LabDiet #5053) ad libitum for an additional 12 weeks of age. MDMG-935P is a salicylic acid derivative we recently developed that potently decreases oxalate production by inhibiting GO and LDHA <sup>54</sup> . The therapeutic potential of MDMG-935P was evaluated in mice with MASH using established protocols <sup>12,32,33,54</sup> . Eight-week-old C57BL/6J male mice were fed the MASH diet (Research Diets #D17010103) ad libitum for 12 weeks. Mice were then randomized to receive MDMG-935P solubilized in 0.5% methylcellulose by oral gavage at a concentration of 0 mg/kg/day (vehicle), 5 mg/kg/day, or 10 mg/kg/day for an additional 12 weeks on the MASH diet until euthanasia and tissue harvest. Similar studies were performed in mice fed the standard chow diet. Eight-week-old C57BL/6J male mice were fed the standard chow diet (LabDiet #5053) ad libitum for 12 weeks. Mice were then randomized to receive MDMG-935P solubilized in 0.5% methylcellulose by oral gavage at a concentration of 0 mg/kg/day (vehicle) or 10 mg/kg/day for an additional 12 weeks on standard chow diet until euthanasia and tissue harvest. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Reporting on sex        | We confirmed the suppression of AGXT in livers from both male and female mice with NASH in separate analyses (n=6 per group/sex). The AGXT overexpression and MDMG-935P studies were done in male mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |

Ethics oversight

All animal procedures were approved by the Institutional Animal Care & Use Committees of Louisiana State University Health Sciences Center-Shreveport (P-21-043, P22-035, and P-24-025) and the University of Michigan (PRO00008239). All studies were performed in accordance with the institutional guidelines.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

n/a

Novel plant genotypes

n/a

Authentication

n/a

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Figure 1d: Protein abundance and quantification of AGXT relative to GAPDH in liver samples from in liver samples from patients with end-stage MASH (n=23) and controls (n=10).

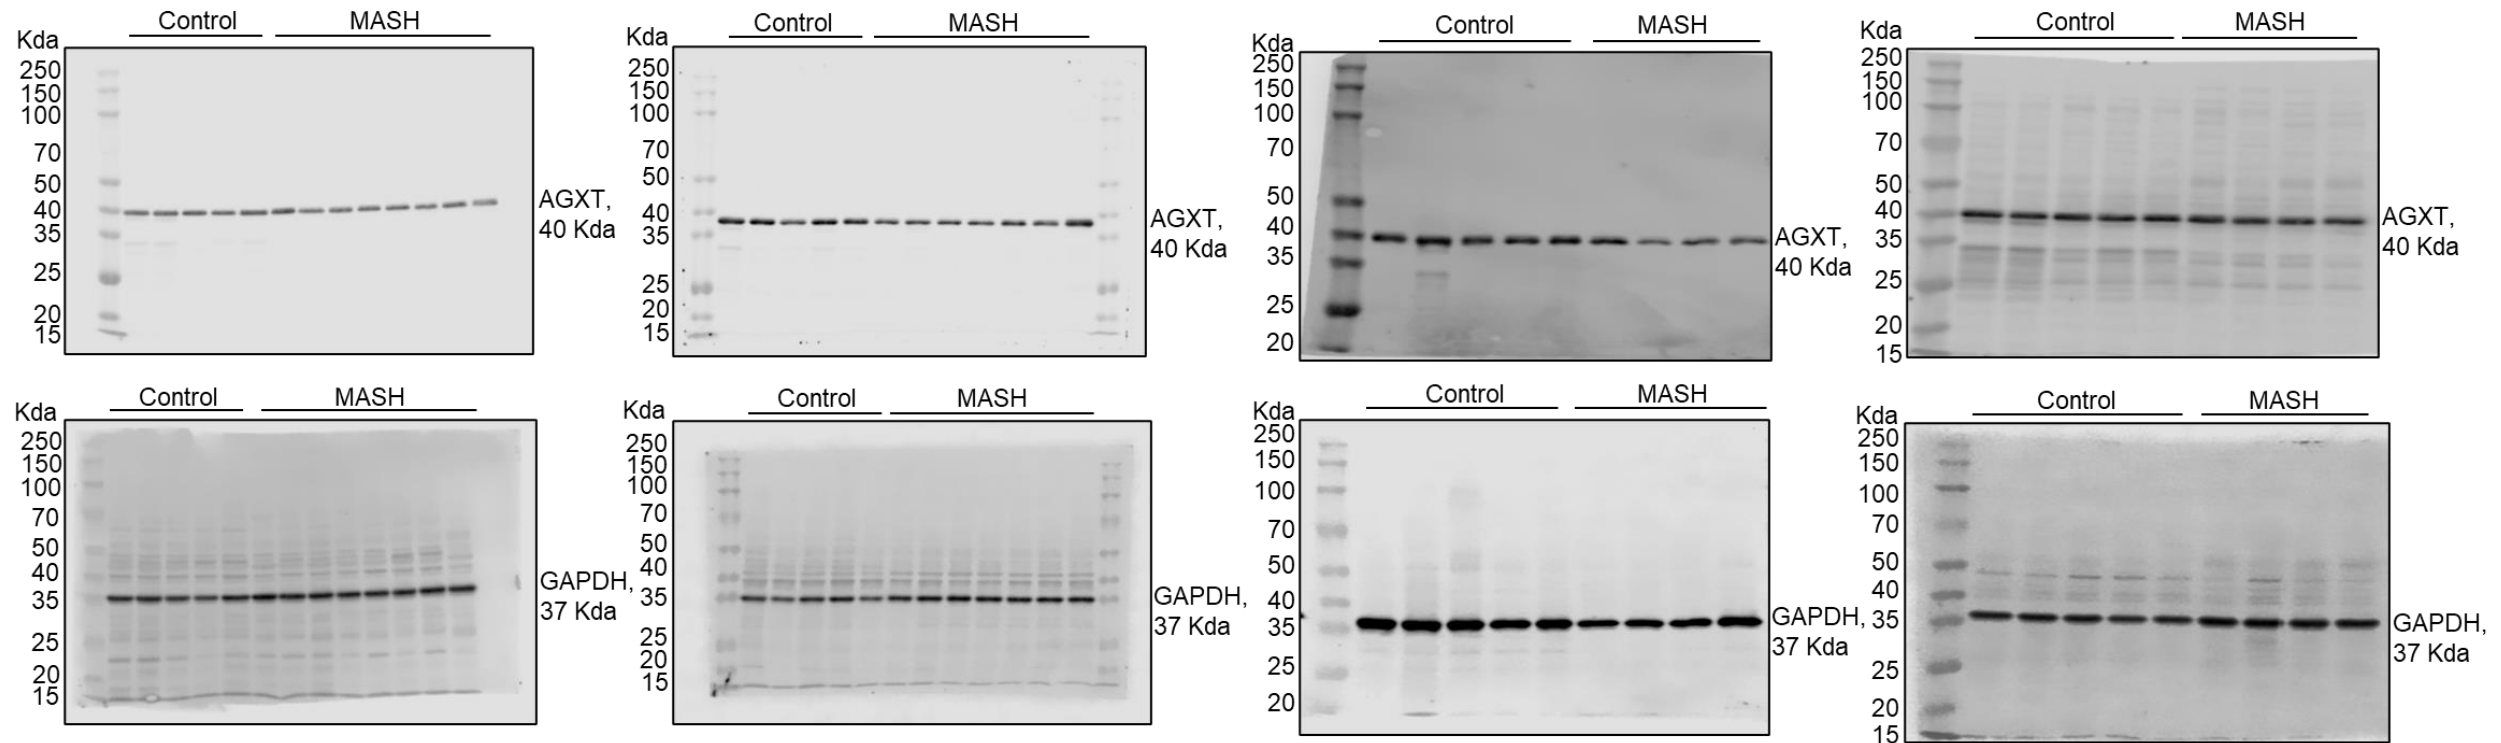

Fig 1k: Liver samples were collected from C57BL/6J mice fed a standard chow diet (Control) or a high-fat, high-fructose, high-cholesterol diet (MASH diet) for 24 weeks. Protein abundance and quantification of AGXT relative to  $\beta$ -Actin in liver samples from mice with or without MASH (n=6).

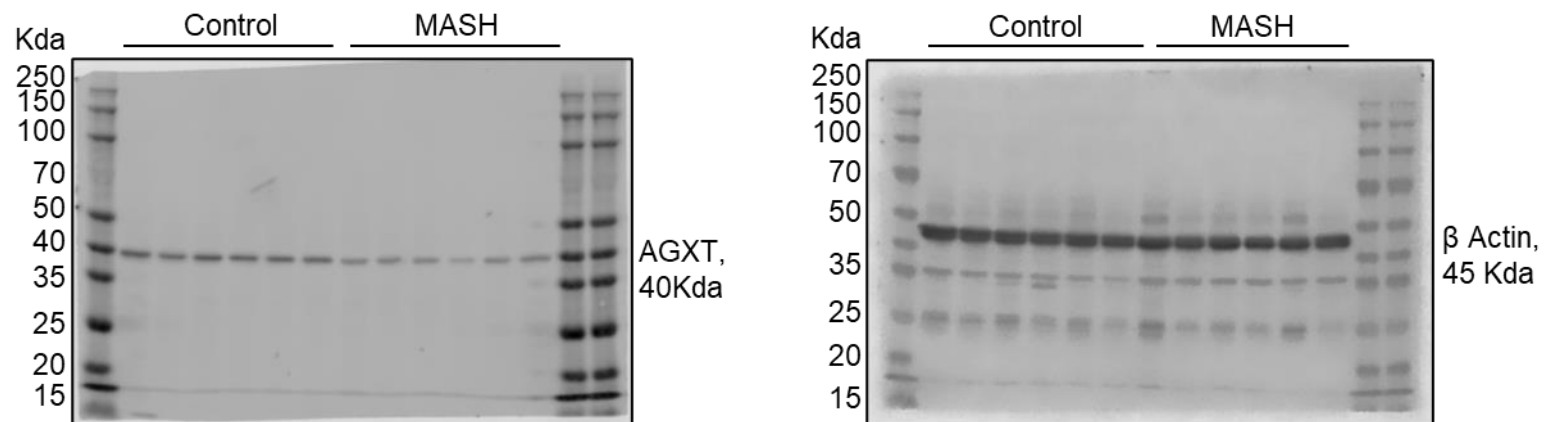

Figure 1o: Primary hepatocytes (Hep) from mice fed a standard chow diet and HepG2 cells were treated with either BSA-conjugated palmitic acid (PA, 200  $\mu$ M) or BSA control overnight. Protein abundance and quantification of AGXT relative to GAPDH (Primary hepatocytes, n=5) or  $\beta$ -Actin (HepG2 cells, n=6).

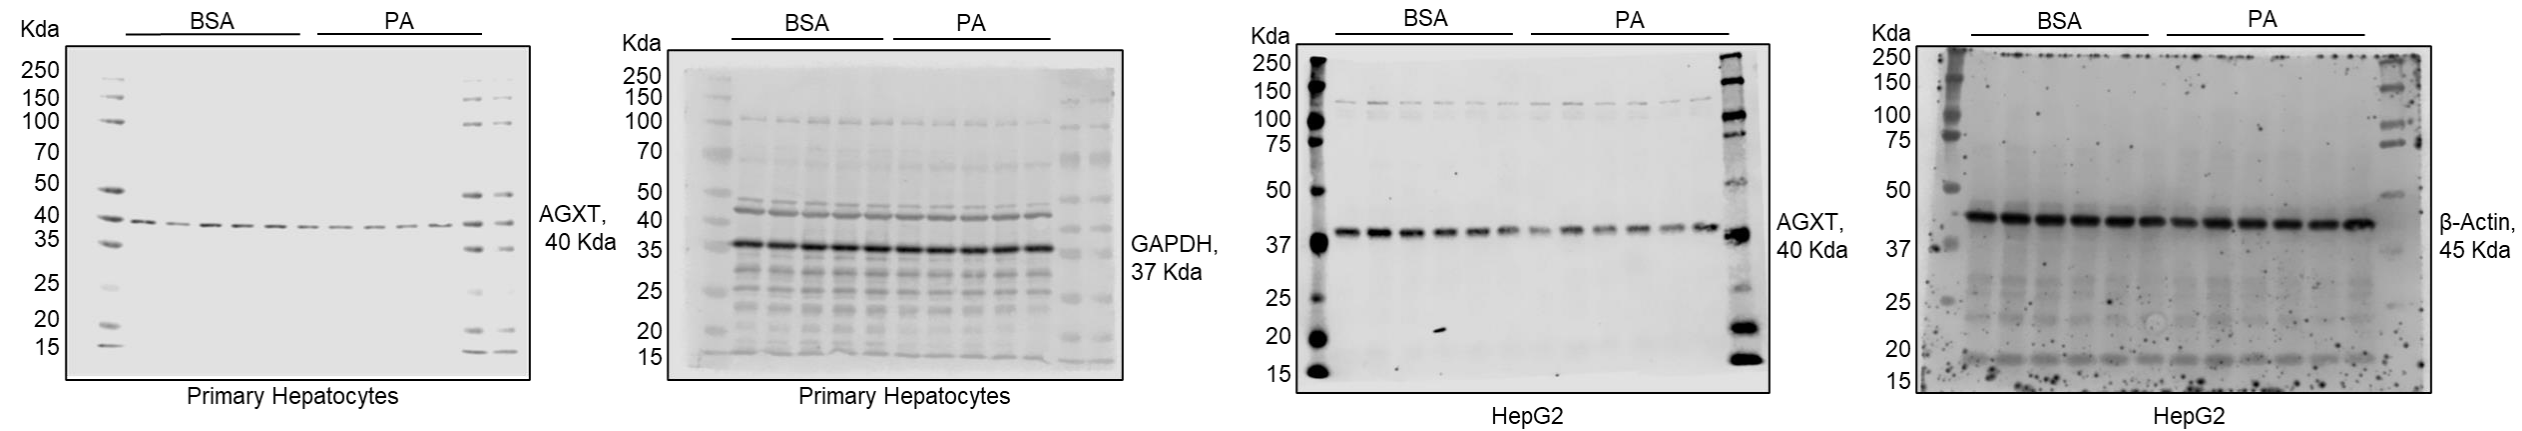

**Supplement:** Supplementary file 4 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Figure 2b: Male C57BL/6J mice were injected with AAV8-TBG-GFP or AAV8-TBG-AGXT ( $2 \times 10^{11}$  viral genomes per mouse) and placed on the MASH diet for 24 weeks prior to endpoint analyses. Protein abundance, and quantification of AGXT relative to  $\beta$ -Actin in liver samples from mice treated with AAV8-GFP or AAV-AGXT (n=4).

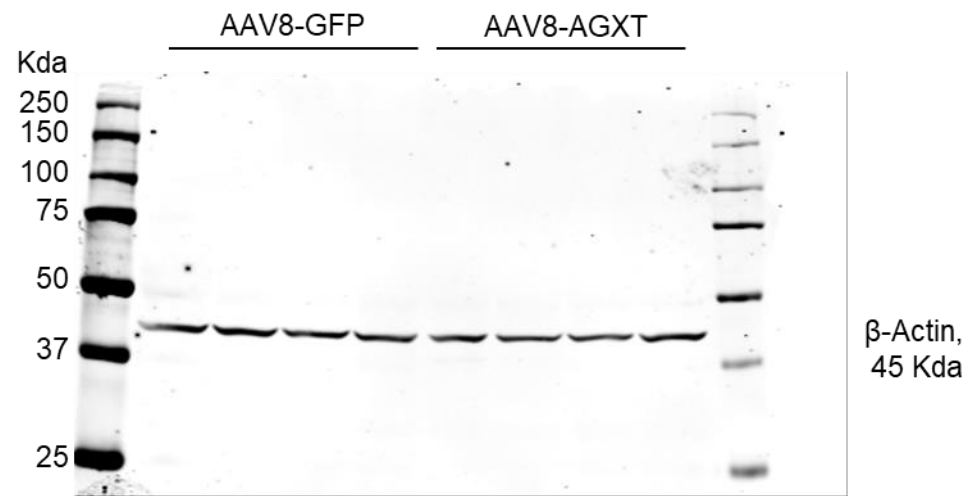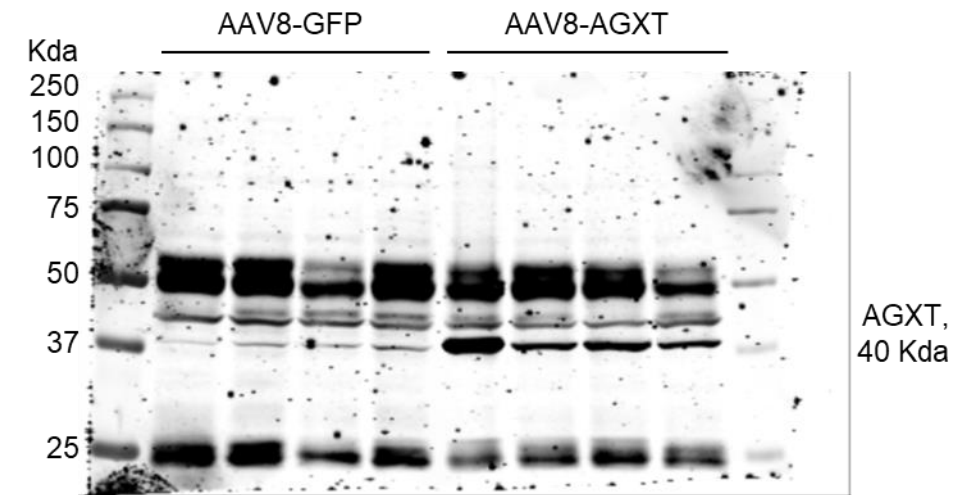

**Supplement:** Supplementary file 6 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 4e: Protein abundance and quantification of CPT1 $\alpha$  relative to GAPDH in HepG2 cells treated with and without NaOX overnight and expressed as fold change from control (without NaOX) (n=6).

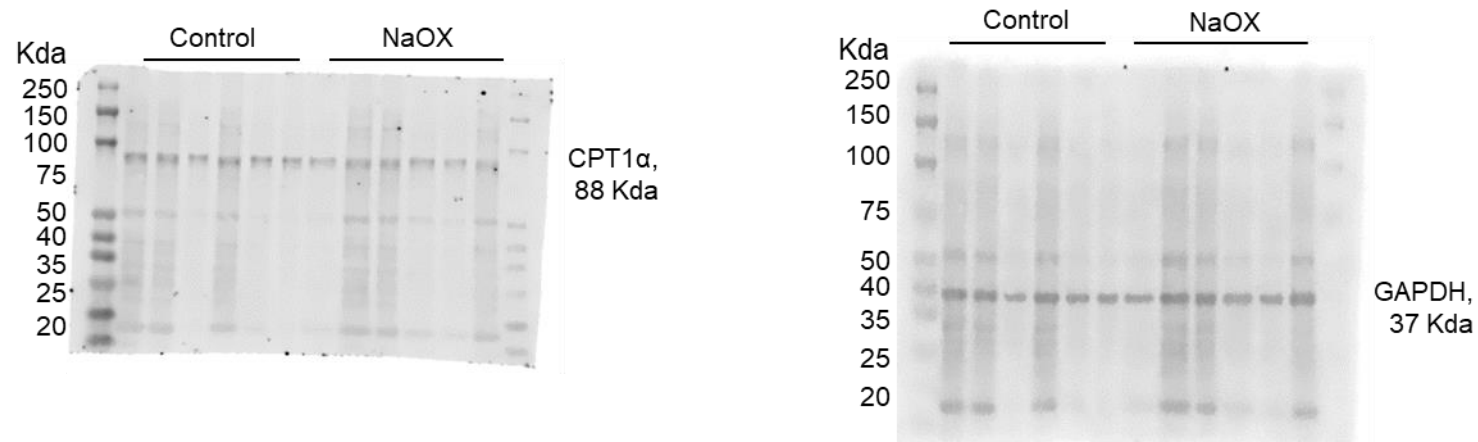

Fig 4 I: HepG2 cells were transfected with either GFP control (GFP) or GFP-tagged AGXT (AGXT) plasmids. Western blot analysis for AGXT protein abundance 48 h post-transfection (n=3)

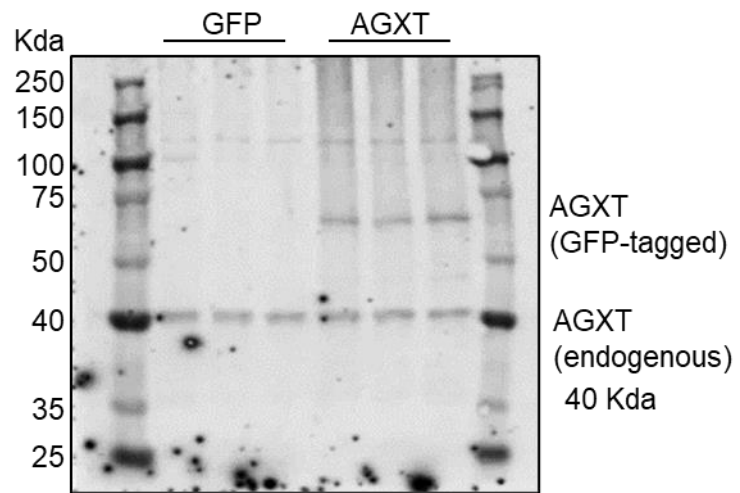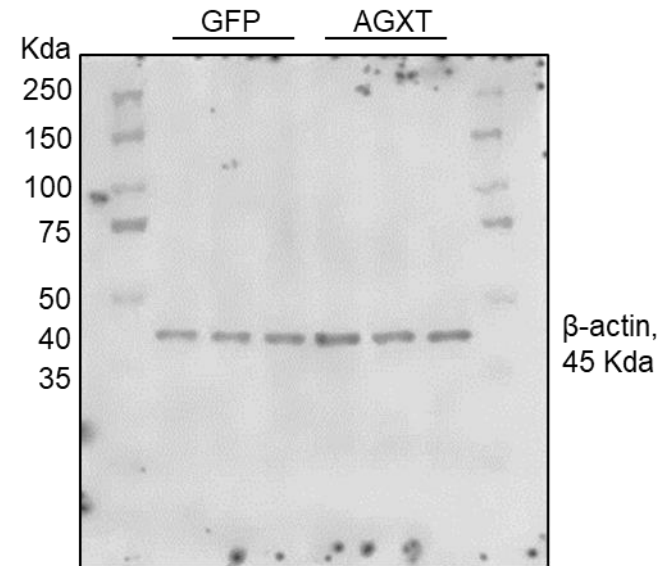

Fig 4p: HepG2 cells were transfected with either GFP control (GFP) or GFP-tagged AGXT (AGXT) plasmids. After 24 h, the cells were treated with BSA-conjugated palmitic acid (PA, 200  $\mu$ M) overnight followed by analysis of protein abundance of CPT1 $\alpha$  relative to GAPDH (n=5).

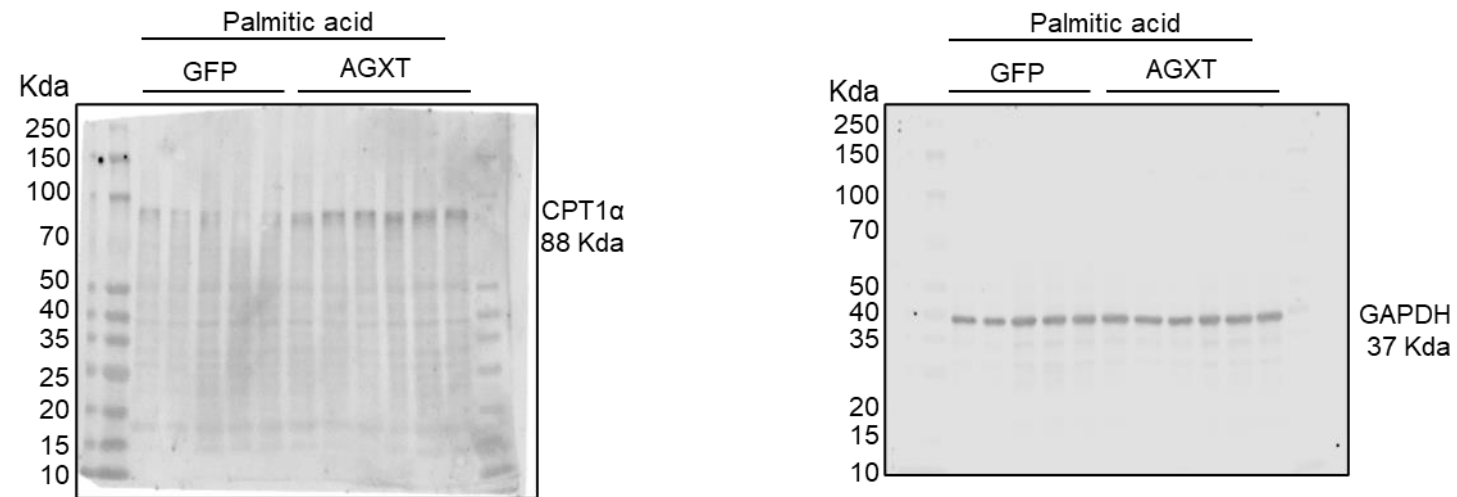

**Supplement:** Supplementary file 9 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 1b: Protein abundance and quantification of LDHA relative to GAPDH in liver specimens from patients with MASH (n=23) or controls (n=10).

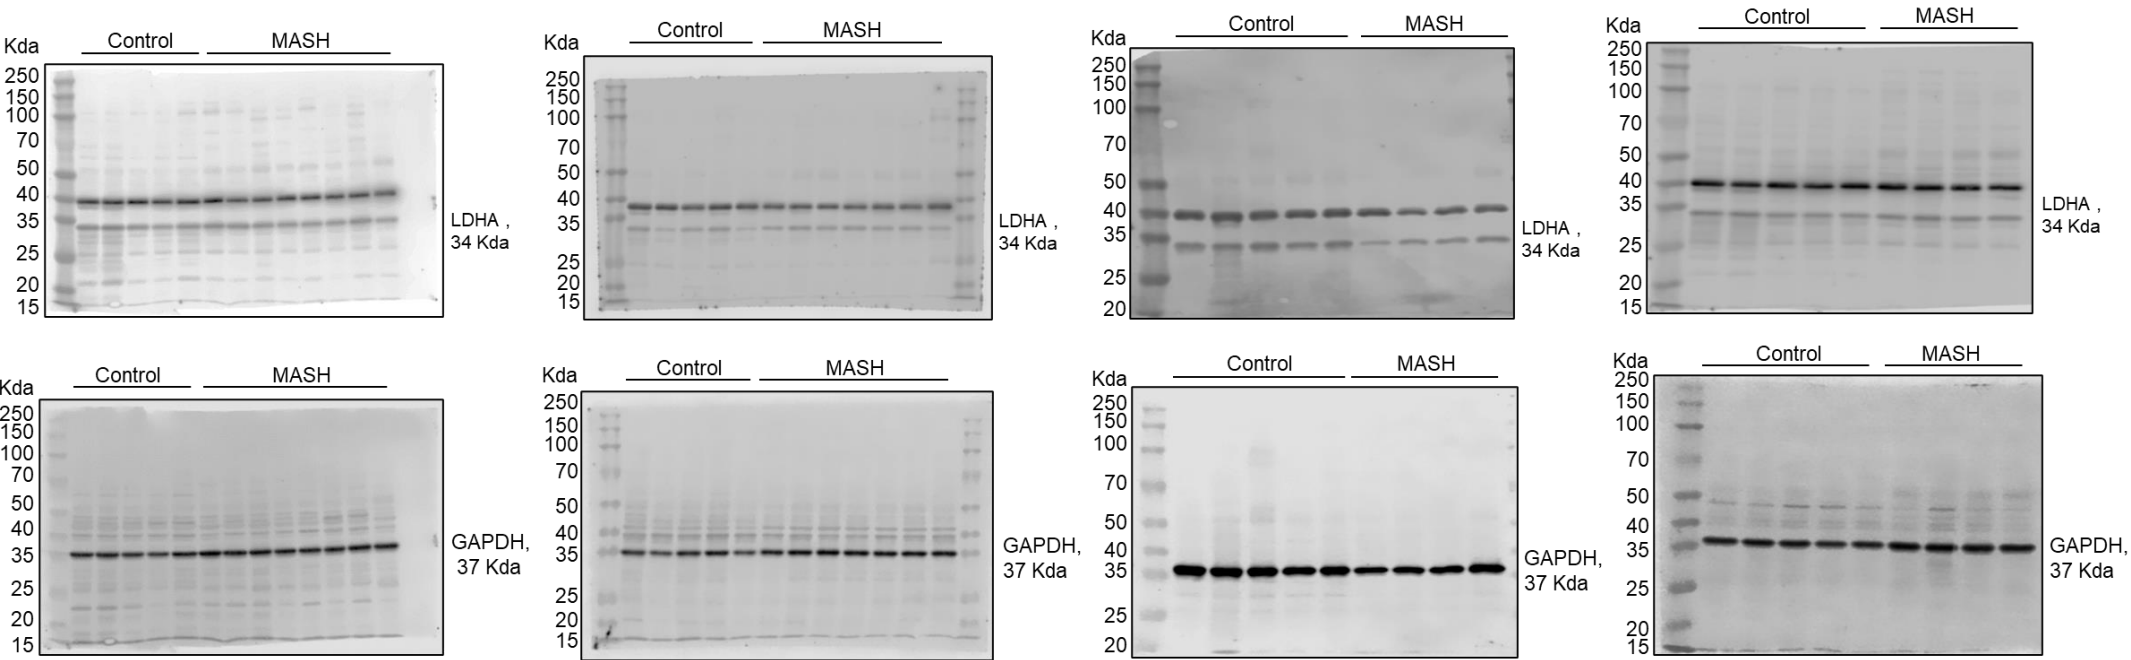

**Supplement:** Supplementary file 15 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 2 d and f: Liver samples were collected from C57BL/6J mice fed a standard chow diet (Control) or a high-fat, high-fructose, high-cholesterol diet (MASH diet) for 12 weeks. Protein abundance and quantification of AGXT, and LDHA relative to  $\beta$ -Actin (n=6).

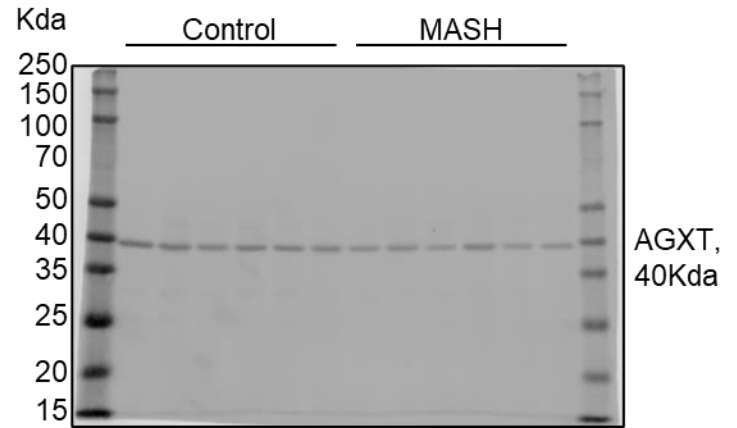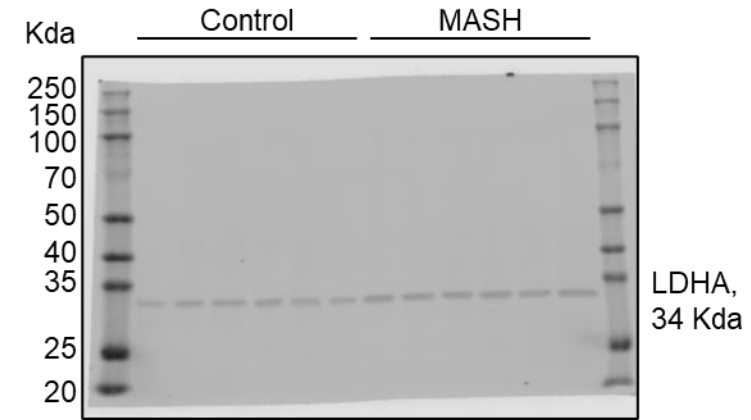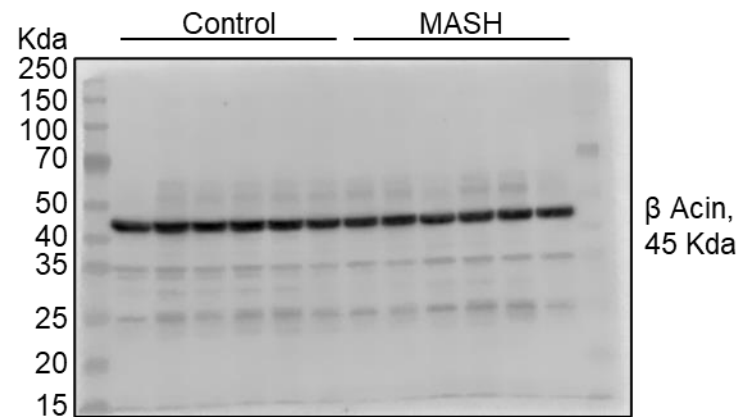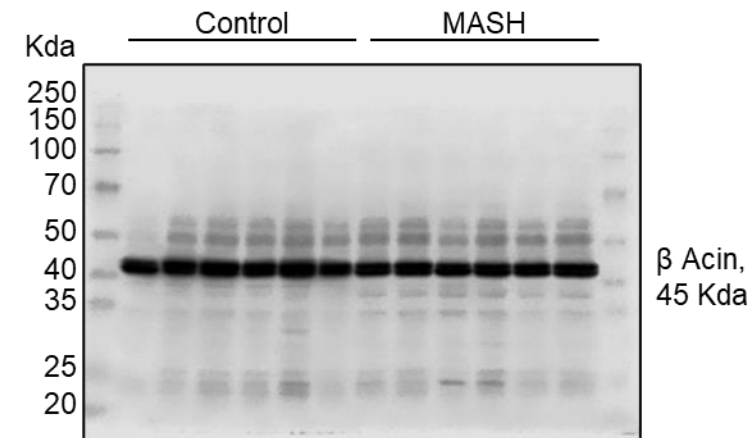

Fig 2 j: Protein abundance and quantification of LDHA relative to  $\beta$  Actin in liver samples from mice with or without advanced MASH (24 weeks, n=6).

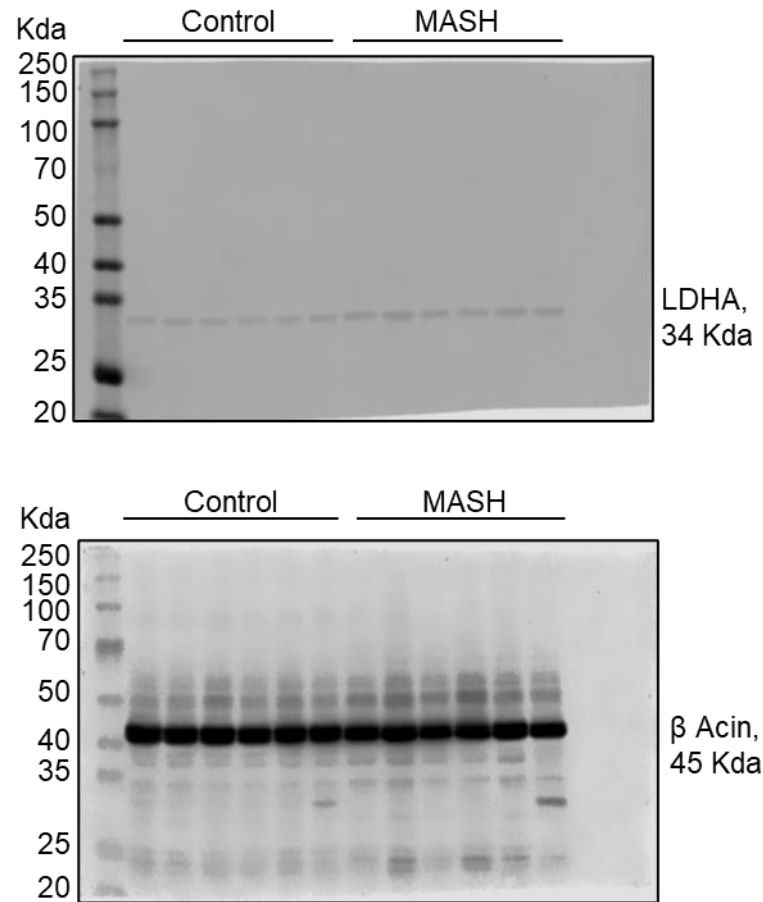

**Supplement:** Supplementary file 17 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 3 c: Liver samples were collected from male mice fed a standard chow diet (Control) or the fructose-palmitate-cholesterol (FPC) diet for 4 months. Protein abundance and quantification of AGXT relative to GAPDH in livers from males with and without MASH (n=6).

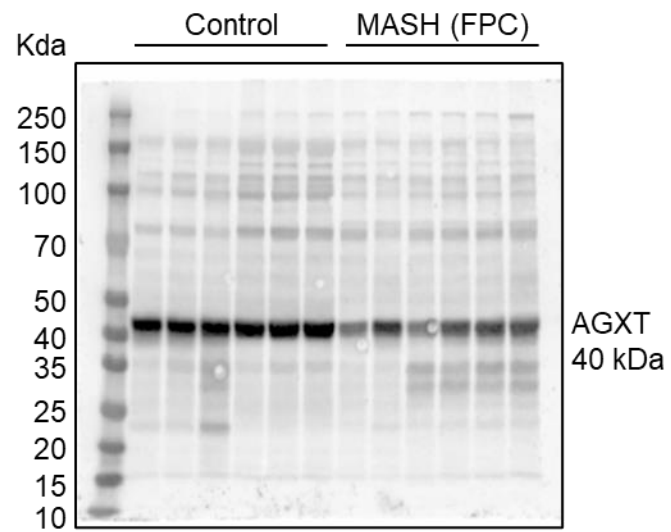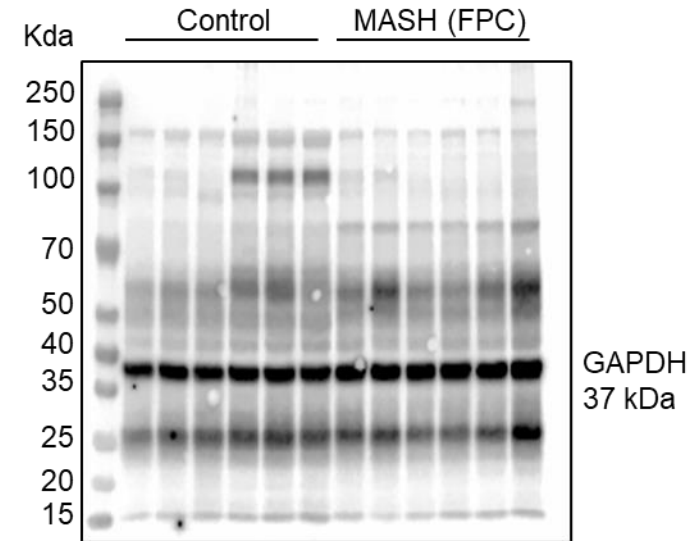

Fig 3 e: Liver samples were collected from female mice fed a standard chow diet (Control) or the fructose-palmitate-cholesterol (FPC) diet for 4 months. Protein abundance and quantification of AGXT relative to GAPDH in livers from females with and without MASH (n=6).

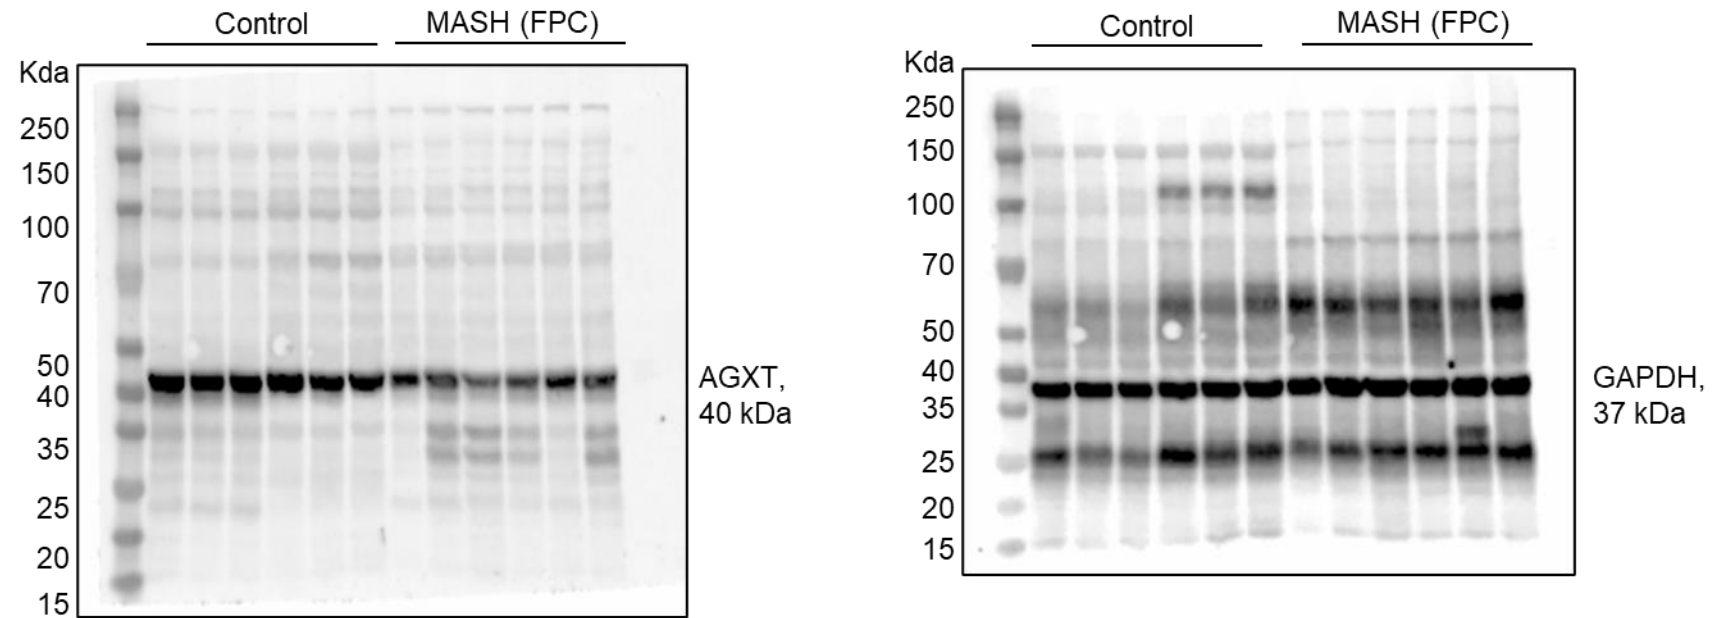

**Supplement:** Supplementary file 19 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 4 b: Male C57BL/6J mice were injected with AAV8-TBG-GFP or AAV8-TBG-AGXT ( $2 \times 10^{11}$  viral genomes per mouse) and placed on the MASH diet for 24 weeks prior to endpoint analyses. Kidney lysates from mice injected with AAV8-GFP or AAV8-AGXT were assessed for AGXT by Western blot (n=4). Equal protein loading was verified using GAPDH expression and Ponceau S staining.

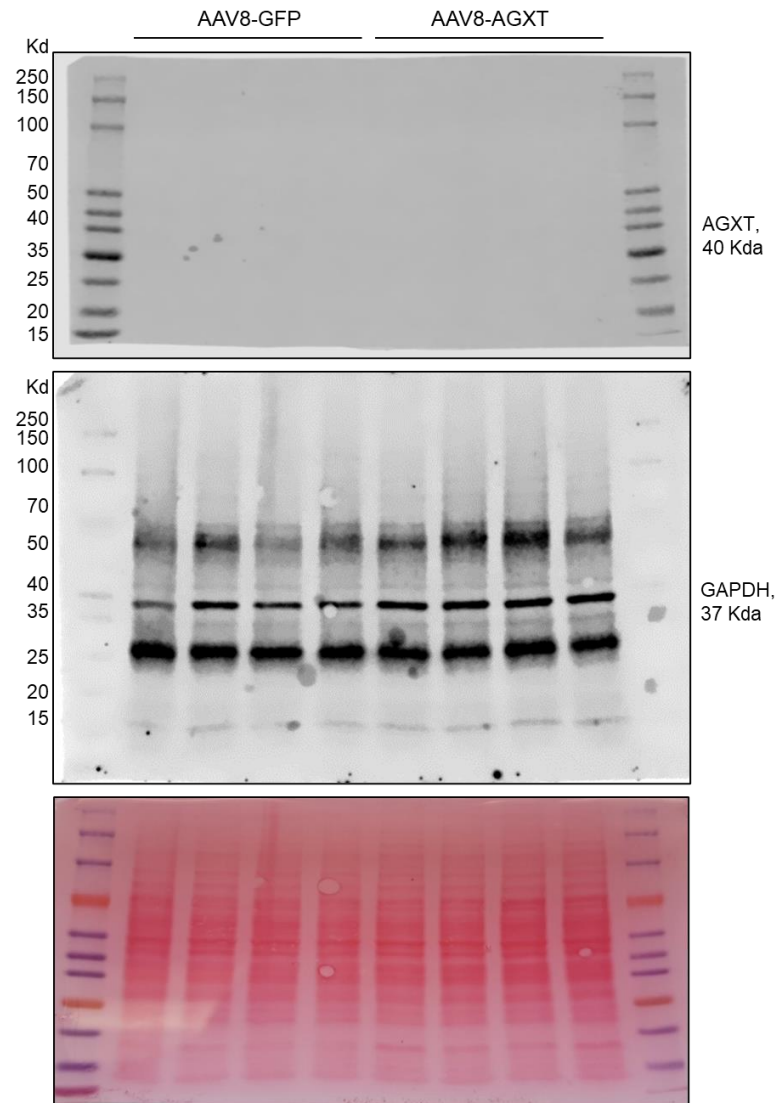

Fig 4 e: Male C57BL/6J mice were injected with AAV8-TBG-GFP or AAV8-TBG-AGXT (2x10<sup>11</sup> viral genomes per mouse) and placed on the standard chow diet for 12 weeks prior to endpoint analyses. Protein abundance and quantification of AGXT relative to  $\beta$ -Actin in liver samples from mice treated with AAV8-GFP (n=8) or AAV8-AGXT (n=10).

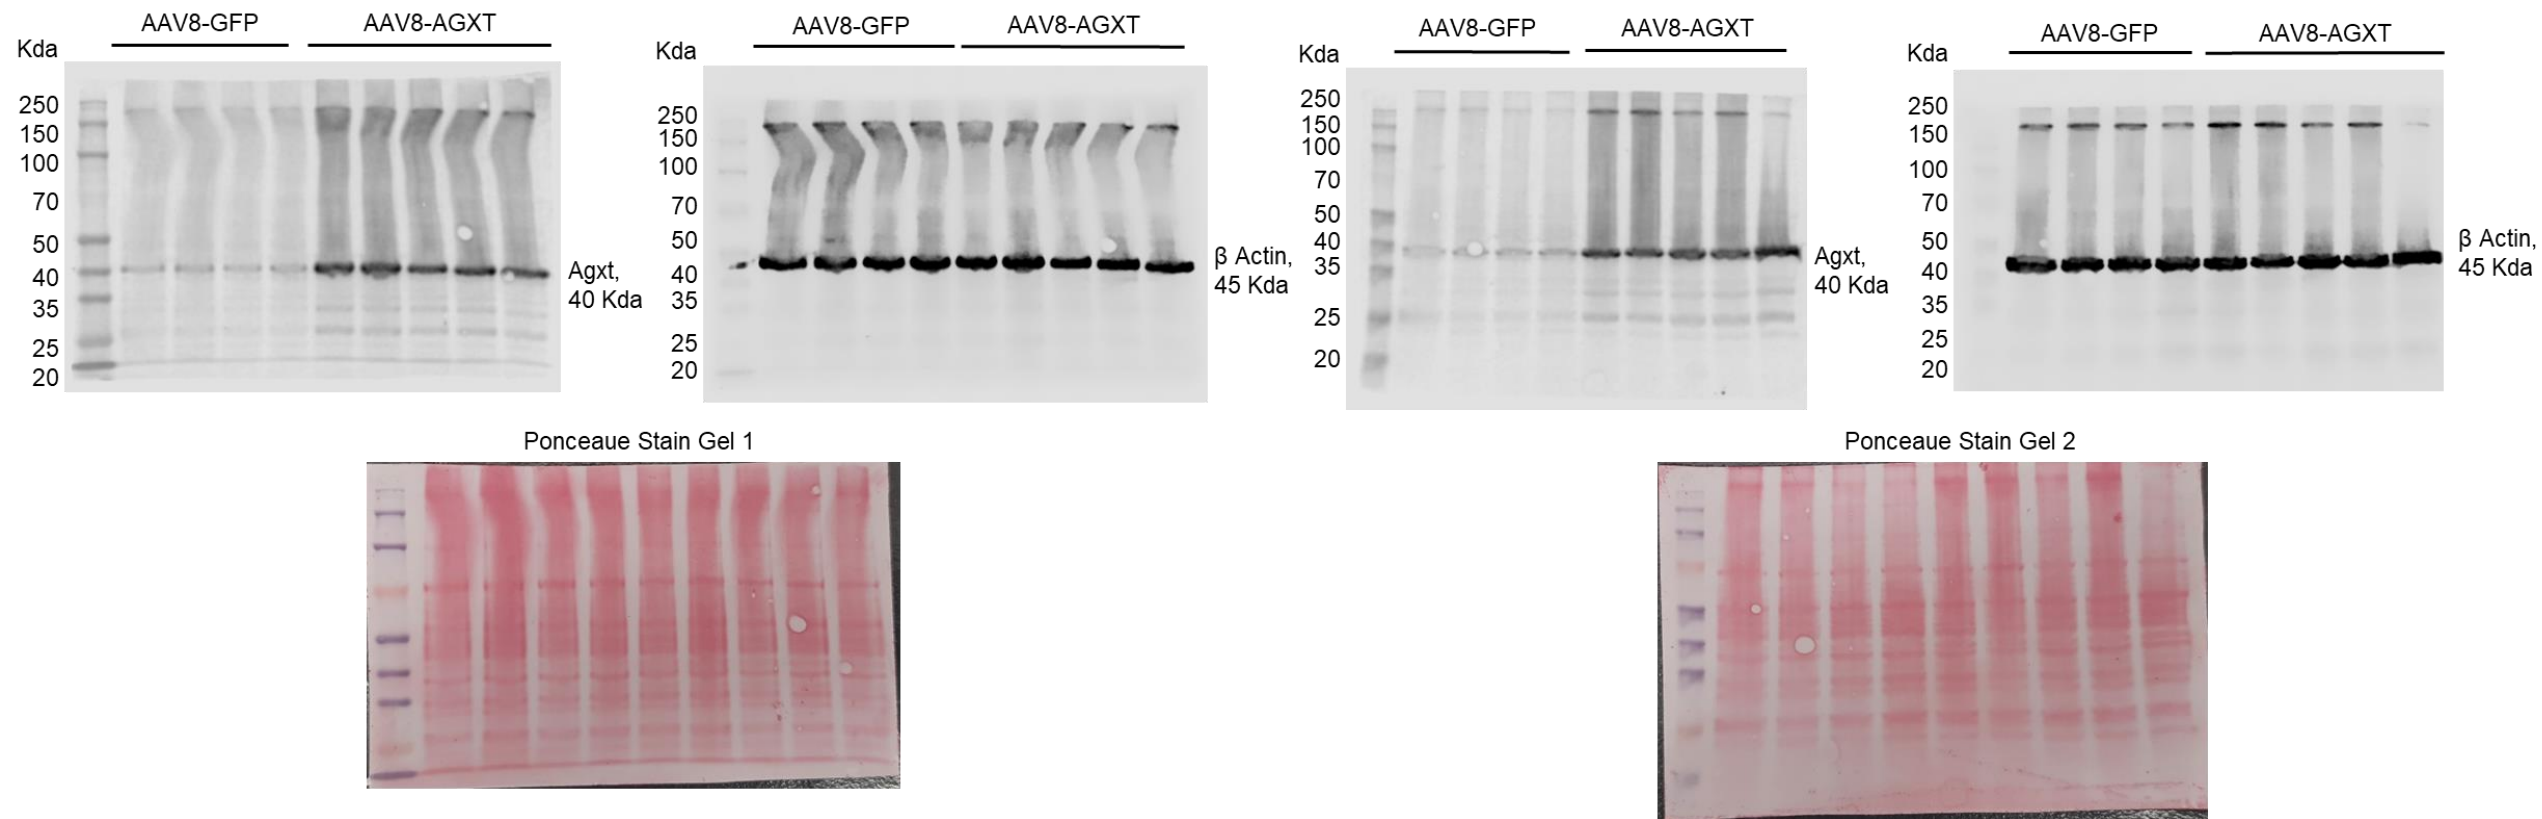

**Supplement:** Supplementary file 21 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 7 b: HepG2 cells were transfected with either GFP control (GFP) or PPAR $\alpha$  plasmids. After 48 h, the cells were lysed for Western blot analysis of PPAR $\alpha$  relative to GAPDH (n=4).

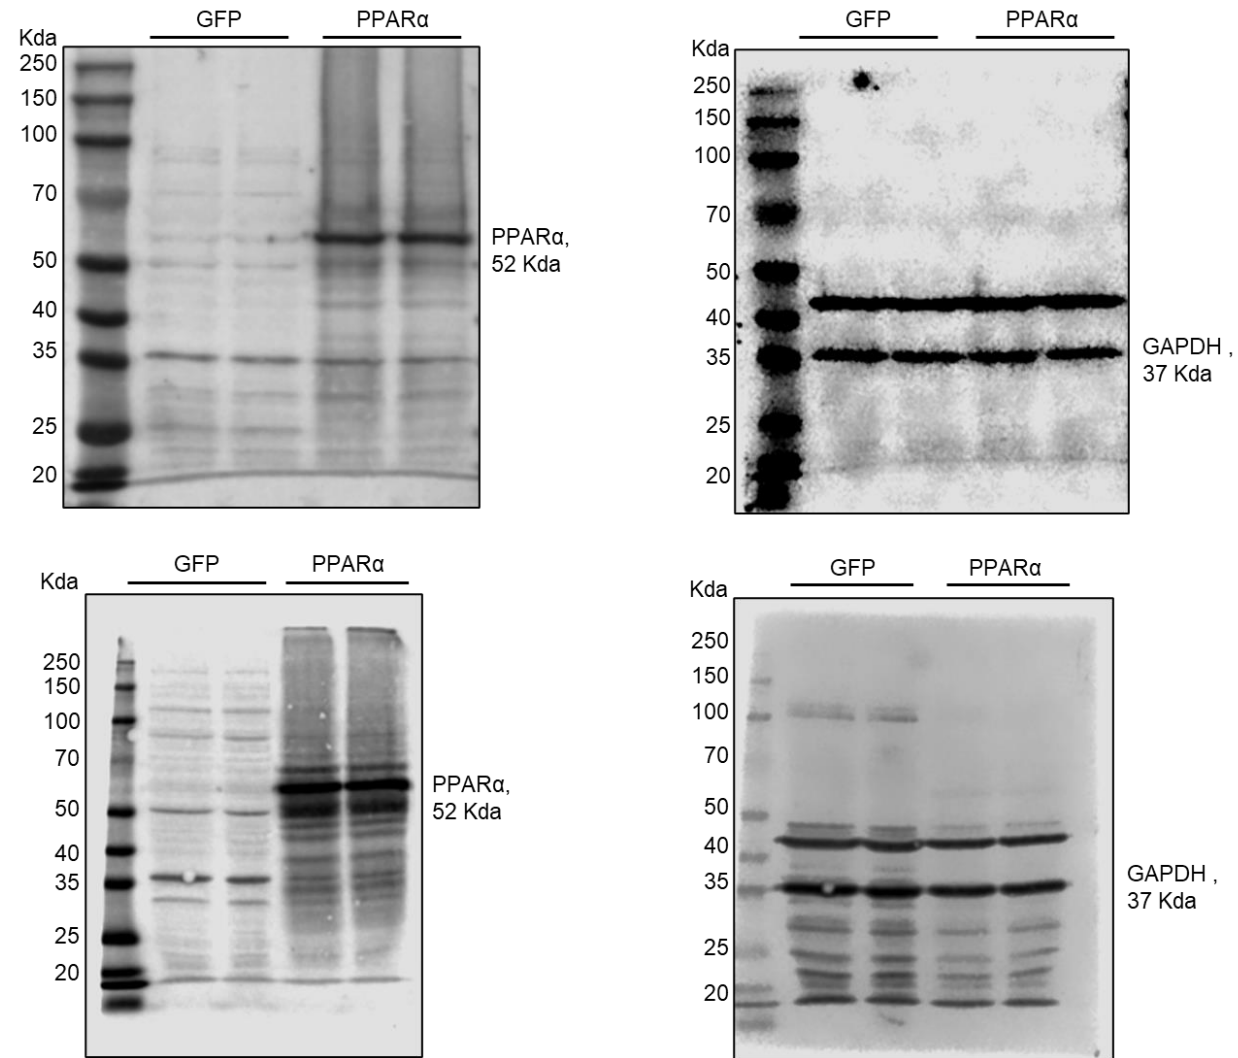

**Supplement:** Supplementary file 25 — Unprocessed western blots/gels.

# Supplementary material for: Inhibition of hepatic oxalate overproduction ameliorates metabolic dysfunction-associated steatohepatitis
**Source:** Nat Metab. 2024 Sep 27;6(10):1939–62. doi: 10.1038/s42255-024-01134-4

Fig 10 c and d: Male C57BL/6J mice were fed the MASH diet for 12 weeks, then orally administered vehicle (n=7), 5 mg/kg/day (n=8) or 10 mg/kg/day (n=10) of MDMG-935P for an additional 12 weeks on the MASH diet prior to endpoint analyses. Protein abundance of GO and LDHA relative to  $\beta$ Actin in liver samples from mice treated with vehicle, 5 mg/kg/day or 10 mg/kg/day of MDMG-935P.

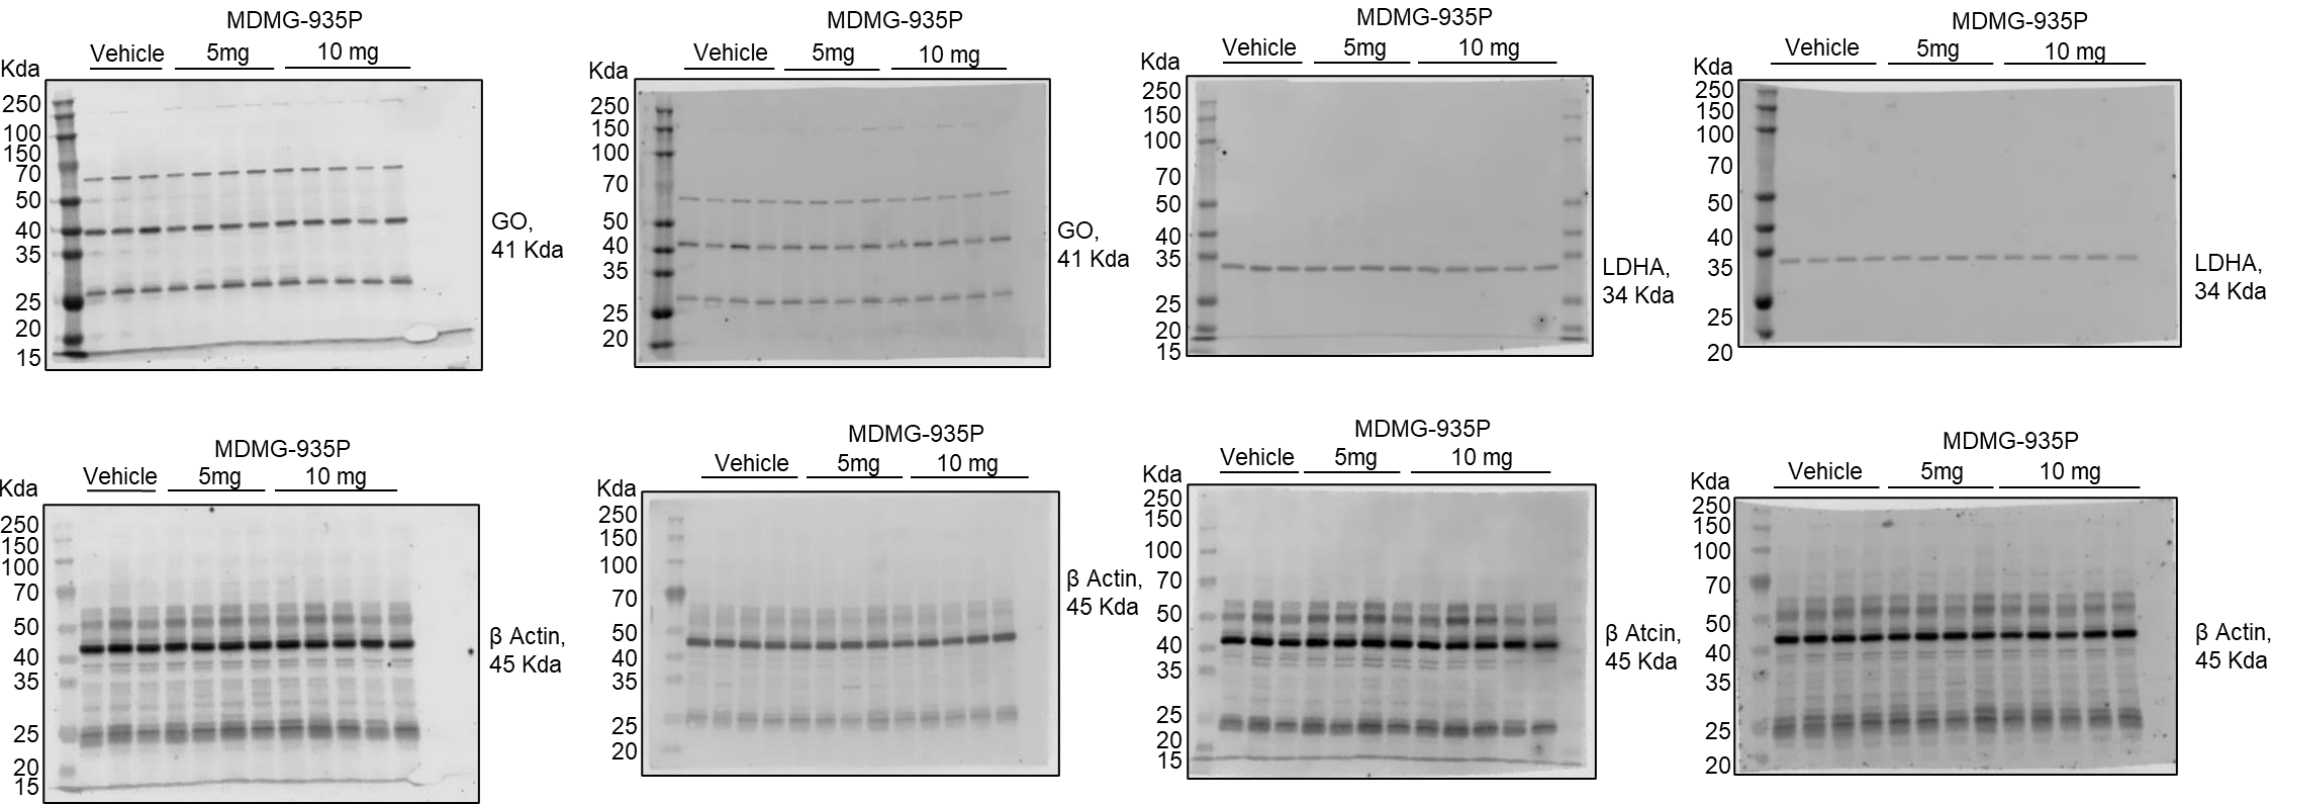

**Supplement:** Supplementary file 29 — Unprocessed western blots/gels.

How the deposited data were processed for this re-analysis (not part of the article)

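Liver RNA of 8 male C57BL/6J mice on the MASH diet, 4 given AAV8-GFP and 4 given AAV8-AGXT, was sequenced by the authors as paired-end stranded mRNA libraries, 1 library per mouse. The virus was injected at 7 weeks of age, the diet started at 8 weeks of age and lasted 24 weeks. According to the paper's methods, the authors trimmed the read pairs with Trimmomatic 0.35, mapped them with HISAT2 2.1.0.13 to GRCm38 with the annotation of Ensembl release 90, and counted them on genes with HTSeq-counts 0.6.0. The deposited values are the raw counts from these steps, without normalization or filtering, checked here to be whole numbers whose sums differ between mice. The paper's text does not state the strand option or the overlap mode of the counting. Mice were grouped by the treatment given in the sample labels, and no sample was left out.

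Each table holds 52636 Ensembl genes and HTSeq's tallies of read pairs counted on no gene. Of these genes, 52489 were matched to GENCODE M21, which is on the same genome build and corresponds to Ensembl release 96, and 147 were not. For 22262 genes the annotation gave an Entrez identifier, which the Reactome sets need. Between 17095433 and 28780140 read pairs per mouse were counted on genes. As shares of all tallied read pairs, counts on genes were 65.6 ± 2.53% (SD, n = 4) in AAV8-GFP mice and 61.5 ± 3.62% (SD, n = 4) in AAV8-AGXT mice. Read pairs not aligned made up 2.63 ± 1.02% and 4.63 ± 1.00% (SD, n = 4 each) of the tallies. Those on no annotated feature made up 5.40% and 5.31%, ambiguous ones 5.88% and 5.39%, ones of low mapping quality 0.983% and 1.49%, and ones aligned at several places 19.5% and 21.7%, although the counting may enter a pair aligned at several places more than once. At this depth the spread between mice, and not counting error, sets the precision of all but the scarcest genes, since the common biological coefficient of variation was 23.3%. Pairs of mice of one group had Pearson correlations of log2 CPM across genes between 0.959 and 0.983.

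Differential expression was computed in R 4.3.3 with edgeR 4.0.16, with genes kept by filterByExpr, TMM normalization, a quasi-likelihood fit and test without robust estimation, treatment as the only term, and Benjamini-Hochberg adjustment over the 15248 genes tested. A gene was called at an adjusted p under 0.05, and counts are also given with an absolute log2 fold change above 1. Log2 fold changes are those of edgeR with its prior count of 0.125, and standard errors were derived from the unshrunken coefficient and the F statistic. CPM were scaled by the TMM factors, and log2 CPM used a prior count of 2. Principal components were computed on the 500 most variable tested genes, centred and not scaled, and the difference of mean scores was tested by a two-sided exact permutation test over the 70 arrangements of 8 mice. The smallest p-value this test can give with 4 mice against 4 is 0.0286.

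Sets of genes were tested by camera in limma 3.58.1 with a preset correlation of 0.01 between genes, with fry and with camera at an estimated correlation as alternatives. The sets were 35 lists of genes, of which 34 had a tested gene, and 879 mouse Reactome sets from fgsea 1.28.0 with 10 to 500 tested genes. Adjustment was over the lists and over the Reactome sets separately. The lists held the genes that the paper names and markers of cell types, zones of the lobule, the clock, feeding, sex and other tissues. Reactome sets stood in for the KEGG analysis of the authors, who used clusterProfiler. The authors tested differential expression with DESeq2.

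The lists, Reactome sets and alternatives were chosen before the data were examined, as were the tests except those stated below to have been chosen after the results were seen. Genes named in the text were those that the paper names for this experiment, the glyoxylate pathway genes it measured, members of the lists, and in each direction the 5 genes with the smallest p-value among those with an adjusted p under 0.05, an absolute log2 fold change above 1 and no overlap between the groups. The alternatives for the counts of genes were the DESeq2 1.42.0 Wald test, limma-voom, limma voomWithQualityWeights, robust estimation in edgeR, DESeq2's size factors, upper-quartile normalization, total counts without a composition factor, no filter on low counts, at least 10 counts in every mouse, a log2 fold threshold of 0.585, a glmTreat test against a log2 fold change of 1, and each mouse left out in turn. For single genes the glmTreat test gave calls only, and the ranges of adjusted p leave it out. The principal components were also computed on 1000 genes, on all tested genes, with scaled genes and with the variance-stabilizing transformation of DESeq2. All 35 splits of the mice into 4 and 4 were refitted. Some genes that the paper names are not reported here as single genes, and they stayed in the tests of their lists.

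On simulated data with 200 changed genes and the same number of mice, edgeR recovered 167 of them with 10 false calls, DESeq2 recovered 171 with 19 false calls, and limma-voom recovered 167 with 9 false calls. The simulation drew genes independently, with the trended dispersion, and gave changed genes absolute log2 fold changes of 1 or more. Only genes above a floor of expression were changed. Smaller changes and correlation between genes were not simulated, so these rates do not carry over to the real data. Each sample's deposited table held values of that sample only. The paper's supplementary sheet of the RNA sequencing comparison was held only in part, and its values were used only to compare fold changes. The lipidomics, qRT-PCR, histology, human samples and cell experiments of the paper were not analysed here, apart from the qRT-PCR values of mice on the MASH diet that the paper gives as source data.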

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

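The comparison of the positive arm of the clock with time of day and the use of sex-linked genes to weigh the male-biased genes were tests chosen only after the results were seen, as was the choice of which gene lists lie outside what the paper discusses.

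Single mice lay far from the other 3 of their group for 6 genes, where the gap to the nearest mouse took up a larger part of the group's range than Dixon's 95% critical value for 4 samples. In AAV8-GFP mice these were Abat, lowest in mouse 311 at 7.10 log2 CPM against 7.29 to 7.33 in the others (gap 0.837 of the range), and Ccl2, lowest in mouse 303 at 2.43 against 3.04 to 3.10 (0.899). Nfkb2 was lowest in mouse 303 at 4.88 against 5.31 to 5.36 (0.914), and Tgfb1 was highest in mouse 311 at 4.78 against 4.24 to 4.31 (0.856). In AAV8-AGXT mice these were Acadm, highest in mouse 308 at 9.66 against 9.24 to 9.30 (0.867), and Ccr2, lowest in mouse 308 at 1.00 against 3.03 to 3.42 (0.840). With 146 groups examined, 7.3 such cases are expected by chance, so the 6 cases are no more than chance gives. Mouse 308 had the largest share of read pairs not aligned or of low mapping quality, 8.40%, and mouse 303 the largest in the AAV8-GFP group, 5.00%. Within groups, this share and the score of the called genes had an r of 0.615, so a part for library quality could be neither shown nor excluded. The share may also hold read pairs of the transgenes, so it does not measure library quality alone. No biological explanation was tested for single mice.

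Genes of cell proliferation, which the paper does not discuss, were lower in AAV8-AGXT mice. All 9 tested genes were lower in every AAV8-AGXT mouse, with a median log2 fold change of -1.57 (camera adjusted p = 5.61e-13 and fry adjusted p = 0.0127 in limma), and 6 of the 9 were called. Only the real one of the 35 splits of the mice gave as small a camera p-value, 1 of 35, the smallest share these splits allow. This argues only weakly against a chance arrangement, because the list was taken up for its result on these same mice, among 34 lists. The median stayed between -1.77 and -1.33 with single mice left out. With the correlation between genes estimated from the data, the list did not pass (adjusted p = 0.189 in limma), and the Reactome set Cell Cycle, with 434 genes, had a median of -0.0019 and did not pass by camera (adjusted p = 0.432 in limma). Narrower sets, named here after their values were seen, passed by camera in both directions. Mitotic Prometaphase (median -0.16, adjusted p = 0.00122 in limma) and Condensation of Prometaphase Chromosomes (-0.50, 0.000776) were lower. M G1 Transition was higher (0.20, adjusted p = 0.0188 in limma), with the same values as DNA Replication Pre-Initiation. Sets named for degradation by the proteasome were higher too, such as Degradation of GLI1 by the proteasome, likewise named after its values were seen (0.27, camera adjusted p = 4.78e-05 in limma). Genes shared between these sets were not examined, so M G1 Transition does not show a rise in cell division. Of the sets in this paragraph, only Condensation of Prometaphase Chromosomes passed under fry (adjusted p = 0.0468 in limma). Fewer dividing cells in the livers of AAV8-AGXT mice may explain the list, as a hypothesis. Which cells divide was not tested, and the lower counts of markers of lipid-associated macrophages and of T and NK cells leave open that these cells were immune cells.

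Clock genes, which the paper does not discuss, differed between the groups. The 10 genes of the negative arm and of clock output were all higher in AAV8-AGXT mice, with a median log2 fold change of 1.03 (camera adjusted p = 1.85e-09 and fry adjusted p = 0.0202 in limma). Of these, Tef, Hlf, Ciart and Bhlhe41 were called, and 7 passed when adjusted over the list alone. Their median stayed between 0.90 and 1.19 across the 8 fits that each left out 1 mouse. The list for the positive arm had 5 genes, of which 4 were lower, with a median of -0.56 (camera adjusted p = 0.0155 and fry adjusted p = 0.0361 in limma). Of these 5, only Arntl (-0.83), Npas2 (-1.47) and Clock (0.11) are activators of the positive arm. Cry1 (-0.56), whose value is the median, and Nfil3 (-0.27) are repressors. None of the 5 was called, and 3 had an unadjusted p under 0.05. Both lists failed at an estimated correlation (adjusted p = 0.189 and 0.246 in limma). Without mouse 316 the positive-arm list no longer passed by camera (median -0.52, adjusted p = 0.0539 in limma), while its median stayed between -0.68 and -0.51 with single mice left out. As small a camera p-value for the negative arm came up in 2 of the 35 splits, so a chance arrangement of the mice was not excluded. A score of both lists did not overlap between the groups (two-sided exact permutation test, p = 0.0286). Opposite movement of the lists, 1.03 against -0.56, is what a different time of day at harvest could give. The paper's text does not give the time of harvest by group. Time of day, an effect of AGXT overexpression on the clock and feeding therefore cannot be told apart here.

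Whether the phase of the clock carried the other called genes was tested within groups. The clock score and the score of the other called genes had an r of -0.083 (exact permutation test over 576 arrangements, p = 0.879, adjusted over 3 relations 0.879) and a rho of -0.048 (exact permutation test, p = 0.944, adjusted 0.944). Without mice 303 and 319, the farthest from the median, r was -0.20. With the clock score in the model 0 genes were called between the groups, and 1685 had an unadjusted p under 0.05, while the score itself called 0 genes. In that model the fatty acid oxidation genes kept a median log2 fold change of 0.77. Because the clock score separates the groups, the 2 cannot be told apart for the called genes as a whole.

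Male-biased liver genes were higher in AAV8-AGXT mice, 7 of 8 genes, with a median log2 fold change of 1.16 (camera adjusted p = 5.50e-05 and fry adjusted p = 0.0428 in limma), and 3 were called. The only female-biased gene with enough counts, Cyp2a4, had a log2 fold change of -2.38. Members of the Mup and Cyp families have close paralogs and are uncertain. A mixture of sexes does not account for this, because the lowest count of a Y-linked gene in any mouse was 103 and the highest Xist count was 8. As small a camera p-value came up in 5 of the 35 splits, so a chance arrangement was not excluded, and at an estimated correlation the list did not pass (adjusted p = 0.246 in limma). Leaving out single mice kept the median between 0.88 and 1.45. The treatment stays open as a biological explanation, and the design names no other.

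Genes of pericentral hepatocytes outside the Cyp2 genes that the paper names were higher in AAV8-AGXT mice, 15 of 15, with a median log2 fold change of 0.50 (camera adjusted p = 1.60e-05 and fry adjusted p = 0.0428 in limma), and 3 were called. Periportal genes were higher too, 13 of 16, with a median of 0.45 (camera adjusted p = 0.00464 and fry adjusted p = 0.08 in limma). The pericentral mean rose by 0.37 more than the periportal mean on the log2 scale, a difference within the spread between mice (two-sided exact permutation test, p = 0.286). A shift of the pericentral programme and a rise of hepatocyte genes in both zones cannot be told apart from these 8 mice. As small a camera p-value for the pericentral list came up in 5 of the 35 splits, and at an estimated correlation it did not pass (adjusted p = 0.246 in limma). Across the 8 fits that each left out 1 mouse, the pericentral median was between 0.34 and 0.71.

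Genes of T and NK cells, which the paper does not discuss, were lower in AAV8-AGXT mice, 7 of 8, with a median log2 fold change of -0.89 (camera adjusted p = 0.00182 and fry adjusted p = 0.046 in limma). None was called, 4 had an unadjusted p under 0.05, and 4 passed when adjusted over the list alone. As small a camera p-value came up in 7 of the 35 splits, so a chance arrangement was not excluded, and at an estimated correlation the list did not pass (adjusted p = 0.254 in limma). Endothelial genes moved apart from the T and NK cell genes by 1.09 on the log2 scale, within the spread between mice (two-sided exact permutation test, p = 0.143). The median was between -1.17 and -0.74 when single mice were left out. A lower share of T and NK cells is a candidate explanation, which these counts (7 of 35 splits) do not settle.

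For the 664 called genes as a whole, which include members of these lists, several technical explanations were tested. Only 1 of the 35 splits, the real one, gave as many called genes in either direction, with or without the fold threshold, which argues against a chance arrangement. Removing trends with GC content and gene length left 653 genes called, 544 of them among the 664. Thinning the counts to equal depth left 618, of which 586 were among the 664. Leaving out the 20 most abundant genes, which held 20.4% of the counts, left 665, of which 660 were among the 664. These 3 results argue against GC content and length, depth and a few abundant genes as the whole cause. Pancreas markers did not exceed 6 counts in any mouse, which argues against tissue of the pancreas in some livers. For adipose tissue the markers did not decide. The 4 of the 6 adipocyte markers below the count filter did not exceed 10 counts, but they were picked by their low counts. The other 2 adipocyte markers passed the count filter and had a median log2 fold change of 1.01. Of these, Cfd was called (log2 fold change 1.93, adjusted p = 0.0487 from edgeR) and Car3 was not (0.10, adjusted p = 0.818). Library quality stays open. AAV8-AGXT mice had more read pairs not aligned (two-sided exact permutation test, p = 0.0571, adjusted p = 0.171), and within groups the share of read pairs not aligned or of low mapping quality and the score of the called genes had an r of 0.615 (exact permutation test, p = 0.17, adjusted 0.255) and a rho of 0.50 (exact permutation test, p = 0.26, adjusted 0.391). Without mice 308 and 303, the farthest from the median, r was 0.11, so the relation depended on those mice. With this share in the model, 10 genes were called between the groups, 2570 had an unadjusted p under 0.05, and 34 were called for the share itself. Library quality and the treatment cannot be told apart for the called genes, because the share differs between the groups and 8 mice leave few degrees of freedom. This share may also hold read pairs of the transgenes, since neither GFP nor human AGXT is in the mouse genome. It is therefore not a measure of library quality alone.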

How the results depend on the processing

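No alternative or test in this part was chosen after its result was seen. No paired analysis was possible because the animal numbers of the 8 mice are all different and no pairing is given.

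Of the called genes named in the text, Gpcpd1 (log2 fold change 2.03 to 2.22 across the 8 fits that each left out 1 mouse) and Gm4737 (1.05 to 1.21) kept their direction and stayed called under all alternatives, except that the glmTreat test against a log2 fold change of 1 did not call Gm4737. Ppargc1a, Ccr2, Tgfb1, Tgfbr1, Col1a2, Col3a1, Col4a1, Col4a2, Cd36, Prodh2, Hoga1, Hao1, Ldha and Actb kept their direction and were not called under any alternative. The separation on the first principal component stayed between 2.21 and 2.54 within-group SDs under the 6 alternatives on all 8 mice (exact permutation p = 0.0286 in each). With 1 mouse left out it was between 1.90 and 2.70, and the exact permutation p rose to 0.0571 without 311 and without 308 and to 0.0857 without 314. The cause was not tested.

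The counts of genes depended on the test. DESeq2 gave 1068 higher and 1033 lower genes, and 196 and 506 with the fold threshold. limma voomWithQualityWeights gave 804 and 606, and 163 and 309 with the fold threshold. Of the 664 called genes, 664 were also called by DESeq2 and 656 by voomWithQualityWeights. Total counts without a composition factor shifted the median log2 fold change of all genes to -0.22 and gave 144 higher and 857 lower genes, and 57 and 359 with the fold threshold. Of those 1001 genes, 434 were among the 664. Without a filter on low counts, 266 genes were lower with the fold threshold. With at least 10 counts in every mouse, fewer genes were tested and 98 were lower with the fold threshold. A threshold of 1.5-fold in place of a log2 fold change of 1, which admits more genes by construction, gave 272 higher and 260 lower. The glmTreat test against a log2 fold change of 1, which is stricter by construction, called 1 higher gene, Gpcpd1, and 0 lower, with 312 genes at an unadjusted p under 0.05, of which 212 were lower. For the other settings of this paragraph the cause was not tested. Under limma-voom, robust estimation, DESeq2's size factors and upper-quartile normalization, all 4 counts stayed within 1.5 times those reported.

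Single mice changed these counts as well. Across the 8 fits that each left out 1 mouse, the higher genes numbered from 2 to 379 and the lower genes from 0 to 325, and with the fold threshold from 2 to 110 and from 0 to 230. Without AAV8-GFP mouse 311, the 2 genes called were Gpcpd1 and Gm4737, named here after their values were seen, and 2663 genes had an unadjusted p under 0.05, of which 1357 were lower. Without mouse 314, 15 genes were called, and without mouse 319, 14 were. Without mouse 303, 193 were called, without mouse 308, 177, without mouse 316, 411, without mouse 315, 629, and without mouse 309, 643. Of these, 162, 167, 356, 422 and 445 were among the 664. All 8 fits have 1 mouse fewer, yet they differ from each other, and why they differ was not tested. Of the 664 genes, at least 662 kept the sign of their fold change in each of the 8 fits. At this number of mice, the adjusted p of a single gene near 0.05 is therefore not stable.

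The set tests depended on how correlation between genes was handled. With the correlation estimated from the data, 0 Reactome sets were higher and 0 lower at an adjusted p under 0.05, with 25 at an unadjusted p under 0.05. By construction the medians stayed the same, and the lists no longer passed for fatty acid oxidation (0.65, adjusted p = 0.189), inflammation (-1.32, adjusted p = 0.216) and fibrosis (-0.60, adjusted p = 0.262), all in limma. The Reactome sets for mitochondrial beta-oxidation (0.44), peroxisomal lipid metabolism (0.48), chemokine receptors (-0.95), extracellular matrix (-0.45), collagen formation (-0.58), integrins (-0.49), cytochrome P450 (0.47) and cholesterol biosynthesis (0.29) did not pass either, each with an adjusted p of 0.778 in limma. Under fry, 23 sets were higher and 11 lower. The fibrosis list (-0.60, adjusted p = 0.0685), chemokine receptors (-0.95, 0.0652), extracellular matrix (-0.45, 0.122), collagen formation (-0.58, 0.115), integrins (-0.49, 0.125), cytochrome P450 (0.47, 0.0652) and cholesterol biosynthesis (0.29, 0.127) did not pass, and the lists for fatty acid oxidation and inflammation and the sets for mitochondrial beta-oxidation and peroxisomal lipid metabolism did. Without a filter on low counts, 108 Reactome sets were lower and the set regulated by PPARα passed by camera (median 0.11, adjusted p = 0.0339 in limma), where the cause was not tested. By camera with preset correlation, cytochrome P450 had an adjusted p of 9.01e-07 and cholesterol biosynthesis of 0.0366 in limma.

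With mice left out, the 3 lists kept their direction and passed by camera in all 8 fits, with medians from 0.57 to 0.75 for fatty acid oxidation, from -1.49 to -1.09 for inflammation and from -0.83 to -0.45 for fibrosis. The Reactome sets numbered from 81 to 119 higher and from 50 to 88 lower. The set regulated by PPARα had medians from 0.087 to 0.17 and passed without mouse 316 (0.15, adjusted p = 0.0329 in limma). Cytokine signalling had medians from -0.10 to -0.017 and passed without mouse 319 (-0.10, adjusted p = 0.0258 in limma). Cholesterol biosynthesis had medians from 0.17 to 0.36 and no longer passed without mouse 311 (0.20), 308 (0.17) or 309 (0.21). The cause was not tested. The sets for TAK1 and NF-κB (-0.016 to 0.064), for the TGFβ receptor complex (-0.0082 to 0.088) and for the cell cycle (-0.038 to 0.00065) changed sign without mouse 316 (-0.016), 309 (-0.0082) and 315 (0.00065) respectively, and none of the 3 passed in any fit.

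Other results that changed direction did not pass in any fit. Adgre1, at 0.13, became -0.10 with total counts only and ran from -0.25 to 0.38 with mice left out, below 0 without mouse 303 (-0.058) or 319 (-0.25). Tgfbr2 ran from -0.33 to 0.034, the last without mouse 308, and Gapdh from -0.60 to 0.018, the last without mouse 319. Medians also changed sign for the lipid synthesis list (-0.41 to 0.042, the last without mouse 308), the quiescent stellate cell list (-0.022 to 0.20, below 0 without mouse 309 or 316) and the interferon list (-0.096 to 0.15, below 0 without mouse 303, 309, 314, 316 or 319). The cause was not tested for any of them, apart from the shift of the median of all genes with total counts.

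Among single genes and the remaining lists, other results changed as follows. DESeq2 made 12 stronger. limma-voom made 3 stronger and 2 weaker, and voomWithQualityWeights made 7 stronger and 1 weaker. Robust estimation made 2 stronger, DESeq2's size factors 1 stronger and 3 weaker, upper-quartile normalization 4 weaker, and total counts 1 stronger and 6 weaker. Without a filter 7 were stronger and 1 weaker, and with at least 10 counts in every mouse 3 were weaker. Under fry 1 was stronger and 3 weaker, and at an estimated correlation 19 were weaker. Across the fits that each left out 1 mouse, 581 results were unchanged in direction and side of the threshold, 121 were weaker, 14 were stronger and 12 changed direction. Tnf, Timp1, Bmp8b, Gm30692 and Ube2c had no value with at least 10 counts in every mouse, because they did not meet it.

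The depth limits the scarce genes. Tnf, Tgfb2, Bmp8b, Gm30692, Elf3, Cdk1, Ube2c and Cd163 had mean CPM under 2 in at least 1 of the groups, so that their fold changes rest on few counts in that group.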

Differences from the paper's values

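No test in this part was chosen after the result was seen. Past an adjusted p of 0.05 and an absolute log2 fold change of 1, 107 genes were higher in AAV8-AGXT mice, against the paper's 199, and 163 were lower, against the paper's 508. The paper's text does not state the fold threshold behind its counts, and 1 was taken from the lines of Fig. 3b. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 196 higher and 506 lower genes, and DESeq2 is the tool that the paper's methods name. For the higher genes, limma voomWithQualityWeights (163), no filter on low counts (152) and a threshold of 1.5-fold (272) also came within 1.5 times the paper's value. For the lower genes, total counts only (359) did. All other alternatives left a gap of more than 1.5 times in the higher genes, with counts from 1 to 117, and all other alternatives did in the lower genes, with counts from 0 to 309.

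For 43 of the 60 genes reported singly the part of the paper's supplementary sheet that was held gives a log2 fold change, and none differed by more than the larger standard error. The largest absolute difference was 0.024, and with DESeq2 it was 0.00049. The first 2 principal components held 50.9% and 12.5% of the variance, against the paper's about 47% and about 16% in Fig. 3a, read by eye.

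Among the fatty acid oxidation genes that the paper states rose, Ppargc1a (adjusted p = 0.107), Acadl (adjusted p = 0.0963) and Acaa2 (adjusted p = 0.077) were not called by edgeR. DESeq2 called Acadl (adjusted p = 0.0184) and Acaa2 (0.00848), limma voomWithQualityWeights called Acaa2 (0.0481), and no setting called Ppargc1a, with 0.0621 in DESeq2. Over all alternatives but glmTreat the adjusted p was between 0.0505 and 0.334 for Ppargc1a, between 0.0184 and 0.365 for Acadl and between 0.00848 and 0.211 for Acaa2.

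The paper states that 6 inflammation genes fell, and Tnf (adjusted p = 0.0864), Ccl2 (0.0601), Ccl5 (0.072) and Ccr2 (0.201) were not called by edgeR. DESeq2 called Tnf (0.0311), Ccl2 (0.00315) and Ccl5 (0.00685). Ccl2 was also called by limma-voom (0.0422), limma voomWithQualityWeights (0.0216), total counts only (0.0483), no filter on low counts (0.0296) and without AAV8-AGXT mouse 309 (0.0357), and Ccl5 by no filter on low counts (0.0367). No setting called Ccr2. Over all alternatives but glmTreat the adjusted p reached 0.257 for Tnf, 0.178 for Ccl2, 0.198 for Ccl5 and 0.416 for Ccr2.

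The paper states that 7 genes of TGFβ signalling and the extracellular matrix fell, and none was called by edgeR, although 5 had an unadjusted p under 0.05. Tgfb2 was called by DESeq2 (adjusted p = 0.0269), by limma voomWithQualityWeights (0.0492) and without AAV8-GFP mouse 315 (0.0476). Col1a1 was called by DESeq2 (0.0431), limma voomWithQualityWeights (0.0311) and no filter on low counts (0.0365). No setting called Tgfb1, Tgfbr1, Tgfbr2, Col1a2 or Col4a1, whose adjusted p in DESeq2 was 0.0523, 0.392, 0.744, 0.0969 and 0.139. Over all alternatives but glmTreat the adjusted p reached 0.238 for Tgfb2, 0.204 for Col1a1, 0.27 for Tgfb1, 0.64 for Tgfbr1, 0.91 for Tgfbr2, 0.254 for Col1a2 and 0.394 for Col4a1.

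The paper names PPAR signalling, NF-κB and TNF signalling and cytokine signalling among the changed KEGG pathways. The Reactome sets that stand in for them did not pass by camera, which were lipid metabolism regulated by PPARα (adjusted p = 0.109), activation of NF-κB through TAK1 (0.904) and cytokine signalling (0.187), all in limma. The first, with a median of 0.14, passed with no filter on low counts (0.0339) and without mouse 316 (0.0329), and the third without mouse 319 (0.0258). A separate list of genes induced by PPARα on fasting, with a median of 0.54, passed by camera (adjusted p = 0.000532 in limma) and by fry (0.0428). Reactome and KEGG sets differ in their genes, and no set for TNF signalling was among those fixed. The tests differ as well, since the paper ran Fisher's exact test on its called genes, whereas camera uses all tested genes. These sets therefore do not decide on the paper's pathways. Over all alternatives the adjusted p of the PPARα, NF-κB and cytokine sets reached 0.778, 0.958 and 0.821 in limma. The paper ranks the peroxisome pathway first among the raised pathways. In Reactome, peroxisomal lipid metabolism (adjusted p = 4.78e-05) had a larger p than mitochondrial beta-oxidation (9.58e-06).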

Other observations

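The comparisons of Tgfbr1 and Tgfbr2 with Gapdh and with the other genes of the paper's qRT-PCR were tests chosen only after the result was seen, and Marco and Timd4 were named after their values were seen.

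The counts for cells other than hepatocytes did not fall together in AAV8-AGXT mice. Genes of activated fibroblasts had a median log2 fold change of -1.16 (camera adjusted p = 7.67e-05 in limma) and those of lipid-associated macrophages -1.10 (5.47e-06), while those of the sinusoidal endothelium had 0.18 (0.502), of quiescent stellate cells 0.097 (0.856) and of Kupffer cells 0.29 (0.124). The last 3 moved by more than 1.5 times with single mice left out, the endothelium to 0.012 without mouse 308 and 0.36 without 319, quiescent stellate cells to -0.022 without 309, and Kupffer cells to 0.072 without 319 and 0.57 without 311. The difference of group means was 1.38 larger on the log2 scale for the endothelium than for activated fibroblasts and 2.15 larger for Kupffer cells than for lipid-associated macrophages (two-sided exact permutation test, p = 0.0286 for each). A lower share of all non-parenchymal cells would lower these lists alike, so the value of 1.38 argues against it as the cause of the lower inflammation and fibrosis genes. As small a camera p-value came up in 2 of the 35 splits of the mice for the inflammation genes and in 7 of the 35 for the fibrosis genes, so a chance arrangement of the mice was not excluded for either list. For the fatty acid oxidation genes it came up in 1 of the 35, the real split, which does not argue against a chance arrangement because the study chose these genes on the same mice. As many Reactome sets in one direction came up in 8 of the 35 for the higher sets and in 16 of the 35 for the lower ones. Changes in single cell types, in their state and in the treatment's effect on gene expression stay open, and no test here parts them.

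Cd163 rose by 2.76 more on the log2 scale than the Kupffer cell list did (two-sided exact permutation test, p = 0.0286). Of the 7 genes of the list, Marco and Timd4 rose about as much as Cd163 or somewhat less, with log2 fold changes of 3.63 and 2.49, but neither was called (adjusted p = 0.0802 and 0.0736 from edgeR) and the groups overlapped for Timd4. The other 5, which include the most abundant, had log2 fold changes between -0.022 and 0.45. More Kupffer cells would raise their markers alike, so this argues against a larger number of all these cells as the whole cause, while more cells of a kind rich in Cd163, Marco and Timd4 stay open. The Kupffer list itself rose by 0.74 in its mean, within the spread between mice (two-sided exact permutation test, p = 0.171). A change in the state of macrophages may explain Cd163 as well, as a hypothesis that was not tested further.

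The count of Agxt was 163.8 ± 15.8 CPM (SD, n = 4) in AAV8-GFP and 305.2 ± 98.3 CPM (SD, n = 4) in AAV8-AGXT mice, a log2 fold change of 0.90 (adjusted p = 0.0489 from edgeR). The transgene is human AGXT, and whether some of its reads were counted on mouse Agxt cannot be told apart from a change in the mouse gene, because the counts do not hold sequences. Grhpr, whose enzyme also converts glyoxylate, had a log2 fold change of 0.79 (adjusted p = 0.0456 from edgeR) without a transgene. Grhpr exceeded an adjusted p of 0.05 in 6 of the 8 fits that each left out 1 mouse, up to 0.151. Agxt exceeded an adjusted p of 0.05 in 7 of the 8 fits that each left out 1 mouse, the exception being without mouse 309 (0.0316), and its adjusted p over all alternatives but glmTreat was between 0.0022 and 0.146. Hao1 (0.49), Ldha (0.63), Prodh2 (0.39) and Hoga1 (0.25) had log2 fold changes above 0 and were not called.

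Gapdh, the reference of the paper's qRT-PCR, varied between mice of one group. Its CPM ranged from 121.2 to 429.1, or 3.54-fold, with a coefficient of variation of 37.4% in AAV8-GFP and 53.3% in AAV8-AGXT mice, whereas Actb ranged 1.43-fold. Among genes as abundant, its variation within groups was at the 96.9th percentile. Across mice, Gapdh and the mean of 7 other glycolytic genes had an r of -0.72 (permutation p = 0.0396, adjusted over 3 relations 0.119) and a rho of -0.57 (permutation p = 0.151, adjusted 0.391). Without the 2 mice farthest from the median r was -0.46, so the relation is not firm. Read pairs lost to near-identical Gapdh copies and a true variation of the transcript cannot be told apart, because pairs aligned at several places were not counted by gene and Gapdh also overlaps another gene.

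The paper's qRT-PCR, relative to Gapdh and in 8 AAV8-GFP and 6 AAV8-AGXT mice, gave larger falls for 6 of 7 fibrosis genes than the counts did, among them Tgfb1 (-1.23 against -0.54), Tgfb2 (-1.84 against -0.99), Col4a1 (-1.57 against -0.60) and Col1a1 (-2.19 against -1.77). It gave smaller falls for Col1a2 (-1.27 against -1.34) and for all 6 inflammation genes, such as Ccr2 (-0.60 against -0.94) and Tnf (-1.15 against -1.47). For Tgfbr1 the paper's means correspond to a log2 ratio of -1.06, where the log2 fold change of the counts was -0.30, and for Tgfbr2 to -1.32, where it was -0.15, and 0.034 without mouse 308. Taken relative to Gapdh, the counts gave 0.071 for Tgfbr2 (two-sided exact permutation test, p = 0.943) and -0.076 for Tgfbr1 (two-sided exact permutation test, p = 0.971), so dividing by Gapdh did not bring the counts closer. A shift of the reference would move all genes alike. For 17 fatty acid oxidation and inflammation genes the qRT-PCR value minus that of the counts had a median of 0.092 and lay between -0.35 and 0.33, against -0.77 for Tgfbr1 and -1.17 for Tgfbr2, which argues against a shift of Gapdh common to all genes as the whole cause. A separate reading of Gapdh for the fibrosis genes was not tested, and which of the qRT-PCR mice were sequenced was not mapped, so other differences between the assays and the mice stay open.

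Adgre1, which encodes F4/80, had a log2 fold change of 0.13 (standard error 0.38, adjusted p = 0.86 from edgeR), and its direction changed with total counts without a composition factor (-0.10) and without mouse 303 (-0.058) or 319 (-0.25). The paper states that F4/80 staining fell in livers from mice overexpressing AGXT, a measurement that was not analysed here. Trem2 had a log2 fold change of -1.42 and was not called (adjusted p = 0.0852 from edgeR), though it was called by DESeq2 (0.0133), without a filter on low counts (0.0468) and without mouse 316 (0.0376), and its adjusted p over all alternatives but glmTreat reached 0.238. Acta2 fell by 0.99 on the log2 scale (adjusted p = 0.0427 from edgeR) and exceeded an adjusted p of 0.05 with limma-voom (0.0622), with limma voomWithQualityWeights (0.065) and in all 8 fits that each left out 1 mouse, up to 0.116 without mouse 311. Its adjusted p over all alternatives but glmTreat was at least 0.00147.

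The other lists gave these median log2 fold changes, with camera adjusted p from limma. Medians above 0 were those of hepatocyte genes (0.34, p = 0.0514), genes induced by PPARα on fasting (0.54, p = 0.000532), glyoxylate pathway genes (0.56, p = 0.00231), fatty acid uptake genes (0.53, p = 0.00206), Eci1 and Eci2 (0.53, p = 0.0412), the 7 top genes that the paper chose on these mice, of which 5 were higher and 2 lower (1.36, p = 2.52e-05), cholesterol synthesis (0.28, p = 0.108), interferon response (0.033, p = 0.502), sex-chromosome genes (0.12, p = 0.418) and the 2 adipocyte genes with enough counts (1.01, p = 0.0933). Medians below 0 were those of neutrophil genes (-0.84, p = 0.0217), B and plasma cell genes (-0.39, p = 0.417), cholangiocyte genes (-1.07, p = 0.00858), lipid synthesis (-0.12, p = 0.417), targets of the constitutive androstane receptor (-1.36, p = 0.6), Gapdh and Actb as references (-0.21, p = 0.502), markers stained in the paper (-0.96, p = 0.0155), further fibrosis genes of the paper's discussion (-1.27, p = 0.00182) and the only tested female-biased gene (p = 0.0113). Under fry the lists for neutrophils (adjusted p = 0.102), cholangiocytes (0.0713) and periportal genes (0.08) did not pass. The paper reports no change in Ly6G-positive neutrophils by staining, and of 7 neutrophil genes 4 had enough counts to be tested. Without mouse 311 (-0.62), 308 (-0.55) or 309 (-0.60) the neutrophil list did not pass (camera adjusted p up to 0.141 in limma), and without 319 its median was -1.33. Nor did the stained markers pass without mouse 308 (-0.81, camera adjusted p = 0.0518 in limma), or Eci1 and Eci2 without 308, 314 or 315 (camera adjusted p up to 0.0736 in limma). Lists that did not pass by camera on all 8 mice but did with a mouse left out were hepatocyte genes without 314, 309 or 316 (0.41), adipocyte genes without 303 or 316 (1.16), cholesterol synthesis without 315 or 316 (0.35), Kupffer cells without 311 or 308 (0.52) and endothelium without 319 (0.36), where each median is that without the last mouse named. Of these, the lists for hepatocytes, cholesterol synthesis and Kupffer cells also passed by camera with no filter on low counts (adjusted p in limma under 0.05 for each, and 0.0126 for hepatocytes), the hepatocyte list with DESeq2's size factors (0.048) and the adipocyte list under fry (0.0361). The pancreas list had no tested gene.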
